# Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism

**DOI:** 10.1371/journal.pgen.1005898

**Published:** 2016-03-03

**Authors:** Goran Lakisic, Alice Lebreton, Renaud Pourpre, Olivia Wendling, Emanuele Libertini, Elizabeth J. Radford, Morwenna Le Guillou, Marie-France Champy, Marie Wattenhofer-Donzé, Guillaume Soubigou, Slimane Ait-Si-Ali, Jean Feunteun, Tania Sorg, Jean-Yves Coppée, Anne C. Ferguson-Smith, Pascale Cossart, Hélène Bierne

## Abstract

BAHD1 is a vertebrate protein that promotes heterochromatin formation and gene repression in association with several epigenetic regulators. However, its physiological roles remain unknown. Here, we demonstrate that ablation of the *Bahd1* gene results in hypocholesterolemia, hypoglycemia and decreased body fat in mice. It also causes placental growth restriction with a drop of trophoblast glycogen cells, a reduction of fetal weight and a high neonatal mortality rate. By intersecting transcriptome data from murine *Bahd1* knockout (KO) placentas at stages E16.5 and E18.5 of gestation, *Bahd1*-KO embryonic fibroblasts, and human cells stably expressing *BAHD1*, we also show that changes in BAHD1 levels alter expression of steroid/lipid metabolism genes. Biochemical analysis of the BAHD1-associated multiprotein complex identifies MIER proteins as novel partners of BAHD1 and suggests that BAHD1-MIER interaction forms a hub for histone deacetylases and methyltransferases, chromatin readers and transcription factors. We further show that overexpression of BAHD1 leads to an increase of MIER1 enrichment on the inactive X chromosome (Xi). In addition, BAHD1 and MIER1/3 repress expression of the steroid hormone receptor genes *ESR1* and *PGR*, both playing important roles in placental development and energy metabolism. Moreover, modulation of *BAHD1* expression in HEK293 cells triggers epigenetic changes at the *ESR1* locus. Together, these results identify BAHD1 as a core component of a chromatin-repressive complex regulating placental morphogenesis and body fat storage and suggest that its dysfunction may contribute to several human diseases.

## Author Summary

The importance of epigenetics in regulation and dysfunction of metabolic pathways is increasingly recognized but the underlying mechanisms and molecular actors involved remain incompletely characterized. Here, we provide evidence that the heterochromatinization factor BAHD1 cooperates with MIER proteins to assemble chromatin-repressive complexes that control a network of metabolic genes involved in placental and fetal growth and in cholesterol homeostasis.

## Introduction

Chromatin-based transcriptional repression is mediated by macromolecular complexes containing proteins involved in chromatin writing, reading, erasing and remodeling activities. The combinatorial assembly of subunits with transcription factors affects cell-specific gene expression in response to developmental, physiological or environmental stimuli. Chromatin-repressive complexes control key pathways during embryonic development and adult life; as a consequence, deregulation or abnormalities in their components can lead to a wide range of pathological processes [1, 2]. The importance of chromatin-modifiers in development, cell differentiation and disease is well illustrated for three complexes containing the histone deacetylases HDAC1 and HDAC2: NuRD [3, 4], Sin3A [5] and CoREST [6, 7] (For reviews, see [2, 8–10]). By a proteomic approach, we found that the Bromo-Adjacent-Homology domain-containing 1 (BAHD1) protein co-purifies with HDAC1/2, together with heterochromatin proteins HP1 and KAP1 (or TRIM28) in human embryonic kidney (HEK) 293 cells, suggesting that BAHD1 is a core component of a novel HDAC1/2-associated complex [11]. BAHD1 also interacts with the Methyl-CpG-binding protein MBD1 and the H3K9 methyltransferases (KMT) SETDB1 [12] and SUV39H1 [13] and acts as a repressor, pointing to a role of BAHD1 in heterochromatin-mediated transcriptional repression [12]. In agreement with this, overexpression of BAHD1 in human cells induces large-scale chromatin condensation [12] and changes in the DNA methylation landscape [14].

BAHD1-associated heterochromatic domains lack acetyl histone H4 and partially overlap with HP1α, a marker of constitutive heterochromatin, and/or with H3 trimethylated at lysine 27 (H3K27me3), a marker of facultative heterochromatin [12]. Furthermore, when overexpressed in human female cells, BAHD1 is enriched at the inactive X chromosome (Xi), a paradigm of facultative heterochromatin [12]. A study in mouse embryonic stem cells (mESCs) recently reported that BAHD1, HDAC1 and HDAC2 are pulled-down by CDYL, a transcriptional co-repressor that may play a role in the maintenance of the Xi [15]. Taken together, these data suggest that BAHD1 is a component of HDAC1/2-associated complexes involved in a variety of epigenetic mechanisms.

A single gene encodes BAHD1 in vertebrates and no ortholog is found in invertebrates or plants, suggesting that BAHD1 has vertebrate-specific functions. However, the low expression of BAHD1 in cell lines has hampered its functional characterization and, so far, the BAHD1 regulatory gene network is poorly characterized. We identified the insulin-like growth factor II (*IGF2)* transcript and its antisense transcript (*IGF2AS)* as BAHD1 targets in HEK293 embryonic cells [12]. We also demonstrated that infection by a bacterial pathogen triggers BAHD1-mediated repression of Interferon-Stimulated Genes (*ISGs*) in epithelial cells [11]. However, apart from bacterial infection, signals that control the expression and/or activity of BAHD1 are unknown.

The aim of the present study was to determine the physiological functions of BAHD1. We show that disruption of the *Bahd1* gene in the mouse leads to a placental growth defect associated with low birth weight and neonatal death, hypocholesterolemia and decreased body fat in surviving adults. Proteomic studies of BAHD1-associated proteins identify MIER proteins as novel BAHD1 partners. Our extensive characterization of the transcriptome strongly suggests that BAHD1-MIER complexes repress genes involved in the control of steroid/lipid metabolism both in mouse and human cells.

## Results

### *Bahd1*-deficient mice display hypocholesterolemia, hypoglycemia and a lower body weight

We searched for tissue-specific expression of the *BAHD1* gene by a survey of referenced transcriptome datasets (S1 Table) and found that *BAHD1* mRNA levels are low and do not vary much between tissues, when compared to a set of housekeeping or tissue-specific genes. This observation is consistent with the lack of detection of the endogenous BAHD1 protein in mammalian cultured cells and suggests that *BAHD1* basal levels are low. In order to identify functions of BAHD1 in biological processes, we studied the physiological consequences of *BAHD1* inactivation by performing a large-scale phenotyping of *Bahd1* haplo-deficient (*Bahd1*^+/-^) mice [11]. The analysis was carried out on 18 heterozygous (HET) and 16 wild type (WT) littermates (results are detailed in S1 Text and S2 Table). Mice were first fed a standard chow diet (CD) for 14 weeks and then a high fat/high carbohydrate diet (HFHCD) for 16 weeks. HET *Bahd1*^+/-^ mice did not show any morphological, sensory or cardiac abnormality and no change in bone density, body weight and fat, when compared to WT littermates, and the blood chemistry and hematology parameters were within the normal range. However, some slight and gender-specific modifications of glucose or cholesterol parameters were observed in HET mutants. At the age of 10 weeks, HET male mice displayed a significant hypoglycemia when compared to WT mice (Fig 1A). After the switch to HFHCD, blood levels of glucose remained lower in 30-week-old HET than in WT male mice, although difference did not then reach statistical significance (S2A Table). In contrast to males, glycemia was not affected in female HET mice whatever the diet (Fig 1A) but female HET fed with HFHCD displayed a slight decrease in blood levels of total cholesterol, high-density lipoprotein (HDL) and low-density lipoprotein (LDL) compared to WT littermates (Fig 1B). However, values were statistically significant only for LDL concentrations (S2B Table).

**Fig 1:**
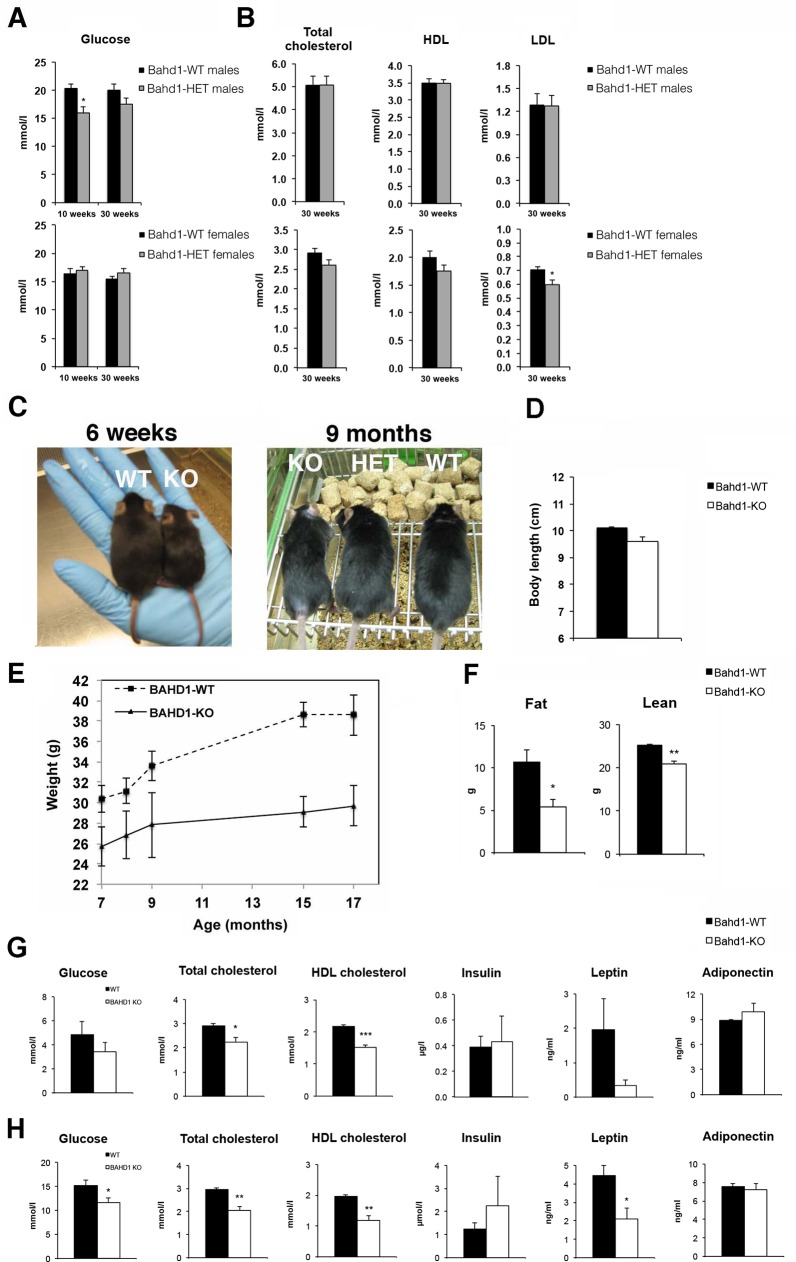
*Bahd1*-knockout mice display decreased weight and fat mass and lower cholesterol, glucose and leptin levels. **A-B.** Plasma levels of glucose (A) or of total cholesterol, HDL and LDL (B) in *Bahd1* wild-type (WT) and -heterozygous (HET) male (top) or female (bottom) mice, 10-week-old fed a chow diet (CD) or 30-week-old fed 14 weeks CD followed by 16 weeks HFHC (n = 8-10/group. **C.** Representative macroscopic images of *Bahd1*-WT and -knockout (KO) mice at 6 weeks and 9 months. **D.** Body length at 9 months. **E**. Body weight curve of *Bahd1-*WT and KO mice between the ages of 7 to 17 months (n = 5/group). **F.** Quantification of body fat mass and lean by QNMR analysis on 15 month-old animals (n = 4/group). **G.** Plasma levels of glucose, total cholesterol, HDL, insulin, leptin and adiponectin in 16-hours fasted 7-month-old WT and KO mice fed a normal diet (n = 4/group). **H.** Plasma levels of the same parameters in the same animals one year later (18 month-old). All data are expressed as the mean ± SE (* *P*<0.05; ** *P*<0.01; *** *P*< 0.005).

We next crossed *Bahd1*-heterozygous mice to evaluate potential metabolism defects in the *Bahd1-null* context. Most *Bahd1*^-/-^ (KO) pups died within the first days of life, indicating that the *Bahd1*-null mutation leads to perinatal death. Only 5 *Bahd1*^-/-^ out of 200 genotyped pups (2.5%*)* survived birth. At six weeks, these 5 survivors, all males, displayed reduced sizes and weights compared to control littermates (Fig 1C). After several months, they reached the length of *Bahd1*^+/+^ littermates (Fig 1C and 1D), but kept a significant lower body weight (Fig 1E), characterized by reduced fat and lean mass (Fig 1F). Quantification of blood parameters highlighted lower levels of total cholesterol, HDL and LDL in plasma of *Bahd1*^-/-^ mice than in *Bahd1*^+/+^ littermates at 3–5 months (S1A Fig), 7 and 18 months of age (Fig 1G and 1H). Glucose and leptin levels were also significantly lower in 18 month-old *Bahd1*^-/-^ mice than in *Bahd1*^+/+^ littermates (Fig 1H). The other measured blood parameters were not significantly different between KO and WT mice (i.e. insulin, adiponectin, Fig 1G and 1H; triglycerides, free fatty acids, glycerol, aspartate and alanine amino transferases, urea, creatinine, albumin, glucagon, GIP, S1B Fig). Together, these results demonstrate a biological function of BAHD1 in controlling lipid and carbohydrate metabolism.

### BAHD1 is required for mouse placental and fetal growth

The high neonatal mortality rate of BAHD1-KO pups suggested that BAHD1 could have important functions during fetal life. In order to address this question, we examined embryos just before birth at the embryonic day 18.5 (E18.5). *Bahd1*^-/-^ fetuses were present at Mendelian frequency, had normal morphology, were alive and exhibited the breathing reflex. However, their weight was decreased by 30% (Fig 2A) when compared to WT or HET fetuses. In addition, *Bahd1*^-/-^ embryos exhibited a smaller placenta, with a reduction of 30% in the circumference and 55% of the area (Fig 2B), when compared to placentas of WT or HET embryos. At an earlier stage (E16.5), *Bahd1*^-/-^ placentas were also smaller than *Bahd1*^+/+^ ones (Fig 2B). Histology of placenta sections with hematoxylin and eosin (HE) staining showed that *Bahd1*^-/-^ placentas comprised the two fetal compartments (labyrinthine zone (Lz) and junctional zone (Jz)) and the maternal compartment (decidua basalis (Db)). However, the Lz surface area was significantly reduced and the Jz and Db were thinner in *Bahd1*^-/-^ placentas than in control littermates (Fig 2C). The junctional zone plays an important role in hormone synthesis, while the labyrinthine zone is critical for materno-foetal nutrient exchange [16, 17]. The Jz comprises fetal spongiotrophoblast cells and trophoblast glycogen cells (GCs). The exact origin and function of GCs is unknown, but they are believed to provide an important glucose supply for fetoplacental development. Evidence indicates that they differentiate early (E.6.5) in the ectoplacental cone at the origin of the Jz and migrate into the maternal decidua at about E12.5 [18, 19]. We used periodic acid-Shiff (PAS) staining to examine if GCs were altered by the *Bahd1* null mutation. PAS staining confirmed the reduced thickness of Jz and Db in *Bahd1*^-/-^ relative to *Bahd1*^+/+^ placentas at E16.5 and showed a severe reduction in the number of PAS-positive GCs both in the Jz and the Db (Fig 1D and S2A Fig). In contrast, histology of the fetal liver at E16.5 did not reveal any noticeable difference between *Bahd1*-KO and WT embryos (S2B Fig). Together, these results indicate that BAHD1 is required for a normal placental development and intra-uterine fetal growth. BAHD1 mutants may die after birth from metabolic defects, or secondary to altered placental exchange prenatally, impairing the development of energy stores.

**Fig 2:**
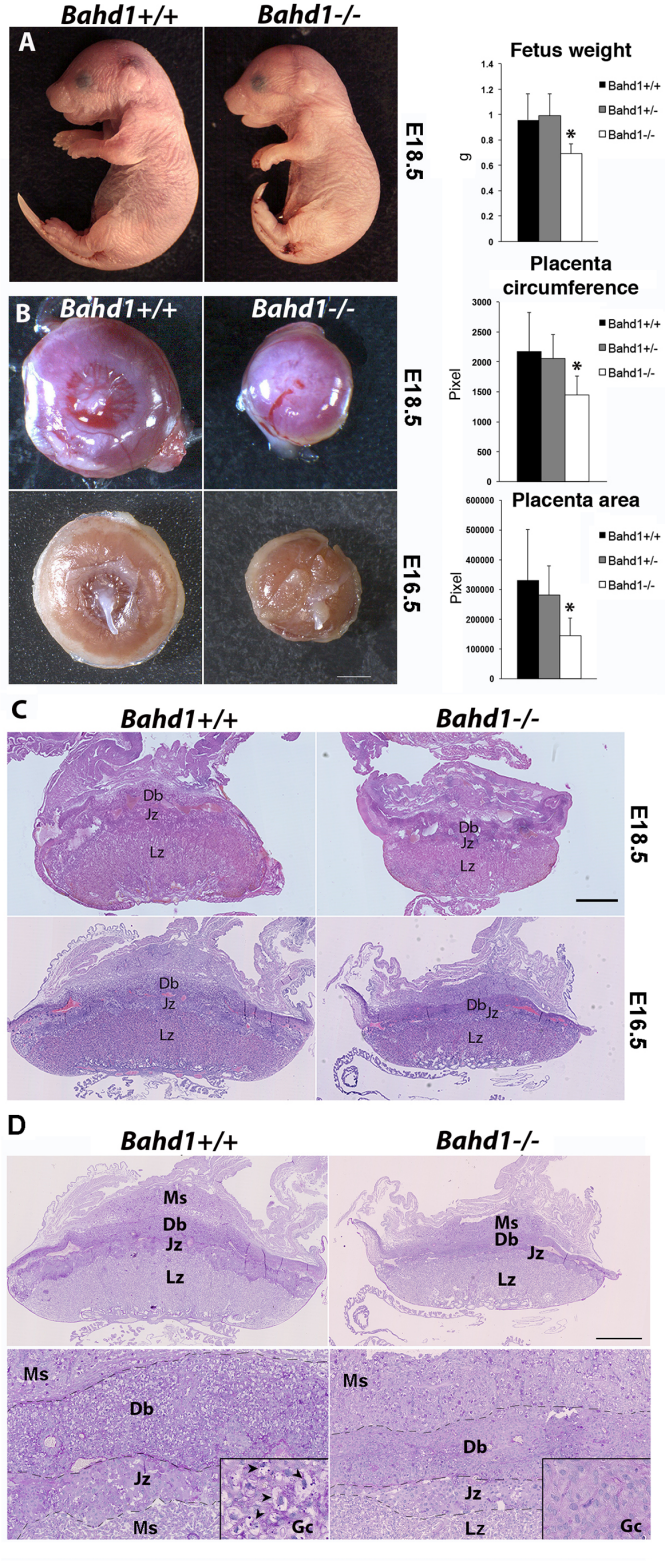
BAHD1 plays a role in fetal and placental growth. **A.** Representative images of *Bahd1*^+/+^ and *Bahd1*^−/−^ fetuses at E18.5 and quantification of fetus weight (on the right, * *P* < 0.05). **B.** Representative images of *Bahd1*^−/−^ and *Bahd1*^+/+^ placentas at E18.5 and E16.5. Scale bar, 200 mm. Quantification of areas and circumferences of E18.5 placentas are shown on the right (*Bahd1*^+/+^, n = 4; *Bahd1*^+/-^, n = 11; *Bahd1*^-/-^; n = 7). Data are expressed as mean ± SD (*P < 0.05). **C.** Histological analysis of *Bahd1*^−/−^ and *Bahd1*^+/+^ placentas at E18.5 and E16.5. Placentas were collected, fixed and subjected to hematoxylin and eosin (HE) staining. A representative image is shown. Scale bar: 1 mm. **D.** Periodic acid-Shiff (PAS) staining of the same E16.5 placentas as in C, at three different scales. Scale bar, 1 mm (top), 250μm (bottom), 60 μm (squared region). High magnification of vacuolated glycogen cells GCs (arrowheads) in the junctional zone is shown in squared regions. Ms, mesometrial triangle; Db: decidua basalis; Jz junctional zone; Lz, labyrinthine zone.

### Expression of a set of steroid metabolism genes and imprinted genes is altered in *Bahd1*^-/-^ placentas

To examine the consequence of BAHD1 deficiency on the placental transcriptome, we isolated RNA from *Bahd1*^*-/-*^ placentas at stages E16.5 (n = 6 per genotype) and at stage E18.5 (n = 3 per genotype) to perform a comparative microarray analysis using Affymetrix mouse arrays. The *Bahd1*-null mutation altered expression of 397 and 1396 genes (FDR-BH < 0.05) at E16.5 and at E18.5, respectively, with a much higher proportion of up-regulated genes (70–80%) than down-regulated genes (20–30%), consistent with a role for BAHD1 in transcriptional repression (Fig 3A). 65% of genes deregulated in E16.5 *Bahd1*-KO placentas remained similarly deregulated at the E18.5 stage (214 up-regulated and 46 down-regulated genes, S3 Table). We used the DAVID software to classify genes based on Gene Ontology (GO) [20] and highlight the most significant biological processes that could be altered by BAHD1 deficiency. At the E16.5 stage, the most significant gene cluster (*P* value < 5.10^−4^) was a group of 16 genes involved in steroid metabolic processes (Fig 3B and S4A Table). Notably, 11 of these genes remained deregulated in *Bahd1*^*-/-*^ E18.5 placentas: 7 genes up-regulated (*Apoc3*, *Atp8b1*, *Cyp11A1*, *Insig2*, *Osbpl5*, *Pbx1*, *VldlR*) and 4 genes down-regulated (*Fabp6*, *Hsd17b2*, *Hsd17b7*, *LepR*) (S3 Table). In addition, two steroid hormone receptor genes, the estrogen receptor alpha gene *Esr1* and progesterone receptor gene *Pgr*, were up-regulated in *Bahd1*^*-/-*^ placentas, both in males and females embryos and at both gestational stages, as confirmed by Real time quantitative PCR (RT-qPCR) analysis (Fig 3C).

**Fig 3:**
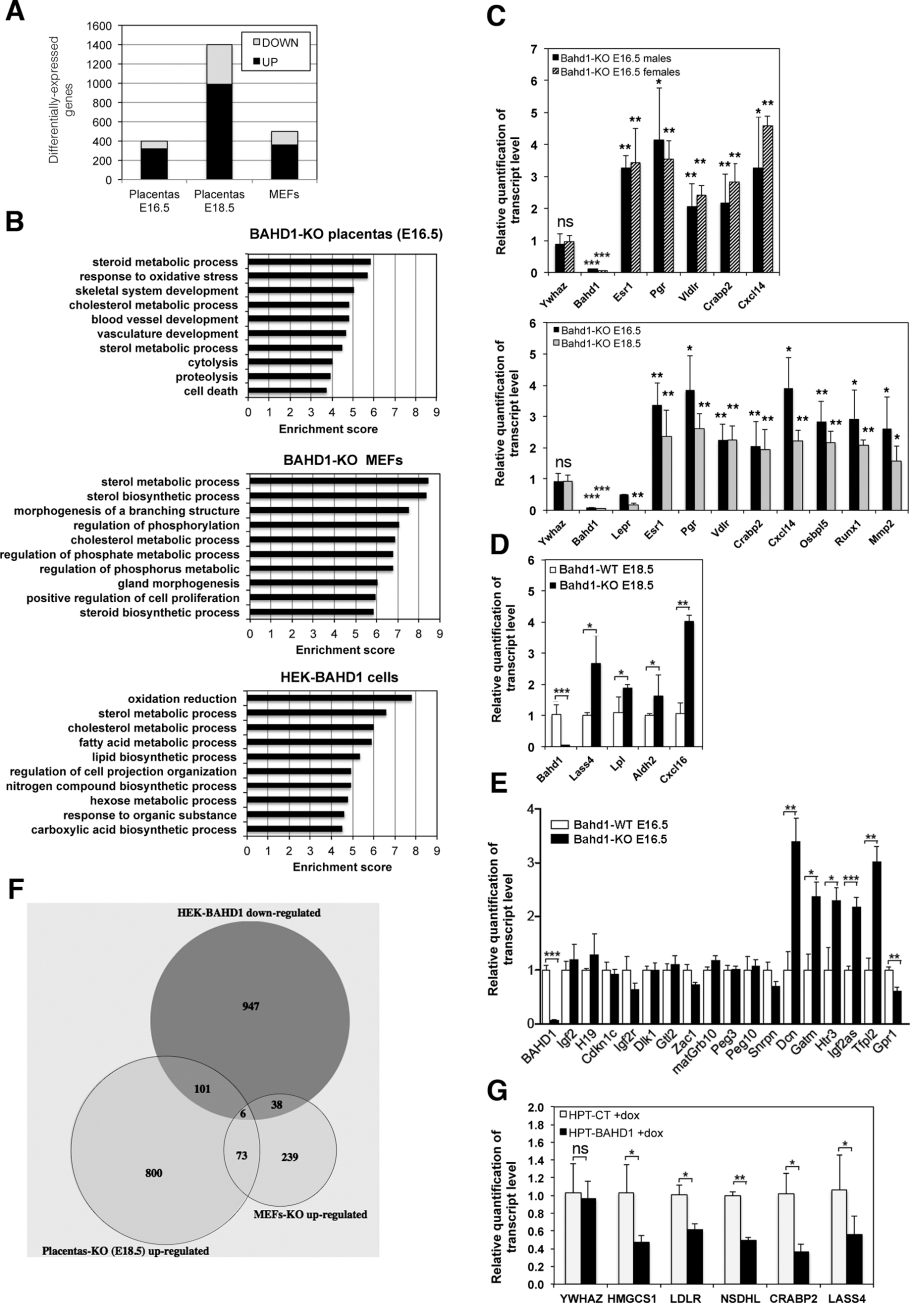
Loss or overexpression of BAHD1 alters expression of genes involved in steroid metabolism. **A.** Number of genes up- and down-regulated in *Bahd1*-KO placentas or MEFs relative to WT counterparts. **B.** Gene ontology enrichment analysis of transcripts differentially expressed in *Bahd1*-KO relative to WT placentas and MEFs, and in human HEK-BAHD1 cells relative to HEK-CT cells. The enrichment score represents the negative logarithm of the *p*-value evaluating the significance of gene ontology terms for differentially expressed RNAs. The top 10 annotation clusters are listed as derived from the DAVID bioinformatics tool. **C.** Transcripts levels in *Bahd1*^−/−^ placentas relative to *Bahd1*^+/+^ littermates at E16.5 (n = 6, with 3 males and 3 females for each genotype) or E18.5 (n = 3 for each genotype) were quantified by RT-qPCR. Values are normalized by *Gapdh*. *Ywhaz* is used as negative control. The differential expression in *Bahd1*^−/−^ placentas is shown (relative to that in *Bahd1*^+/+^ = 1). **D.** Relative transcripts levels for several genes in *Bahd1*^−/−^ relative to *Bahd1*^+/+^ placentas at E18.5 (n = 3 for each genotype). **E.** Relative transcripts levels for imprinted genes in *Bahd1*^−/−^ relative to *Bahd1*^+/+^ placentas at E16.5 (n = 4 for each genotype). Values are normalized to *Hprt*, *ActB and Tuba1a*. **F**. Venn diagram depicting shared genes that are up-regulated in *Bahd1*-KO E18.5 placentas and MEFs and down-regulated in human HEK-BAHD1 cells. **G**. Relative transcripts levels for lipid metabolism genes in HPT-BAHD1 cells relative to control HPT-CT. *BAHD1* expression was induced with tetracycline for 30h. Data are expressed as mean ± SD (ns, non-significant; * *P* < 0.05; ** *P* < 0.005; *** *P* < 0.001).

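The MEF arrays can be set against the 107 genes that the study found up-regulated in E18.5 placentas and down-regulated in HEK-BAHD1 cells (S5A Table), since that list was chosen on other arrays. The study's MEF table holds 8 of them. The genes of S5C Table account for the 6 that were higher in Bahd1-KO MEFs, where 3.7 were expected among the up-regulated genes (one-sided hypergeometric test, adjusted p = 0.52). Bnip3, which encodes a mitochondrial protein, and the transcription factor gene Sox4 were lower. Sox4 had a log2 difference of -0.36 (standard error 0.09, limma's adjusted p = 0.352). The share of 6 of 8 in the direction of the placentas is 75%, with an exact 95% interval of 34.9 to 96.8 (two-sided exact binomial test against equal shares, p = 0.29). The MEF table as a whole holds 352 up-regulated and 139 down-regulated genes, so most of its genes are higher whichever list they belong to.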

Groups of genes involved in the response to oxidative stress, skeletal system development and blood vessel development were also over-represented in *Bahd1*-KO placentas (S4 Table). Several of these genes are known to be involved in placental morphogenesis, such as *Gja1/Cx43*, *Cxcl14*, *Mmp2*, *Mmp14*, *Runx1* (up-regulated) and *Ada*, *Adm*, *Gcm1*, *Gjb5* (down-regulated). Altered expression of these genes in *Bahd1*-KO mice is consistent with an abnormal placentation. RT-qPCR analysis of a set of transcripts confirmed the transcriptome data (Fig 3C and 3D).

Several genes previously shown to be imprinted in the mouse during development or in the adult [21] were also up-regulated in *Bahd1*-KO placentas. Imprinted genes, expressed from only one of the parental alleles, play important functions during mammalian development, particularly in the placenta [22]. The parental conflict hypothesis of imprinting proposes that maternally− or paternally−expressed imprinted genes restrict or increase the energy expenditure, respectively [23]. We have previously shown that in human embryonic cells BAHD1 repressed *IGF2* and *IGF2AS* [12], which are imprinted in many tissues. BAHD1 deficiency did not affect *Igf2* expression in murine placenta, but, the paternally−expressed *Igf2as* and ten maternally−expressed putative imprinted (*Ampd3*, *Ano1*, *Dcn*, *Gatm*, *Htra3*, *Osbpl5*, *Qpct*, *Tfpi2*, *Tnfrsf23* and *Wt1*) were up-regulated in *Bahd1*-deficient E16.5 placentas, while one, *Gpr1*, was down-regulated. RT-qPCR assays confirmed these results using several other imprinted genes as negative controls (Fig 3E). Most of these genes are imprinted only in the placenta. However, determining placental specific imprinting can be confounded by maternally derived placental tissue and there is controversy over the imprinted status of some of these genes [24]. Strikingly, *Htra3*, *Tfpi2*, *Ampd3*, *Gatm*, *Osbpl5*, *Qpct* and *Wnt1* were also consistently up-regulated in *Bahd1*-deficient E18.5 placentas (S3 Table) and may be functionally implicated in the impaired placental growth.

### Steroid metabolism genes are also altered in *Bahd1*^-/-^ mouse MEFs and BAHD1-overexpressing human cells

*Bahd1*-KO fetuses exhibited a lower weight than *Bahd1*-WT. This phenotype could result from placental dysfunction but also from deregulation of BAHD1 target genes in intra-embryonic tissues. To address this point, we analyzed transcriptomes of mouse embryonic fibroblasts derived from *Bahd1*-WT and -KO embryos at stage E13.5 (n = 3 per genotype). 

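Expression was measured on 6 Mouse Exon 1.0 ST arrays, 1 for each culture of primary MEFs, 3 from Bahd1-KO and 3 from Bahd1-WT embryos. Crosses of heterozygous mice gave the embryos, each was minced and trypsinised separately at E13.5, and the fibroblasts were used for RNA after a single thaw and passage. The sample labels give the strain as C57BL/6 and do not state the sex of the embryos. The mean log2 level of the Y-linked genes Ddx3y, Eif2s3y and Kdm5d was 7.06 and 7.03 in Bahd1-KO MEFs 2 and 3. It was 7.19 in Bahd1-WT MEFs 2 and at most 2.38 in the other arrays. This is what 2 male Bahd1-KO embryos and 1 male Bahd1-WT embryo would give, and the study calls these Y-linked genes up-regulated. For the RNA, the methods name the RNeasy and TURBO DNA-free kits, while the labels name TRIzol and DNase I. The authors corrected the background, normalized the arrays and summarised the probes to transcript clusters at the gene core level with RMA, and deposited the values on the log2 scale for 23332 clusters. Their comparison table lists 491 clusters with gene symbols, each past an adjusted p of 0.05 in their LPE test, with the same array values. No other cluster is named in the files, so Bahd1, which is not among the 491, could not be looked up, and neither could any other gene that the study did not call. The median log2 value was 5.06, 5.02 and 5.02 for Bahd1-KO MEFs 1 to 3 and 5.01, 5.05 and 5.02 for Bahd1-WT MEFs 1 to 3. Pearson's r across clusters lay between 0.9855 and 0.9896 for arrays of the same genotype and between 0.9838 and 0.9885 for arrays of different genotypes. Differences between genotypes were tested with limma on the deposited values of all 23332 clusters, with Benjamini-Hochberg adjustment over all of them. The number of arrays limits the precision, and an exact permutation test of 3 against 3 cannot give a two-sided p under 0.1.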

The results of this analysis revealed 353 up-regulated and 139 down-regulated genes (FDR-BH < 0.05) in *Bahd1*-KO MEFs, when compared to *Bahd1*-WT MEFs (Fig 3A). 

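The 491 genes of the study's table differed by a median of 0.53 on the log2 scale where the study calls them up-regulated and by a median of -0.44 where it calls them down-regulated, and 489 had the study's direction in limma. For 378 of the 491 (77%), the 3 KO arrays all lay on the same side of the 3 WT arrays, and in limma 392 of them had an unadjusted p under 0.05. The study called these genes on the same arrays, so these counts are not independent evidence. Of all clusters, 18.1% had the arrays of the genotypes apart in this way, where 10% would by chance. Over all 23332 clusters, limma called 0 clusters higher and 0 lower in Bahd1-KO MEFs at an adjusted p under 0.05, the smallest being 0.222. An unadjusted p under 0.05 was reached by 2425 clusters. In data simulated from these arrays with 200 changed clusters, this test recovered 0% of 1.4-fold and 77.5% of 2-fold changes. The 0 calls therefore do not show that changes smaller than 2-fold are absent. Among the 11666 clusters above the median brightness, 29 rose and 7 fell at an adjusted p under 0.05. Krt18, Dusp4 and Ccl7 were among those that rose, and Hoxa5 and Pdk1 among those that fell, each with an adjusted p of 0.0484 over these clusters. Krt18, which encodes a keratin, was at 10.11 ± 0.18 (SD, n = 3) in Bahd1-KO and 9.03 ± 0.14 (SD, n = 3) in Bahd1-WT MEFs. Hoxa5 was at 6.61 ± 0.11 (SD, n = 3) in Bahd1-KO and 7.42 ± 0.12 (SD, n = 3) in Bahd1-WT MEFs. An LPE test rebuilt from its description, which takes the spread from clusters of similar brightness and not from the gene itself, called 192 clusters higher and 160 lower over all clusters. The study's own calls of 352 higher and 139 lower clusters in its deposited table come from its LPE test. Its adjusted p-values imply that 10123 clusters were tested.

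**Figure D1:**
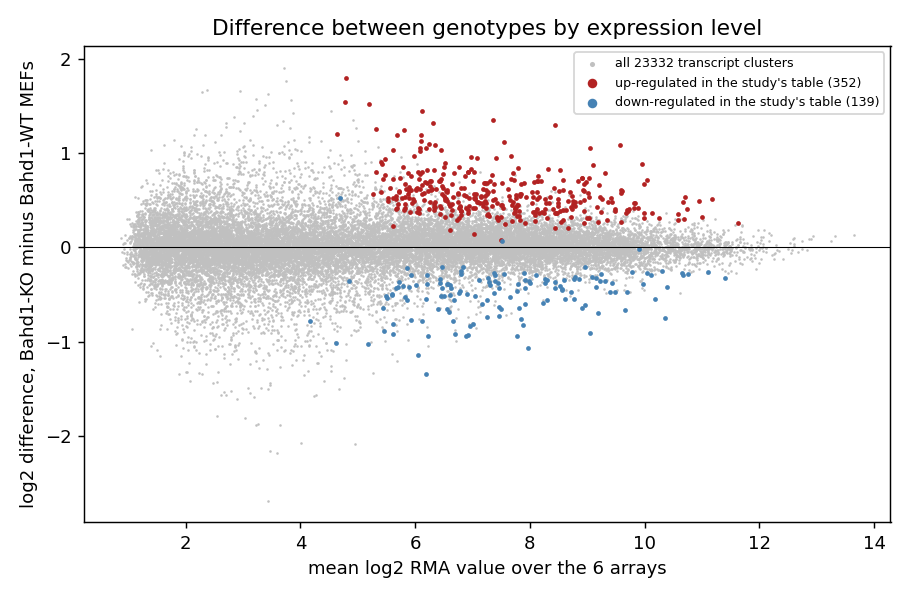
Log2 difference between Bahd1-KO and Bahd1-WT MEFs (means of 3 arrays each) against the mean log2 RMA value over the 6 arrays, for 23332 transcript clusters. Red and blue points are the 352 up-regulated and 139 down-regulated genes of the study's table, of which 489 lie on the study's side of 0.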

We focused on up-regulated genes, as these likely contain those genes directly repressed by BAHD1. Strikingly, the most significant biological process associated with up-regulated genes in *Bahd1*-KO MEFs was sterol metabolism (Fig 3B). However, genes associated with this process were different to those affected in *Bahd1*-KO placentas (S4C Table), suggesting that BAHD1-dependent gene networks are tissue-specific even though they may have a common function.

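Of 20 enzymes of cholesterol biosynthesis, listed before the data were examined but with the paper's tables already seen, 10 are among the study's up-regulated genes, where chance would place 0.7, and none is among its down-regulated genes (one-sided hypergeometric test, adjusted p = 1e-08 over 68 tests of 34 lists in both directions). Lss, Hmgcs1, Mvd, Hsd17b7, Sc4mol, Pmvk, Sc5d and Nsdhl are among them. The log2 difference of the 10 ran from 0.31 for Sc5d to 0.58 for Lss, with a median of 0.41. Of 966 Reactome pathways, cholesterol biosynthesis alone was over-represented among the up-regulated genes at an adjusted p under 0.05, with 10 of its 24 genes (one-sided hypergeometric test, adjusted p = 5.6e-06). Srebf2, which encodes a transcription factor of sterol synthesis, was higher by 0.58 (standard error 0.16, limma's adjusted p = 0.373), at 9.30 ± 0.23 (SD, n = 3) in Bahd1-KO and 8.72 ± 0.20 (SD, n = 3) in Bahd1-WT MEFs. All 15 genes of the sterol, steroid and cholesterol groups of S4C Table were higher in Bahd1-KO MEFs, 13 of them with the arrays of the 2 genotypes fully apart and 14 at an unadjusted p under 0.05 in limma. None of the 10 enzymes passed in limma over all clusters. When adjusted over the list alone with its other members taken as unchanged, 0 passed, and 9 with limma's trended and robust prior. With the rebuilt LPE test 10 passed over the list alone. Only genes called by the study's LPE test could be counted, and the rebuilt test was scaled with those calls seen. This last count was therefore nearly fixed in advance and is no support. The 10 enzymes are all in the steroid biosynthetic group that S4C Table draws from the same calls. Neither the list nor the Reactome test is therefore independent evidence for that group. The hypergeometric tests rest on the study's own calls, treat genes as independent and were chosen after the data were seen, because the files used give no names for the clusters the study did not call.

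**Figure D2:**
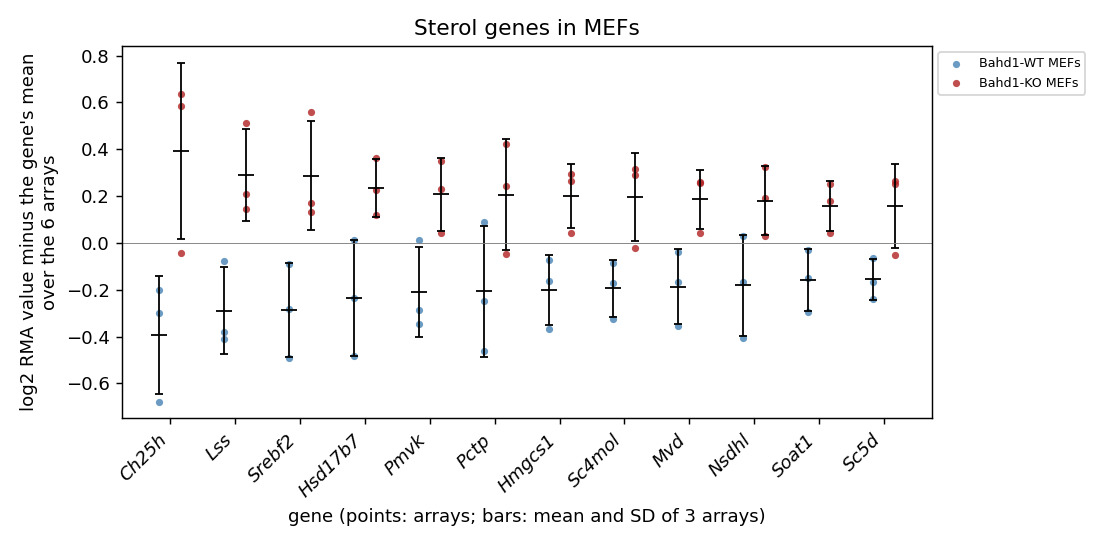
Log2 RMA value of 12 of the 15 sterol, steroid and cholesterol genes of S4C Table in each array, minus the gene's mean over the 6 arrays. Points are arrays of Bahd1-WT (blue) and Bahd1-KO MEFs (red), bars the mean and SD of 3 arrays, and in 10 genes all KO arrays lie above all WT arrays.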

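The 15 sterol, steroid and cholesterol genes of S4C Table share 3 genes with the 16 genes of the steroid group in E16.5 placentas (S4A Table), Hmgcs1 and Hsd17b7 among them. These 3 were higher in Bahd1-KO MEFs, Hsd17b7, which the paper lists as down-regulated in Bahd1-KO placentas, by 0.47 (standard error 0.15, limma's adjusted p = 0.39). Apoe is the only other gene of the placental group in the study's MEF table and was lower, with a log2 difference of -0.34 (standard error 0.12, limma's adjusted p = 0.429). The other 12 were not called in MEFs by the study (one-sided hypergeometric test of the 3 higher genes, adjusted p = 0.084). Of the 214 genes up-regulated in placentas (S3 Table), 23 are in the MEF table. In MEFs, 14 of these were higher and 9 lower, a share of 60.9% higher with an exact 95% interval of 38.5 to 80.3 (two-sided exact binomial test against equal shares, p = 0.4). The MEF table as a whole holds 352 up-regulated and 139 down-regulated genes, which a test against equal shares does not allow for. Adm is among the 14, since S3 Table lists it as up-regulated, while the paper's text names it as down-regulated in placentas. The hypergeometric test gave an adjusted p of 0.084 for the 14, where 7.4 were expected, and of 0.019 for the 9, where 2.9 were expected, or 0.063 for 8 without a gene whose misspelt name in S3 Table was matched after the data were seen. Emcn was higher by 1.25 (standard error 0.18) and Ptgs1 by 0.84 (standard error 0.12), and 3 of the 23 passed in limma when adjusted over the list alone and 0 over all clusters. The study had called all 23 on the MEF arrays, so passing over the list alone is not independent evidence. Of the 46 genes down-regulated in placentas, 5 are in the MEF table and 4 of them were higher in Bahd1-KO MEFs, among them Mfsd2a, which encodes a lipid transporter, by 1.10 (standard error 0.17, limma's adjusted p = 0.272), with a hypergeometric adjusted p of 0.28 for the 4. From sterol genes that differ between the tissues, the paper proposes that the networks under BAHD1 depend on the tissue while they may serve a common function.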

We next assessed whether BAHD1 has a similar role in repressing sterol metabolism genes in human cells, by comparing transcriptomes of HEK293 cells stably overexpressing *BAHD1* (HEK-BAHD1) to that of parental isogenic cells (HEK-CT), in which the BAHD1 protein is undetectable [14]. This analysis identified 1148 transcripts (FDR-BH < 0.05) that were down-regulated in cells constitutively expressing the BAHD1 repressor. Once again, GO term classification analysis of these transcripts highlighted sterol metabolism as the most significant biological process (Fig 3B and S4D Table). Genes involved in lipid and hexose metabolism also grouped as significant clusters. Although biological functions of BAHD1-associated chromatin repressive complexes are likely to be cell type- and species-specific, and a transcriptome will identify direct and indirect gene expression changes, BAHD1 *bona fide* target genes may be identified by comparing different biological systems (Fig 3F). Overlapping HEK-BAHD1 and *Bahd1*-KO E18.5 placenta transcriptomes identified 107 potential BAHD1 targets (S5A Table and Fig 3F), the most significant gene groups where those involved in the regulation of hormone levels (*ALDH1A2*, *BACE2*, *CAMK2G*, *CRABP2*, *LY6E*, *SCARB1*, *SLC16A2*) and lipid biosynthetic processes (*ALDH1A2*, *CD81*, *EBP*, *ELOVL7*, *LASS4*, *LPL*, *LPCAT2*, *LTA4H*, *SCARB1*)(S4E Table). Overlapping HEK-BAHD1 and *Bahd1*-KO MEFs transcriptomes identified 44 potential BAHD1 target genes (S5B Table and Fig 3F), the most statistically significant group in term of biological processes including genes involved in sterol/steroid metabolism (*DHCR24*, *HMGCS1*, *LDLR*, *NSDHL*, *SC4MOL*, *SREBF2;* S4F Table). 

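All 44 genes of S5B Table are in the study's MEF table, and all 44 were higher in Bahd1-KO than in Bahd1-WT MEFs, by 0.24 to 1.05 on the log2 scale. In 39 of them every KO array lay above every WT array. The sterol genes among them included Sc4mol, higher by 0.39 (standard error 0.12, limma's adjusted p = 0.398), and Nsdhl, higher by 0.36 (standard error 0.14, adjusted p = 0.465), whose arrays overlap between the genotypes. The smallest p-values in limma belonged to Adora2b, an adenosine receptor, Hk2, a hexokinase, the keratin gene Krt19 and Hpcal1, a calcium sensor. Adora2b was higher by 0.63 (standard error 0.08) and Hk2 by 0.85 (standard error 0.11), both with an adjusted p of 0.222 over all clusters. In limma, 40 of the 44 had an unadjusted p under 0.05, 0 passed over all clusters and 39 passed when adjusted over the list alone, which is not independent evidence since the study chose the list partly on these arrays. The HEK-BAHD1 part of the overlap rests on other arrays.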

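Adam12, Gas6, Mcam, Prkar2b, Sfrp1 and Tspan2, the 6 genes of S5C Table, were all higher in Bahd1-KO MEFs. Tspan2, which encodes a tetraspanin, was at 7.65 ± 0.11 (SD, n = 3) in Bahd1-KO and 7.14 ± 0.06 (SD, n = 3) in Bahd1-WT MEFs, a log2 difference of 0.51 (standard error 0.08, limma's adjusted p = 0.272). Sfrp1, a secreted Wnt antagonist, was higher by 0.43 (standard error 0.08, adjusted p = 0.281), and the metalloprotease gene Adam12 by 0.70 (standard error 0.17, adjusted p = 0.329). Mcam, a cell adhesion molecule, was higher by 0.53 and Gas6, a ligand of TAM receptors, by 0.31. In each of these 5 genes every KO array lay above every WT array, which is not independent evidence, since the study chose the 6 partly on these arrays. Prkar2b, a regulatory subunit of protein kinase A, was higher by 0.24 (standard error 0.17, adjusted p = 0.67) and its arrays overlapped between the genotypes.

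**Figure D3:**
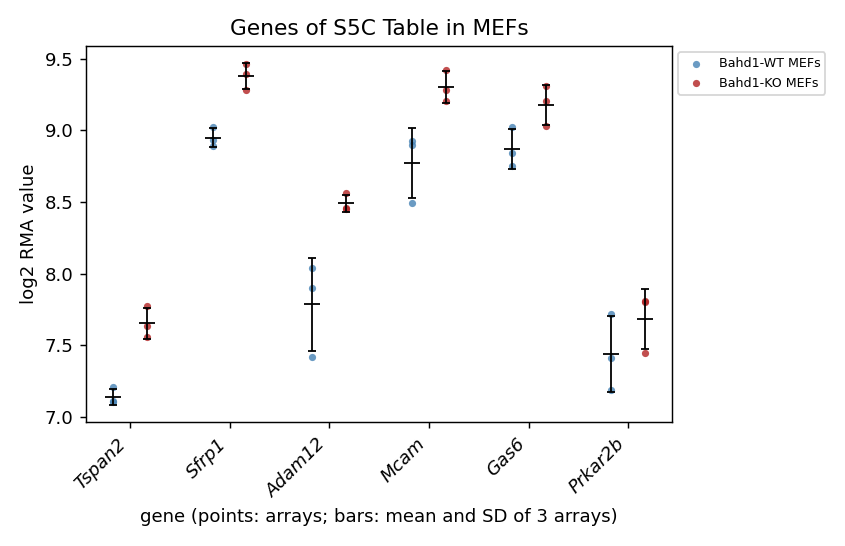
Log2 RMA value of the 6 genes of S5C Table in each array of Bahd1-WT (blue) and Bahd1-KO MEFs (red), with bars for the mean and SD of 3 arrays. The genotypes are apart in 5 genes and overlap in Prkar2b.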

Only six genes were altered consistently between all the three transcriptome datasets (S5C Table). Using a tetracycline-inducible *BAHD1* HEK293 line (HPT-BAHD1 cells, [11]), we confirmed that induction of *BAHD1* expression (S3 Fig) is sufficient to repress five transcripts involved in lipid/steroid metabolism (*HMGCS1*, *LDLR*, *NSDHL*, *CRABP2* and *LASS4)* (Fig 3G). Of note, no imprinted gene was found in this analysis, indicating that the effect of the *Bahd1*-null mutation on this gene category is specific to the placenta. 

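None of the 12 imprinted genes that the paper names for placentas (Igf2as, Ampd3, Ano1, Dcn, Gatm, Htra3, Osbpl5, Qpct, Tfpi2, Tnfrsf23, Wt1 and Gpr1) is in the study's MEF table, and 0 imprinted genes of a textbook list are in S5B or S5C Table. Of the 50 genes of that list, written before the data were examined, 4 are among the genes the study calls in MEFs. Meg3, Rtl1 and Dlk1, which share an imprinted domain, were lower in Bahd1-KO MEFs and Ddc was higher. Meg3 was at 9.98 ± 0.32 (SD, n = 3) in Bahd1-KO and 10.73 ± 0.04 (SD, n = 3) in Bahd1-WT MEFs, a log2 difference of -0.75 (standard error 0.17, limma's adjusted p = 0.311). Rtl1 had a log2 difference of -0.50 (standard error 0.15, limma's adjusted p = 0.387) and Dlk1 of -0.47 (standard error 0.19, limma's adjusted p = 0.472). Ddc was higher by 0.61 (standard error 0.15, limma's adjusted p = 0.349). In all 4 the arrays of the 2 genotypes were apart and the unadjusted p was under 0.05, and 0 passed when adjusted over the list alone. The paper's adjusted p-values from its LPE test are 5.81e-11 for Meg3, 0.0151 for Rtl1, 0.000987 for Dlk1 and 0.00572 for Ddc. The 3 lower genes, where 0.69 were expected, did not pass the one-sided hypergeometric test over the lists (adjusted p = 0.14).

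**Figure D4:**
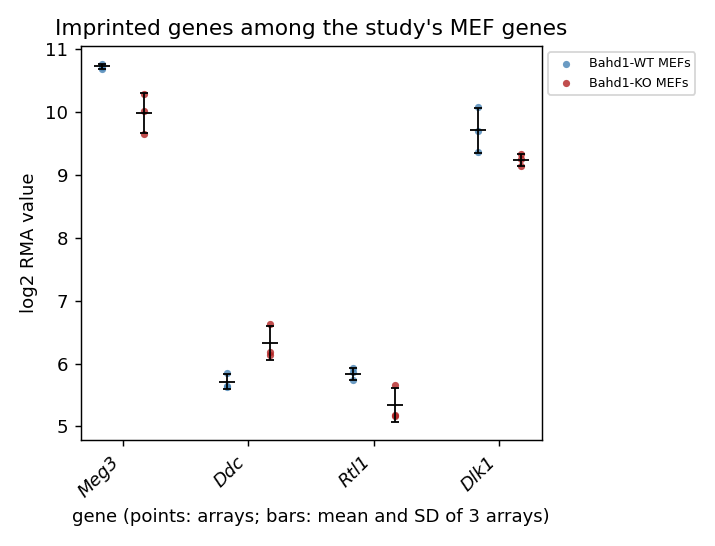
Log2 RMA value of Meg3, Ddc, Rtl1 and Dlk1 in each array of Bahd1-WT (blue) and Bahd1-KO MEFs (red), with bars for the mean and SD of 3 arrays. The genotypes are apart in all 4 genes.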

Altogether, these findings show that changes in BAHD1 levels alter expression of gene networks controlling steroid/lipid metabolism and hormone signaling pathways, which are key players in the development of the placenta and in control of energy in the body.

### BAHD1 co-purifies with MIER proteins, HDAC1/2 and several chromatin regulators

Efforts to perform chromatin immunoprecipitation (ChIP) of BAHD1 in murine or human cells using custom [12] or commercial BAHD1 antibodies repeatedly failed, preventing straightforward identification of genomic loci targeted by BAHD1 (BAHD1 ChIP is further discussed in S1 Text). To get further clues on BAHD1 function, we searched for novel BAHD1-associated proteins in cells stably expressing His_6_-Protein-C-tagged-BAHD1 (HPT-BAHD1) by using tandem affinity chromatography purification (TAP) and Mass spectrometry (MS), as described previously [11]. We found that ~10 proteins reproducibly co-purified with BAHD1 after two successive purification steps (Fig 4A and S6 Table): the mesoderm induction early response (MIER) proteins (MIER1, MIER2 and MIER3), HDAC1/2, HP1γ/β, KAP1, CDYL1, KAP1, PPP2R1A, RUVBL2 and DDX17. Other polypeptides were consistently detected in the first-step purification (HP1α, RUVBL1, CDYL2, DDX21, G9a, CHD3, S6 Table). Peptides matching with MBD1 were found in one TAP, in agreement with yeast two-hybrid, co-immunoprecipitation and GST pulldown assays that previously showed that BAHD1 interacts with MBD1 and HP1 [12]. Western blot analysis confirmed that BAHD1 co-purifies with MBD1 and HP1γ together with MIER1, HDAC1, HDAC2, KAP1 and the H3K9 KMT G9a (Fig 4B and S4 Fig). These data suggest that BAHD1 and MIER proteins are subunits of a macromolecular complex containing chromatin writers (e.g. G9a), readers (e.g. HP1α/β/γ, CDYL1/2, MBD1), erasers (e.g. HDAC1/2) and remodelers (e.g. CHD3, RUVBL1/2).

**Fig 4:**
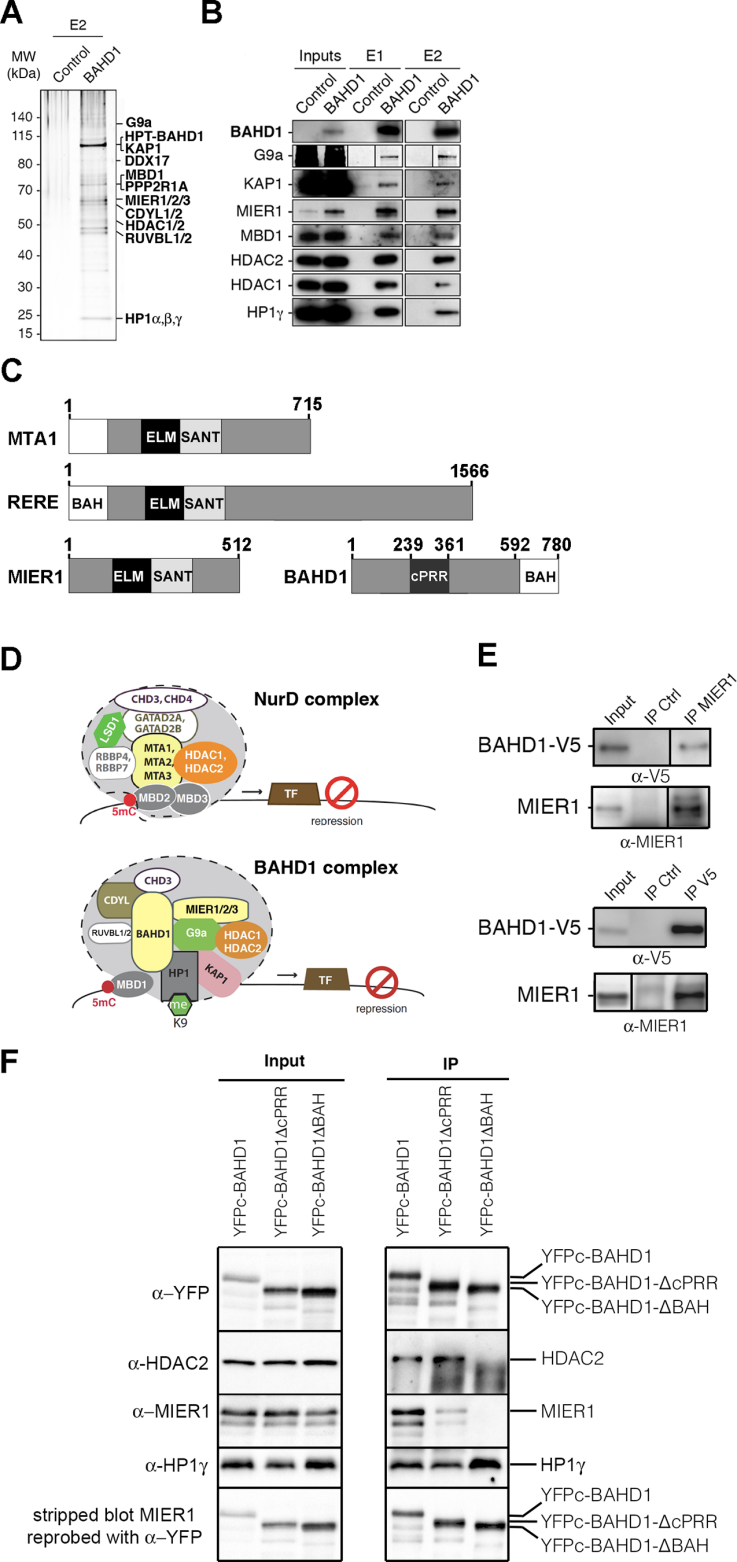
BAHD1 binds to MIER and HDACs. **A-B.** TAP-MS purification of the His_6_-Protein-C-BAHD1-associated complex. Solubilized chromatin extracts (“Inputs”) from HPT-CT cells (“Control”) or HPT-BAHD1 cells (“BAHD1”) were processed on anti–protein C affinity matrix (E1) and nickel-Sepharose (E2). Eluted fractions were separated by SDS-PAGE and analyzed by Mass Spectrometry. **A**. Silver staining of E2. **B**. Immunoblots of inputs E1 and E2, using antibodies against the specified proteins (for G9a, also see S4 Fig). **C.** Schematic representation of MTA1, RERE, MIER1 and BAHD1. ELM2, SANT, BAH domains, cPRR region and amino-acid numbers are indicated. **D.** Schematic diagrams of NurD and BAHD1 co-repressor complexes. Different protein paralogs can be part of distinct complexes. **E-F.** Nuclear extracts from HEK293-FT cells expressing BAHD1-V5 or YFPc-BAHD1, YFPc-BAHD1- ΔcPRR, YFPc-BAHD1- ΔBAH were used in immunoprecipitations (IP) assays with MIER1 or V5 antibodies or IgG control (**E**) or YFP antibodies. Vertical lines indicate cropping sites in original blots (see S5 Fig). (**F**). Eluted fractions were separated by SDS-PAGE and analyzed by immunoblot with the indicated antibodies (α-). In (F), the MIER1 blot was stripped and reprobed with YFP antibodies (see S5 Fig for a replicate experiment).

We noticed that BAHD1 and MIER1 displayed conserved domains found in scaffolding proteins of other HDAC1/2 complexes: the metastasis-associated protein (MTA) subunits of NuRD [8, 25] and RERE/atrophin-2, a transcriptional repressor belonging to a poorly characterized HDAC1/2 complex [26–28] (Fig 4C). BAHD1, MTA and RERE share a Bromo-Adjacent Homology (BAH) domain, which is known to promote protein-protein interactions and binding to nucleosomes [25, 29, 30], while MIER1, MTA and RERE proteins contain juxtaposed ELM2 and SANT domains that recruit HDACs [25]. Thus, BAHD1 and MIER1 could cooperate to fulfill a function similar to that of MTA and RERE in other HDAC1/2 complexes (Fig 4D). To investigate this hypothesis, we performed a series of co-immunoprecipitation experiments on HEK293-FT cells transiently expressing tagged-versions of BAHD1 from plasmid vectors, since endogenous BAHD1 is undetectable in HEK293 cells. Reciprocal co-IP assays with nuclear extracts confirmed association of endogenous MIER1 with V5-tagged BAHD1 in HEK293-FT cells and their co-immunoprecipitation with HDAC2 and HP1γ (Fig 4E and S5 Fig). Likewise, BAHD1 tagged with the fluorescent protein citrine (YFPc-BAHD1) pulled-down HDAC2, MIER1 and HP1γ (Fig 4F, lane 1).

BAHD1 harbors a N-terminal proline-rich region with the highest density of prolines found between residues 239 to 361, a region termed the cPRR [31], and a C-terminal BAH domain that interacts with the N-terminal tail of histone H3 [12] (Fig 4C). To assess the requirement of specific protein domains in BAHD1 for productive interaction with MIER and HDACs, we expressed truncated forms of YFPc-BAHD1 in HEK293-FT cells. As shown in Fig 4F and S5E Fig, the deletion mutant YFPc-BAHD1-ΔcPRR lacking residues 239 to 361 co-immunoprecipitated with HDAC2, MIER1 and HP1γ, as the full-length YFPc-BAHD1. In contrast, the deletion mutant YFPc-BAHD1-ΔBAH lacking residues 592 to 780 encompassing the BAH_624-780_ domain failed to pull-down HDAC2 and MIER1, while retaining the ability to bind HP1γ. We conclude that BAHD1 interaction with MIER1 and HDAC2 requires the integrity of the BAH domain of BAHD1.

We also found that varying BAHD1 amounts has an impact on MIER1 subcellular localization. First, MIER1 shifted from cytosolic to chromatin-bound fraction in response to induction of *BAHD1* expression in HPT-BAHD1 cells (Fig 5A). Second, microscopy experiments showed that BAHD1 overexpression increased MIER1 nuclear staining and induced enrichment of MIER1 at the heterochromatic inactive X chromosome (Xi) (Fig 5B and 5C). This effect was not due to changes in *MIER1* transcript levels (S3 Fig). The fact that BAHD1 levels dictate the localization of MIER1 strongly suggests that BAHD1 and MIER1 form a stable chromatin-bound complex. This hypothesis is also supported by results from the Heard laboratory [15] showing that BAHD1, MIER1/2, HDAC1/2 and G9a co-immunoprecipitate with CDYL, a protein recruited to Xi in mouse ES cells and also found in our TAP assays (S6 Table).

**Fig 5:**
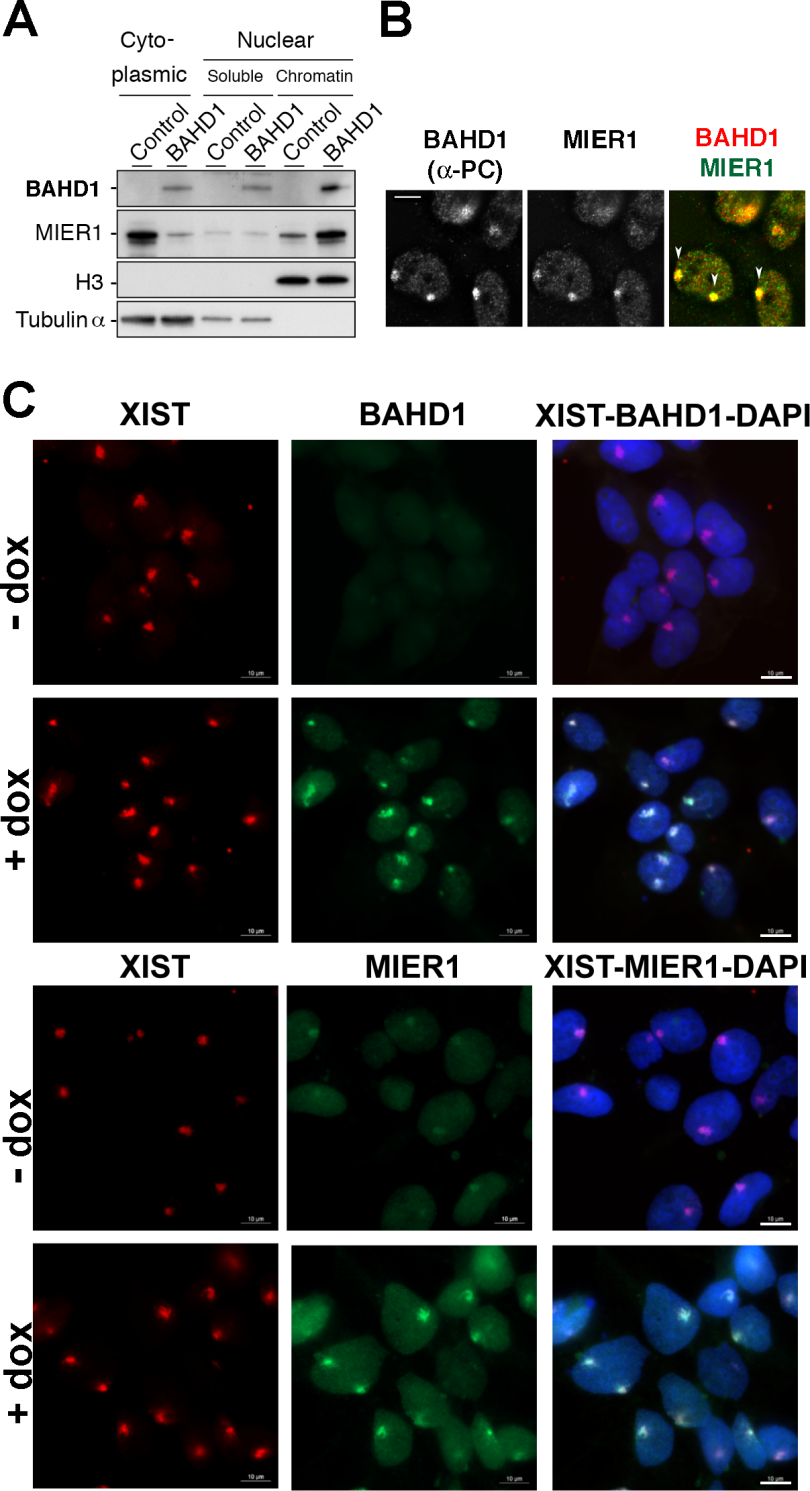
BAHD1 increases MIER1 nuclear translocation and recruitment to Xi. **A.** Cytoplasmic, nuclear soluble or chromatin extracts from HPT-control or HPT-BAHD1 cells induced 30 h with doxycyline were analyzed by immunoblotting with BAHD1, MIER1, histone H3 or Tubulin-α antibodies. H3 and Tubulin were used as loading controls. **B.** Colocalization of Protein-C tagged-BAHD1 and MIER1 on heterochromatic Xi (pointed with arrows on the merged image) was examined by IF with Protein-C and MIER1 antibodies. Bar, 5 μm. **C.** Localization of BAHD1 and MIER1 in HPT-BAHD1 cells induced or not for 30 h with doxycycline. Enrichment on Xi was determined by IF with BAHD1 (top panels) or MIER1 (bottom panels) antibodies combined with Xist RNA FISH (red). DNA was stained with DAPI (blue in the merged image). Bars: 10 μm.

### Relationship between BAHD1 and metabolism-associated transcription factors

We propose that BAHD1 and MIER are co-repressors that, like MTA subunits of NurD complexes [9], exert their function through association with sequence-specific DNA binding transcription factors (TFs). With the hypothesis that such TFs should regulate the same gene networks as BAHD1, we used the Ingenuity Pathway Analysis Upstream Regulator software to predict TFs responsible for differential gene expression in BAHD1-deficient or -overexpressing cells. This analysis identified seven TFs that were consistently found as upstream regulators of a set of BAHD1-associated genes in all transcriptome datasets: ESR1, ESR2, EPAS1 (HIF2α), PPARG, FOS, TP53 and SP1 (S7 Table), the latter being previously reported to associate with BAHD1 [12] and MIER1 [32]. It is striking that these TFs have relevance both in placental development and regulation of genes involved in lipid/steroid metabolism ([33–36] and other references in S1 Text).

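In MEFs, nearly all targets that S7 Table gives for SP1, ESR1, PPARG, FOS, EPAS1 and ESR2 are in the study's table, and each of those was higher in Bahd1-KO MEFs. This held for 26 of 26 targets of SP1, 23 of 23 of ESR1, 23 of 23 of PPARG, 20 of 21 of FOS, 15 of 15 of EPAS1 and 14 of 14 of ESR2. The median log2 difference of the targets lay between 0.53 for FOS and 0.59 for ESR1. Ccl17, a target listed for PPARG, was higher by 1.45 (standard error 0.19, limma's adjusted p = 0.222). Areg, an EGF receptor ligand listed for ESR1 and EPAS1, was higher by 0.95 (standard error 0.14, adjusted p = 0.229), and Bcl2, listed for SP1, ESR1 and ESR2, by 0.79 (standard error 0.13, adjusted p = 0.272). When adjusted over each list alone, 24, 22, 20, 16, 14 and 13 of these targets passed in limma in the order above, and 0 passed over all clusters. The lists were drawn from the study's calls on these arrays, so these counts are not independent evidence. The genes of these factors are not in the MEF table themselves, and the files give no name by which their values could be found.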

Since ESR1 has been shown to bind MIER1 [37] and to cooperate with SP1 [38], we hypothesized that BAHD1-MIER could act as co-repressors for ESR1-mediated transcriptional regulation. Based on this assumption, BAHD1 should target the *ESR1* gene itself, because ESR1 autoregulates its own expression [39]. Accordingly, *ESR1* was up-regulated in *Bahd1*-KO placentas (Fig 3C), as well as in HEK293-FT cells depleted of BAHD1 with siRNA (Fig 6A). siRNA-mediated knockdown of individual MIER genes did not significantly change expression of *ESR1* in HEK293-FT cells, but combined knockdown of MIER1 and MIER3 (*MIER2* was undetectable) increased *ESR1* expression (Fig 6A). We also found that expression of *PGR* (encoding the progesterone receptor), which has an ESR1 binding site in its proximal region [40] significantly increased in BAHD1- and MIER1/3-knockdown cells (Fig 6A), whereas the androgen receptor transcript (*AR*) was unaffected. These results indicate that BAHD1 and MIER1/3 act as repressors for the steroid hormone receptor genes *ESR1* and *PGR*.

**Fig 6:**
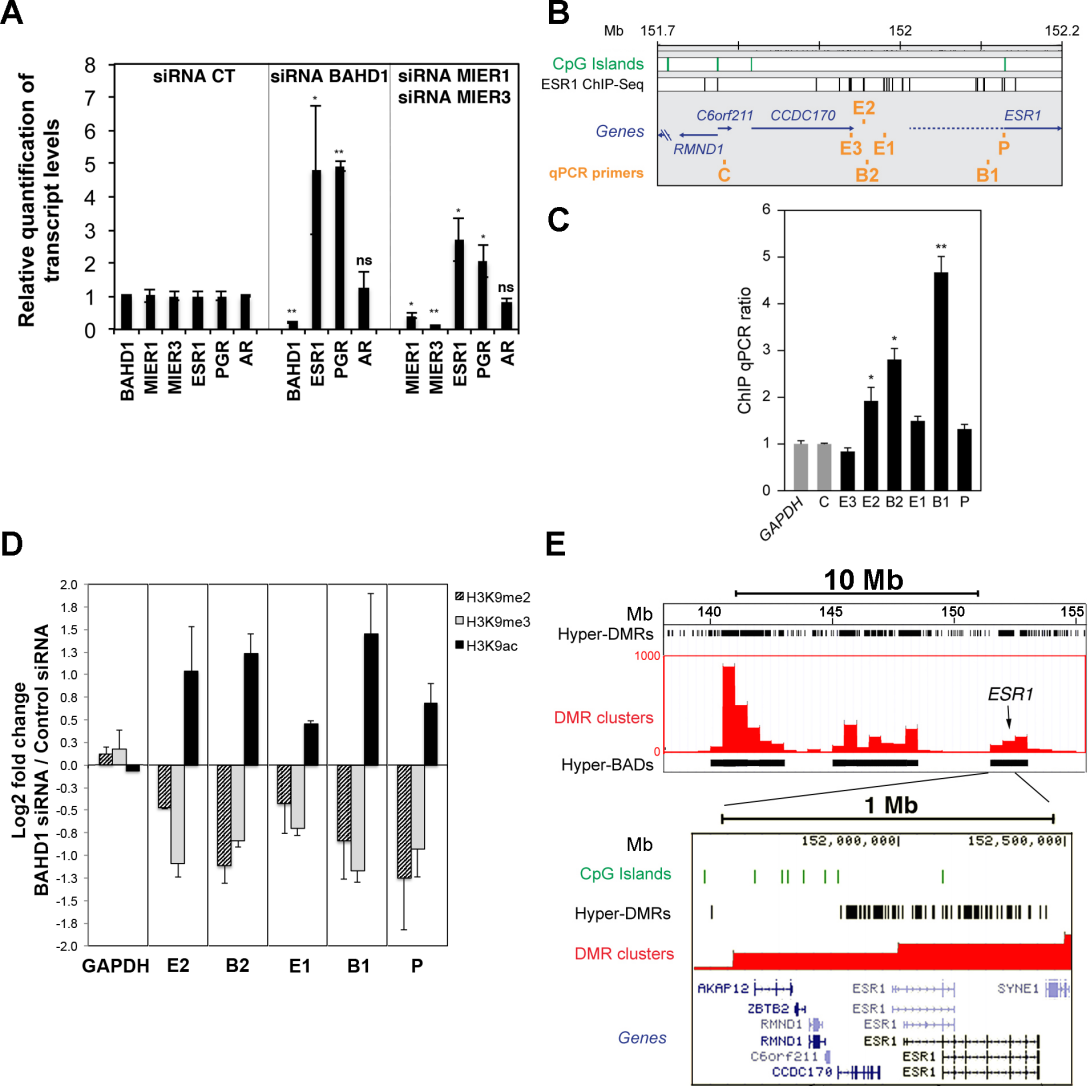
Depletion or overexpression of BAHD1 in HEK293 cells induce epigenetic changes at *ESR1*. **A. BAHD1 and MIER1/3 repress *ESR1* and *PGR***. HEK293-FT cells were transfected for 72 h with control or BAHD1, MIER1 or MIER3 siRNA. The levels of *BAHD1*, *MIER1*, *MIER3*, *ESR1*, *PGR* and *AR* transcripts were quantified by RT-qPCR. Data are expressed as mean ± SD (* *P*<0.05; ** *P*<0.005). **B.** Schematic representation of the proximal region of *ESR1* in chr6 of the human genome. **C.** BAHD1 binds the proximal region of *ESR1*. Amounts of DNA precipitated with BAHD1-TAP E1 eluates (see Fig 4) or with control TAP or inputs were quantified using qPCR with the primer sets indicated in B. The amount of DNA purified with BAHD1 was normalized to the amount precipitated in the control TAP, and to the *GAPDH* locus. Data are averages ± SD of qPCR triplicates, and representative of 2 independent TAP experiments. **D.** BAHD1 depletion alters the patterns of H3K9 acetylation and methylation at the *ESR1* locus. HEK293-FT cells were transfected with control or BAHD1 siRNA and enrichment of H3K9ac, H3K9me2 and H3K9me3 relative to IgG control at *ESR1* and *GAPDH* regions were estimated by ChIP-qPCR in BAHD1-depleted and control cells. The y-axis shows the relative fold change of ChIP enrichment in cells with BAHD1 siRNA over cells with control siRNA in Log2 ratios. Data are averages ± SD of two ChIP per antibody and representative of three biological replicates (see S6 Fig). **E.** Overexpression of BAHD1 induces widespread DNA methylation at the *ESR1* locus. Bisulfite-modified genomic DNA of control HEK-CT cells and isogenic HEK-BAHD1 cells overexpressing BAHD1 were sequenced and analyzed for their DNA methylation status, as described in Libertini et al. (2015) [14]. 300bp-regions with reproducible gain of methylation in HEK-BAHD1 compared to HEK-CT DNA in two BS-seq replicates (i.e hypermethylated BAHD1-DMRs) were binned into 0.5Mb windows highlighting clusters of hyper-DMRs (shown as red bars). Contiguous clusters define BAHD1-associated domains (“Hyper-BADs”, shown as black boxes). BAHD1-DMRs are represented by black vertical lines in the track “hyper-DMRs”. Three hypermethylated BADs of chr6 are shown on the top, with the position of *ESR1* indicated by an arrow. A 1 Mb region encompassing the *Esr1* locus is magnified below, showing the high density of hypermethylated BAHD1-DMRs on the whole locus. CpG islands are indicated in green. The position of transcripts is shown below.

### *BAHD1* knockdown or overexpression induce epigenetic changes at the *ESR1* locus

Human *ESR1* forms a large and complex genetic unit that spans approximately 300 kb of chromosome 6 (chr6), of which 140 kb containing 8 protein-coding exons [41]. It is transcribed from at least seven promoters into multiple transcripts that vary in their 5’-UTRs and whose expression is tissue-specific. To find out whether the BAHD1-associated complexes targets *ESR1*, we analyzed the DNA captured with BAHD1 and its associated partners in the TAP assays by using real-time PCR with primers targeting the proximal region of *ESR1* at, or in the vicinity of ESR1-binding sites identified by ChIP-seq (Fig 6B, [40], ENCODE ChIP-seq data). Regions in *C6orf211* (Fig 6B) and *GAPDH* loci were used as controls. Three sites upstream of *ESR1* were identified as BAHD1 binding sites, when compared to input or control cell DNA (E2, B2, B1; Fig 6C). To determine whether any change in the chromatin structure occur as a consequence BAHD1 binding at these sites, we tested the effect of BAHD1 depletion on histone H3 modifications at lysine 9 (H3K9) by using a ChIP-qPCR assay. We observed a reproducible increase in histone H3K9 acetylation and decrease in H3K9 dimethylation (H3K9me2) and trimethylation (H3K9me3) in cells with siRNA−induced knockdown of *BAHD1* expression, relative to cells treated with control siRNA (Fig 6D and S6 Fig). This effect occurred at all sites of the *ESR1* proximal region surveyed by PCR, but not at the *GAPDH* control site. This result strongly suggests that a BAHD1-associated complex containing HDACs and KMTs contributes to the epigenetic silencing of *ESR1*.

H3K9 methylation is often linked to DNA methylation and several BAHD1-associated partners are known to interact with DNA methyltransferases [42–45]. To test whether BAHD1 level also affects DNA methylation patterns at *ESR1*, we exploited the DNA methylome datasets of HEK-CT and HEK-BAHD1 cells that we recently obtained by whole-genome bisulfite sequencing (BS-seq) [14]. In this study, we found that BAHD1 overexpression in HEK293 cells stimulates *de novo* DNA methylation in autosomes at ~80,000 regions that become hypermethylated when compared to control cells. These “BAHD1-DMRs” group into large (0.3–6.5 Mb) chromosomal domains, termed BAHD1-Associated Domains (BADs, [14]). We observed that one such BAD was present on chr6 in a large region containing the *ESR1* locus (Fig 6E). The high density of BAHD1-DMRs located at the *ESR1* proximal and gene body regions suggests that BAHD1 overexpression stimulates large-scale epigenetic changes. Taken together, these results provide evidence that BAHD1-associated complexes induce histone and DNA modifications that shape repressive chromatin structures.

## Discussion

### Developmental and physiological roles of BAHD1

The functions of BAHD1-mediated chromatin reorganization in developmental and physiological processes were hitherto unknown. Deletion of *Bahd1* in mice does not lead to embryonic lethality or anatomical malformations in fetuses. However, murine *Bahd1*-KO placentas are small and display histomorphological alterations, including reduced surface area of the labyrinthine zone and a thinner junctional zone and decidua. The lack of trophoblast glycogen cells is particularly striking, suggesting a failure in the differentiation program. The growth restriction of *Bahd1*-KO fetuses is likely to be secondary to defective placental nutrient exchange resulting from these placental abnormalities. In addition, as there is substantial deregulation of metabolic genes in *Bahd1-*KO MEFs, the perinatal death of *Bahd1-*KO pups likely results from metabolic defects in embryos. 

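Among metabolic genes listed before the data were examined, those of glycolysis and the hypoxia response that the study called lie in both directions. Of 28, the study's MEF table holds 8. Hk2, Slc2a1, Pfkfb3 and Adm were higher, and Pdk1, Bnip3, Car9 and Aldoc were lower. The glucose transporter gene Slc2a1 was at 9.89 ± 0.10 (SD, n = 3) in Bahd1-KO and 9.28 ± 0.15 (SD, n = 3) in Bahd1-WT MEFs, higher by 0.61 (standard error 0.11, limma's adjusted p = 0.272). Pfkfb3, a regulator of glycolysis, was higher by 0.49 (standard error 0.08, adjusted p = 0.272). Pdk1, which encodes a kinase of pyruvate dehydrogenase, had a log2 difference of -0.78 (standard error 0.11, adjusted p = 0.222). When adjusted over the list alone, 3 were higher (Hk2, Pfkfb3 and Slc2a1) and 2 lower (Pdk1 and Bnip3), Adm, Car9 and Aldoc did not pass, and 0 passed over all clusters. The study had called all of these genes on the same arrays, so passing over the list alone is not independent evidence. By the one-sided hypergeometric test of the study's calls, the adjusted p was 0.0046 for the 4 lower genes, where 0.38 were expected, and 0.084 for the 4 higher ones, where 0.97 were expected. In a mixed list of 12 genes of cholesterol efflux and LXR targets, Ch25h was higher by 0.78 (standard error 0.23, limma's adjusted p = 0.374) and Soat1 by 0.32 (standard error 0.10, adjusted p = 0.405), while Apoe was lower. Of 12 genes of sterol sensing and LDL uptake, 2 are in the table (hypergeometric adjusted p = 0.25 for the higher genes of either list). The study called 0 of 18 genes of fatty acid synthesis, 0 of 14 of steroid hormone synthesis and 0 of 6 steroid hormone receptors. Chance would place only 0.63, 0.49 and 0.21 higher and 0.25, 0.19 and 0.082 lower genes there in that order. Genes not called could not be looked up, so these counts do not show that the genes are unchanged.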

The rare mice surviving beyond birth are males with a lower weight than controls, associated with decreased fat mass and lower levels of circulating cholesterol, glucose and leptin. In light of our finding that the transcriptional co-repressor MIER1 is a key partner of BAHD1, it is striking that *Mier1* null mice also show decreased body weight and reduced levels of circulating glucose and cholesterol (data from The Mouse Phenotyping Consortium and The Wellcome Trust Sanger Institute, references in S1 Text). This phenocopy is a strong argument in favor of BAHD1 and MIER1 cooperating to control the expression of genes involved in energy metabolism in somatic tissues.

### BAHD1 and MIER proteins define a novel chromatin-repressive complex

Separate studies have shown that MIER1 binds to HDAC1/2, G9a and CDYL [27, 28, 46], while BAHD1 interacts with proteins involved in heterochromatin formation (e.g. HP1, MBD1) and its overexpression is sufficient to compact chromatin [12]. We now bring evidence that BAHD1 and MIER act in partnership within a novel histone deacetylase complex involved in gene silencing. First, BAHD1 co-purifies with MIER, HDAC1/2, G9a and CDYL in very different cellular models: human HEK293 cells, as shown here, and mouse ES cells [15]. Second, as in other subunits of HDAC1/2-associated complexes, MTAs of NuRD [8–10, 25](Fig 4D) and RERE [26–28] (Fig 4C), a BAH domain is present in BAHD1 and HDAC-interacting ELM2-SANT domains are present in MIER [27, 46]. We found that a truncation of the BAH domain in BAHD1 abrogates BAHD1 coimmunoprecipitation with MIER1 and HDAC2. From this, we propose that MTA, RERE and BAHD1-MIER define related macromolecular complexes of the “NuRD superfamily” and to name “BAHD1 complexes” those containing a BAHD1 subunit, as BAHD1 has no homolog or isoform. MIER1, MIER2 and MIER3 could be incorporated into distinct BAHD1 complexes leading to functional redundancy and/or context-dependent functions, as described for MTA1, MTA2 and MTA3. MIER1 is the most abundant partner of BAHD1 in HEK293 cells and its nuclear localization, including at the Xi, depends on BAHD1 expression levels. This translocation is likely to have functional consequences, as MIER1 nuclear/cytoplasmic distribution varies with cell type and stage of differentiation [47, 48]. *Bahd1-* and *Mier1*-KO adult mice share common phenotypes but a prenatal growth restriction is not reported for *Mier1*-KO; hence, the BAHD1-associated regulatory gene network in embryonic tissues likely involves other partners than MIER1.

### Regulation of metabolism gene networks by BAHD1

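In the MEF arrays, 1527 transcript clusters were higher and 898 lower in Bahd1-KO MEFs at an unadjusted p under 0.05 in limma, where 1167 in all would be reached by chance among 23332. The higher ones made up 63%, with an exact 95% interval of 61 to 64.9 that covers counting error only and takes clusters as independent. The share was 58.7% when each array was centred on its own median and 55% after a further quantile normalization. Among the clusters above the median brightness it was 70.2%. Over all settings it lay between 52.3%, for changes of at least 1.5-fold, and 73.7%, for a set of bright clusters chosen after the data were seen. The median log2 difference over all clusters was 0.02. The study's deposited table holds 352 up-regulated and 139 down-regulated genes.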

Genes altered in *Bahd1*-KO placentas or embryonic fibroblasts are mainly up-regulated compared to wild type controls, consistent with BAHD1 acting as a repressor. The most significant biological process associated with these genes, and with those repressed in BAHD1-overexpressing human HEK293 cells, is steroid metabolism. This functional convergence is striking and consistent with the observed hypocholesterolemia and hypolipidaemia in *Bahd*1-KO mice. We observed that genes associated with this biological function in *Bahd*1-KO MEFs and HEK-BAHD1 cells (e.g. *DHCR24*, *HMGCS1*, *LDLR*, *NSDHL*, *SREBF2*, *SC4MOL)* mostly differ with those in *Bahd1*-KO murine placentas (e.g. *Apoc3*, *Atp8b1*, *Cyp11A1*, *Insig2*, *Osbpl5*, *Pbx1*, *VldlR)*. Thus, like many other chromatin repressors [2], BAHD1 regulates distinct targets in different tissues and at different developmental stages. However, some of the BAHD1 *bona fide* target genes can be common to different biological systems, as exemplified by the steroid hormone receptor gene *ESR1*. 

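All 6 genes named for MEFs and HEK-BAHD1 cells are in the study's MEF table and were higher in Bahd1-KO MEFs, by 0.36 for Nsdhl to 0.58 for Srebf2 on the log2 scale. Of the 7 genes named for placentas, 0 are in that table. Of the 22 genes of the sterol group in HEK-BAHD1 cells (S4D Table), which the study chose on other arrays, 7 are in the MEF table. Of these, 6 were higher in Bahd1-KO MEFs, where 0.76 were expected among the up-regulated genes, and Apoe was lower (one-sided hypergeometric test, adjusted p = 0.00089). All 7 had an unadjusted p under 0.05 in limma, and 0 passed over all clusters or when adjusted over the list alone.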

BAHD1 binds the proximal region of human *ESR1* and represses *ESR1* both in human cells and murine placentas. In addition, changes in *BAHD1* expression levels in HEK293 cells alter the patterns of H3K9 modifications and DNA methylation at the *ESR1* locus, which is consistent with the interaction of BAHD1 with HDACs, KMTs, HP1 and MBD1 and the crosstalk between histone and DNA modifications [49].

It is worth mentioning that MTA1 [50] and SIN3a [39] have also been shown to represses *ESR1* in other cell types, indicating that different HDAC complexes control the epigenetic silencing of *ESR1*. Recruitment of BAHD1 at specific sites of the genome might rely on the combinatorial assembly of BAHD1-MIER subunits with transcription factors. The product of *ESR1* itself (ESR1/ERα) could be one such TF targeted by BAHD1 complexes because ESR1 autoregulates its own expression [39] and MIER1 has been shown to bind ESR1 [37]. In line with this hypothesis, ESR1 is predicted to control several genes differentially expressed in BAHD1-KO tissues, such as *PGR*. In addition, ESR1 cooperates with SP1 [38], a TF known to bind BAHD1 and MIER1 [12, 32], and which is also predicted to drive BAHD1-associated transcriptional changes. Our analysis also suggests that BAHD1 could act as a co-repressor with PPARγ and HIF2α, which like ESR1 are known to play roles in the regulation of energy metabolism and placental cell differentiation [33–36]. This raises the plausible hypothesis that the BAHD1-associated chromatin complex could act as a transcriptional co-repressor in synergy with different TFs in the context of placental functions and lipid metabolism.

### Role of BAHD1 in shaping the placental differentiation program

Placenta morphogenesis depends on the correct balance of cytotrophoblast proliferation and differentiation, into either syncytiotrophoblast involved in nutrient/gas exchange or invasive extravillous trophoblast involved in establishment of blood flow to the placenta. It is proposed that ESR1 controls the proliferation of estrogen-dependent cells, while ESR2 controls their maturation, hence trophoblast differentiation is associated with the transition from *Esr1* to *Esr2* expression [51, 52]. By maintaining unbalanced expression of *Esr1* at an inappropriate time of the gestation, BAHD1 deficiency could disturb trophoblast differentiation. *Pgr* and *Lepr* genes are also deregulated in *Bahd1*-KO placentas; this should affect progesterone and leptin signaling, also important in placental development [53, 54]. Therefore, BAHD1 could play a role in trophoblast differentiation, in particular in the formation of glycogen-producing cells, by controlling hormone signaling in a timely manner, particularly in the junctional zone, an important endocrine region. Knockdown of *Bahd1* in the mouse placenta results in up-regulation of several other genes that also have relevance to placental development. Among them, *Htra3* and *Tfpi2* are two confirmed imprinted genes expressed from the maternally inherited allele [24]. Maternally expressed genes have been proposed to limit maternal resource provision; thus up-regulation of such genes is consistent with a placental growth restriction observed upon BAHD1 deficiency. In fact, *HtrA3* and *Tfpi2* are highly transcribed in the placenta and involved in the regulation of endothelial function, trophoblast migration and invasion [55–58]. Further studies will be required to explore whether BAHD1 directly targets these genes and contributes to their imprinting.

### Roles of BAHD1 in diseases

With the importance of the placenta in the feto-maternal exchange processes, as well of steroid signaling in the body, alterations in the amounts or activity of BAHD1 may lead to various pathological processes. We previously identified a role for BAHD1 in infection of epithelial cells with the bacterial pathogen *Listeria monocytogenes* [11, 31]. The fact that BAHD1 is involved in placental function now opens the possibility that BAHD1 contributes to the fetoplacental step of listeriosis, as *L*. *monocytogenes* has a tropism for the placenta. More generally, a connection between BAHD1 and placenta-associated pathologies, such as Intrauterine Growth Restriction and Pre-Eclampsia, should be carefully examined. BAHD1-mediated regulation of *ESR1* is also enticing as ESR1 is a key regulator in a variety of biological processes and ESR1 deregulation has been implicated in several diseases, including breast cancer [59]. A shift from nuclear to cytoplasmic localization of MIER1 during breast cancer progression has been observed, suggesting that nuclear MIER1 contributes to the repression of genes involved in invasive breast carcinoma [37]. Similar to chromatin-repressive complexes Polycomb and NuRD [9, 60], BAHD1 could be implicated in the regulation of transcriptional events involved in diverse oncogenic pathways. Of note, insertion events in *BAHD1* and *MIER1* genes were identified in a screen for genes that cooperate with oncogenic KRAS (G12D) to accelerate tumorigenesis and promote progression in a mouse model of pancreatic ductal preneoplasia [61]. Our data also implicate BAHD1 in mammalian metabolic regulation and several BAHD1 candidate target genes have been associated with metabolic diseases in humans. For instance, genetic polymorphisms in *CRABP2* are associated with changes in plasma cholesterol levels [62], SNPs in *LPL* and *LASS4* are associated with dyslipidemia [63–65], changes in expression levels of *HMGCS1*, *LDLR* and *SC4MOL* correlated with obesity-related type 2 diabetes and cardiovascular diseases [66]. Together, these results indicate that dysfunction of BAHD1 complexes could promote aberrant epigenetic phenomena at the origin of different disorders. Detailed understanding of how and where BAHD1 complexes establish repressive chromatin states could be instrumental for the development of new strategies for selective treatment of metabolic disorders in the future.

## Methods

### Ethics statement

Mice were bred and maintained in the animal facilities of the Institut Clinique de la Souris (ICS, Illkirch, France) under pathogen-free conditions. The ICS facilities are licensed by the French Ministry of Agriculture (agreement #A67-218-37). All animal procedures were approved by the local ethical committee CREMEAS (registered under the reference “C2EA– 35”), and were supervised by M.F.C. and O.W. who are qualified in compliance with the European Community guidelines for laboratory animal care and use (2010/63/UE Directive).

### Cell lines, plasmids, antibodies, siRNAs and immunostaining

Human cell lines derive from HEK293 cells (ATCC CRL-1573): the HPT-BAHD1 inducible line and its isogenic HPT-control are described in [11]; the HEK-BAHD1 constitutive line and its isogenic HEK-CT control are described in [14]; HEK293-FT are from Invitrogen (ThermoFisher Scientific). Plasmid pcV5-BAHD1 (BUG2289), pYFPc (also named pEYFP-Citrine-N1, BUG2897), pYFPc-BAHD1 (BUG2897) and pYFPc-BAHD1-ΔBAH (BUG2740) are described in [12]. pYFPc-BAHD1ΔcPRR (BUG2897) is described in [31]. Antibodies were against BAHD1 (Abcam, 46573), MIER1 (Sigma, HPA019589), HDAC1 (Abcam, ab7028), HDAC2 (Abcam, ab7029), HP1γ (Euromedex, 2MOD-1G6-AS), KAP1 (Abcam, ab10483), G9a (MBL Cliniscience, D141-3), MBD1 (Abcam, ab3753), tubulin α (Santa Cruz, sc5546), H3K9me2 (Abcam ab1220), H3K9me3 (Abcam ab8898), H3K9ac (Upstate/Millipore 07–352), V5 and V5-HRP (Invitrogen R960-25, R961-25), GFP (Mouse anti-GFP Sigma/Roche 11814460001 used in IP and Rabbit anti-GFP Santa-Cruz sc-8334, used in WB, which both recognize YFPc) and control IgG mouse (Santa-Cruz sc-2025) and IgG rabbit (Santa-Cruz sc-2027). Fluorescent secondary antibodies were from Jackson ImmunoResearch or Molecular Probes, and HRP-conjugated secondary antibodies were from AbCys or Abcam (IgG Veriblot for IP, ab131368). siRNAs were purchased from Dharmacon (ThermoFisher Scientific) as follows: on-TARGETplus Non-targeting pool (D-001810-10-20), BAHD1 (L-020357-01), MIER1 (M-014201-02), MIER2 (M-023917-01), MIER3 (M-015618-01). Cells were transfected 72h with siRNA using Lipofectamine RNAimax (Life Technologies, Grand Island, NY) according to the manufacturer's instructions. Immunofluorescence and XIST FISH assays were as described in [12].

### Mice breeding and phenotyping

*Bahd1*^+/-^ mice have been described in [11]. Mice were bred and maintained in the animal facilities of the Institut Clinique de la Souris (ICS, Illkirch, France) under pathogen-free conditions. Throughout the experiment mice were housed in the same climate-controlled stable with a 12h/12h dark-light cycle and handled identically. For wild type and *Bahd1*^*-/-*^ production, *Bahd1*^+/-^ mice were mated and the day on which a vaginal plug was found was designated 0.5. Genotyping protocols are described in [11]. Knockout of *Bahd1* expression was verified by RT-qPCR on placenta, MEF and embryo liver samples. Phenotyping methods of *Bahd1* heterozygous and knockout mice and isolation of primary mouse embryonic fibroblasts are described in S1 Text. All the data are expressed as mean ± SE. Statistical analysis were performed using a one way ANOVA tests followed by a Fischer’s PLSD test with significance set at *P*<0.05. * *P*<0.05, ** *P*<0.01, *** *P*<0.0001.

### Microarray processing and analysis

Total RNAs were extracted from *Bahd1*^*+/+*^ *and Bahd1*^-/-^ placentas at E16.5 (n = 6/genotype) or E18.5 (n = 3/genotype), as well as from *Bahd1*^*+/+*^ *and Bahd1*^-/-^ MEFs (n = 3/genotype) and HEK-CT and HEK-BAHD1 cells (n = 3/cell line) using RNeasy Kit (Qiagen), treated TURBO DNA-freeTM kit (Ambion). RNA concentration and integrity were tested with RNA quality was monitored on Agilent RNA Pico LabChips (Agilent Technologies, Palo Alto, CA). 100 ng of RNA per sample were used as templates for the synthesis of hybridization probes for Affymetrix GeneChip Microarrays (Genechip HuGene 1.0 ST for HEK-CT and HEK-BAHD1 cells; Mouse gene 1.0 for E16.5 placentas; Mouse Exon 1.0 ST for E18.5 placentas and MEFs). Hybridization was carried out with biological replicates according to the expression analysis technical manual with wash and stain kit (Affymetrix). Gene-level expression values were derived from the CEL file probe-level hybridization intensities using the model-based Robust Multichip Average algorithm (RMA) [67]. RMA performs normalization, background correction and data summarization. An analysis is performed using the LPE test [68] and a *p*-value threshold of *p*<0.05 is used as the criterion for expression. The estimated false discovery rate (FDR) of this analyze was calculated using the Benjamini Hochberg approach in order to correct for multiple comparisons. Results were annotated using information provided by Affymetrix. Full data sets were reduced by discarding genes with “EST” and “unknown” annotation labels. To generate functional clusters of genes, we used the DAVID program (http://david.abcc.ncifcrf.gov, 2015 version; [20]) for selected gene sets according to gene ontology (GO) of biological process categories. To search for transcriptional regulators driving the differential gene expression changes we used the Ingenuity Pathway Analysis Upstream Regulator software [69]. Datasets have been deposited in Gene Expression Omnibus (GEO) and are accessible through accession number, as follows: GEO series GSE51868 (transcriptomes of HEK-CT and HEK-BAHD1); GSE53443 and GSE53442 (transcriptome of *Bahd1*-WT and *Bahd1*-KO placentas at E16.5 and at E18.5) and GSE73816 (transcriptome of *Bahd1*-WT and *Bahd1*-KO MEFs).

### RNA extraction and quantification of transcript levels

Total RNA from HEK293-CT and HEK-BAHD1 cells, HEK293-FT cells treated 72h with siRNAs, or from mouse placentas or MEFs was extracted using the RNeasy Kit (Qiagen), from three to six biological replicates. Genomic DNA was removed by treatment with TURBO DNA-freeTM kit (Ambion). cDNAs were generated from 1 to 2 μg total RNA using the RT2-HT first strand kit (Qiagen/SABiosciences). Quantitative Real-Time PCR was performed on Biorad MyiQ device (Biorad), using SsoFast Evagreen supermix (Biorad), as specified by the supplier. Each reaction was performed in triplicate. Data were analyzed by the ΔΔCt method. Target gene expression data were normalized to the relative expression of human *GAPDH* or mouse *Gapdh* (and *Hprt*, for imprinted genes) and *YWHAZ* was used as a control gene. Statistical significance of the difference in mean expression of genes was evaluated using the Student t test; a *P* value <0.05 was considered significant. Primer sets are provided in S1 Text.

### Tandem affinity purification of BAHD1-associated proteins and DNA, nuclear protein and chromatin immunoprecipitations

The TAP-TAG protocol to purify the partners of His_6_-Protein-C-tagged BAHD1 in HPT-BAHD1 cell is described in [11]. Modifications to this protocol, Mass spectrometry analysis and precipitation of the associated DNA are detailed in S1 Text. Immunoprecipitation (IP) of nuclear proteins was performed as described in [70] with the following modifications. Nuclear soluble and insoluble fractions were sonicated, mixed and incubated overnight at 4°C with 1–3μg of the indicated antibodies and then with Dynabeads Protein G (#10004D, Novex) at 4°C during 2h30. IPs were washed 4 times with washing buffer (Tris 20mM pH = 7,65, NaCl 150mM, 0,05% IGEPAL, 2,5% Glycerol, 0,5mM EDTA, 0,6mM DTT). Samples were resuspended in 1X Laemmli and boiled at 95°C for 10 min. Proteins were separated on 8–10% SDS-PAGE gels, transfered to nitrocellulose membrane, probed with primary and secondary antibodies and detected by chemiluminescence (SuperSignal West Femto Substrate #34094, ThermoFisher Scientific). Blots were visualized on Films (Amersham) or using a ChemiDoc MP Imaging system (Bio-Rad). ChIP of modified H3K9 were performed in three independent biological replicates, using the ChIP-IT Express Enzymatic Kit (Active Motif) according to manufacturers instructions. Briefly, HEK293-FT cells were grown in T150 flasks for 72h with either siRNA against BAHD1 or non-targeting control siRNA (up to 70–90% confluency). One flask was kept for RNA extraction and quantification of *BAHD1* knockdown by RT-qPCR. Cells from other flasks were harvested and cross-linked with a final concentration of 1% formaldehyde (Sigma-Aldrich) for 10 minutes. Fixation was stopped with 0.125 M glycine and cells were washed twice with ice-cold PBS. Collected cells were lysed and nuclei pellet were resuspended in shearing cocktail and incubated for digestion for 10 minutes at 37°C. Shearing efficiency was tested by agarose gel electrophoresis and DNA concentration was quantified with a Nanodrop 2000 (ThermoFisher Scientific) to normalize the quantity of chromatin per ChIP. For each ChIP, 3 μg of antibody were used. 10 μL of chromatin was kept as input and processed as ChIP samples. After washing and reverse crosslinking of precipitated samples, DNA was purified by two extractions with equal volumes of phenol:chloroform:isoamylalcohol (25:24:1, pH = 8), assisted by phase lock heavy gel tubes (5Prime), followed by ethanol precipitation. Pellets were washed once in 75% ethanol, then resuspended in 50 μL DNAse-free water. H3K9ac, H3K9me2 and H3K9me3 enrichment levels were measured by qPCR with primers matching in the *ESR1* locus and the non-target control *GAPDH* region (primer sets are provided in S1 Text). A standard curve was generated using 10%, 1%, 0.1% and 0.01% of input DNA. We first determined the fold enrichment of the ChIP sample relative to the IgG sample and then the effect of BAHD1 knockdown on H3K9 modifications was calculated as the ratio of enrichment in cells treated with BAHD1 siRNA to that in cells treated with control siRNA (presented in Fig 6 and S6 Fig as a Log2 ratio).

## Supporting Information

S1 Text Additional methods, references, results and discussion.

S1 Fig Blood chemistry on samples collected from *Bahd1*-KO and *Bahd1*-WT mice. **A.** Blood sample analysis of 11–20 week-old *Bahd1*-KO and *Bahd1*-WT mice fasted for 4 hours (n = 5/genotype). **B.** Blood sample analysis of 18 month-old *Bahd1*-KO and *Bahd1*-WT mice fasted for 16 hours (n = 4/genotype). Data are expressed as the mean ± SE (* *P*<0.05; ** *P*<0.01).
(TIF)

S2 Fig Effects of the *Bahd1*-null mutation in the E16.5 placenta and fetal liver. **A.** Histological analysis and *Bahd1*^+/+^ and *Bahd1*^−/−^ E16.5 placentas with Periodic acid-Shiff (PAS) staining at two magnifications (10-fold and 16-fold). Clusters of vacuolated glycogen cells are abundant in WT placentas and severely reduced in *Bahd1*-KO placentas. Hatched lines delineate decidua basalis (Db) and junctional zone (Jz). **B.** Histological analysis and *Bahd1*^+/+^ and *Bahd1*^−/−^ E16.5 livers with hematoxylin and eosin (HE) staining. Magnification 20-fold. Squared regions highlight hepatic cells.
(TIF)

S3 Fig Expression of *BAHD1*, *IGF2* and *MIER1* transcripts in response to induction of *BAHD1* in HPT-BAHD1 cells. RT-qPCR quantification of transcript levels in HPT-BAHD1 cells relative to HPT-Control cells, grown 72h with doxycycline (n = 3 for each condition). Values are normalized by *GAPDH*. Data are expressed as mean ± SD (ns, non-significant; *** *P*<0.001).
(TIF)

S4 Fig Raw images for the western blots used in Fig 4B. Results of the double-affinity purification of HPC-tagged BAHD1 were validated by western blot analysis of inputs and eluates from the 1^st^ and 2^nd^ affinity purifications (E1 and E2) from chromatin extracts of HPT-BAHD1 cells (“BAHD1”) or HPT-control cells (Control). Membranes were often cut in two pieces to detect proteins of different molecular weight, enabling to check sample loading with a common antibody (α-) (e.g. HDAC1, HDAC2, histones H3 or H4). However, this was not always feasible due to the similar molecular weight of a number of proteins of interest, resulting in overlapping hybridization signals in the same region of membranes. We thus had to perform several loadings of the same samples on distinct gels. **A**. Raw images of blots detecting HPC-tagged BAHD1 with Protein C antibodies. H4 was used as a loading control for inputs (same membrane, cut horizontally and probed with H4 antibodies). **B.** Raw images of blots detecting G9a with G9a antibodies. In Fig 4B, E1 and E2 lanes were cut to follow the order of samples used when probing with the other antibodies. FT indicates the column flow through. HDAC2 was used as a loading control (same membrane, cut horizontally). **C.** Raw images of blots detecting KAP1 with KAP1 antibodies. HDAC1 was used as a loading control (same membrane, cut horizontally). **D.** Raw images of blots detecting MIER1 with MIER1 antibodies. HDAC2 was used as a loading control (same membrane, cut horizontally). **E.** Raw images of blots detecting MBD1 with MBD1 antibodies. **F.** Raw images of blots for HDAC1 and HDAC2 using HDAC1 and HDAC2 antibodies, respectively. HDAC1 and HDAC2 having the same size, two different blots were performed. **G.** Raw images of the blots detecting HP1γ with HP1γ antibodies.
(TIF)

S5 Fig Co-immunoprecipitation (IP) assays of BAHD1 with several partners. **A.** Raw images of western blots used in Fig 4E (top panel) before cropping. IP Ctrl corresponds to the use of control IgG in IP assays. After IP of BAHD1-V5 (using BAHD1 antibodies) or MIER1 (using MIER1 antibodies), the membrane was first hybridized with V5 antibodies for detection of BAHD1-V5 (upper panel), then stripped and re-blotted with MIER1 antibodies (lower panel). The intense bands at the bottom of the lower panel are heavy chains of rabbit IgG used for the IP, and detected with rabbit secondary antibodies. Note that the BAHD1 antibody is poorly efficient in immunoprecipitating BAHD1-V5 (top panel, 3^rd^ lane), which can explain why MIER1 is not detected in the BAHD1 IP (bottom panel, 3^rd^ lane). **B.** Raw images of western blots used in Fig 4E (bottom panel) before cropping. After IP of BAHD1-V5 using V5 antibodies, the membranes were probed with V5-HRP (top) or MIER1 (bottom) antibodies. The background signal, which is visible in the IP control, is due to cross-reactivity with IgG and protein G affinity matrix used for the IP. **C.** IPs with IgG Mouse (IP M Ctrl), V5, HP1γ, IgG Rabbit (IP R Crtl) or HDAC2 antibodies were loaded on a membrane that was cut and probed with V5-HRP antibodies (top) or HP1γ antibodies. Note that the V5 immunoblot is the same as in B, before cropping and with a longer exposure time. **D.** After IP with HDAC2 antibodies, the membranes were probed with HDAC2 (top) or MIER1 (bottom) antibodies. On the top, the IP control and IP HDAC2 samples were diluted 1/100 compared to other IPs, since the signal of immunoprecipitated HDAC2 is strong and colocalizes near IgG heavy chains. In C and D, HDAC2 copurifies with low amounts of BAHD1, MIER1 and HP1γ, which might be explained by the fact that HDAC2 belongs to many distinct macromolecular complexes. **E.** IP assays of YFPc-BAHD1 or truncated mutants in HEK293-FT cells. Nuclear extracts from HEK293-FT cells expressing YFPc-BAHD1, YFPc-BAHD1-ΔcPRR or YFPc-BAHD1-ΔBAH were used in IP assays with mouse YFP antibodies followed by immunoblotting with rabbit HDAC2, MIER1 or YFP antibodies or mouse HP1γ antibodies. The last lane shows the HDAC2 blot stripped and reprobed with YFP antibodies. This experiment is a replicate of Fig 4F, except that in Fig 4F we used IgG Veriblot secondary antibodies to minimize the detection of light-chains (IgG) of the HP1γ primary antibody.
(TIF)

S6 Fig BAHD1 depletion alters the patterns of H3K9 acetylation and methylation at the *ESR1* locus. HEK293-FT cells were transfected with control or BAHD1 siRNA in three independent biological replicates (**A, B, C**). We performed one (**A, B**) or two (**C**, left and right histograms) ChIP per antibody and respective mouse or rabbit control IgG, for each modified H3K9. Enrichment of H3K9ac, H3K9me2 and H3K9me3 relative to IgG control at *ESR1* and *GAPDH* regions were estimated by ChIP-qPCR in BAHD1-depleted and control cells (as in Fig 6). Histograms show the relative fold change of ChIP enrichment in cells with BAHD1 siRNA over cells with control siRNA in Log2 ratios. Results of replicate 3 (C) are shown in Fig 6D.
(TIF)

S1 Table *BAHD1* is expressed at a low level in different tissues.

S2 Table Blood chemistry in *Bahd1* haplodeficient mice compared to wild type littermates.

S3 Table Genes differentially expressed in *Bahd1*-KO compared to *Bahd1*-WT placentas at both E16.5 and E18.5 stages.

S4 Table Biological processes associated with genes deregulated in *Bahd1*-KO murine placentas, *Bahd1*-KO MEFs and in human HEK-BAHD1 cells.

S5 Table Overlap between *Bahd1*-KO MEFs, *Bahd1*-KO placentas (E18.5) and human HEK-BAHD1 cells transcriptome datasets.

S6 Table Tandem-affinity-purification of BAHD1-associated partners.

S7 Table Transcription factors predicted to regulate BAHD1-associated genes using the Ingenuity's Upstream Regulator Analysis.

# Supplementary material for: Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism
**Source:** PLoS Genet. 2016 Mar 3;12(3):e1005898. doi: 10.1371/journal.pgen.1005898
**Supplement:** S1 Text

S1 Text (Supplementary information text)

1. Supplementary Methods
2. Supplementary References
3. Supplementary Results: phenotyping of *Bahd1* heterozygous mice
4. Supplementary Discussion on BAHD1 ChIP

1. Supplementary Methods

- 1.1. Phenotyping of *Bahd1*-heterozygous adults
- 1.2. Phenotyping of *Bahd1*-knockout adults
- 1.3. Phenotyping of *Bahd1*-knockout embryos
- 1.4. Isolation of primary fibroblasts
- 1.5. Tandem affinity purification of the HPT-BAHD1-associated proteins and DNA
- 1.6. Quantitative RT-PCR and ChIP-PCR primers

1.1. Phenotyping of *Bahd1*-heterozygous adults. The study was performed on 34 mice, 18 *Bahd1*^{+/-} heterozygous (8 males and 10 females) and 16 *Bahd1*^{+/+} wild type littermates (8 males and 8 females). Mice were transferred in the phenotyping facility at the age of 7 weeks, were housed 3 per cage and fed with a standard Chow Diet (CD) (D04, Safe) up until the age of 14 weeks. Then, the diet was switched to a High Fat/High Carbohydrate diet (HFHCD) (RD 12492, Research Diet) for 16 weeks. One HET female died before reaching 30 weeks. Body weights (all mice) and body length (6 mice per group) were recorded once a week from the age of 7 to 30 weeks. General health and sensory-motor abilities were analyzed at the age of 8 weeks, followed by cardiac exploration by echocardiography one week later. Body composition (lean and fat mass, and free body fluid content) was evaluated on conscious mice by quantitative nuclear magnetic resonance (QNMR) at the age of 9 weeks and 23 weeks. Bone mineral density was assessed by dual X-Ray analysis (Dexascan) on anesthetized mice at the age of 28 weeks. An X-Ray analysis of the skeleton was performed at the same time. Blood was collected by retro orbital puncture under isoflurane anaesthesia for biochemistry, hematology and endocrine analysis at the age of 10 and 30 weeks. Histopathological analysis was performed at the age of 30 weeks. Paragenital adipose tissue, kidneys, heart, spleen and liver weights were recorded for 6 mice per group, and among these mice, three *Bahd1*^{+/-} mice and one *Bahd1*^{+/+} mice per gender were processed for histopathological analysis of tissues.

- General health and sensory-motor functions

The general health and basic sensory motor functions were evaluated using a modified SHIRPA protocol, providing an overview of physical appearance, body weight, body temperature, neurological reflexes and sensory abilities. To analyze motor function, we employed a Grip test, which measures the maximal muscle strength (g) using an isometric dynamometer connected to a grid (Bioseb). Mice were allowed to grip the grid either with the forepaws, or with both the forepaws and hindpaws, and then they were pulled backwards until they released the grid. Each mouse was submitted to 3 consecutive trials immediately after the modified SHIRPA procedure. The dynamometer recorded the maximal strength developed. Tests were made with the forepaws and the 4 paws.

- Body composition, Dexascan and X-Ray analysis

QNMR analysis was performed on mice at the age of 9 and 23-weeks. This procedure is used to give precise analysis of the body composition for fat content, lean tissues and free body fluid. The method uses the Minispec+ analyzer (Bruker) by Nuclear Magnetic Resonance (NMR). The test was conducted during light period on conscious fed mice. Dexascan and X-

Ray analyses were conducted the same day on mice anesthetized with ketamine-xylazine. Bone density scanning, also called dual-energy x-ray absorptiometry (DEXA) was used to measure bone density. The analysis was performed on a pDEXA Sabre from Norland. The analyzer separates bone from tissue, and within the tissue sample, lean and fat mass. A high-resolution radiograph of the mice was performed on a Faxitron Model MX-20. It consists with construction and analysis of digital X-ray pictures with respect to several bones from the head (zygomatic bone, maxilla, mandibles), teeth, scapulae, clavicle, ribs (number, shape, fusion), Pelvis, vertebrae (numbers, shape and potential fusion of cervical, thoracic, lumbar, pelvic, and caudal ones), limb bones (humerus, radius, ulna, femur, tibia...), joints, digits and syndactylism.

- Echocardiography

Echocardiography was performed at the age of 9 weeks to explore the cardiac function and anatomy. The following parameters were measured to assess: (i) the cardiac anatomy: left ventricular end-diastolic (EDD) and end systolic diameters (ESD), septal (SW) and posterior wall thickness (PW), left ventricular mass ($LVM = 1.055 \times [(EDD + SW + PW)^3 - EDD^3]$); (ii) the systolic function: left ventricular fractional shortening (FS) and ejection fraction (EF), and the cardiac output (CO); (iii) the diastolic function: the early and late ventricular mitral filling ratio (E/A), the mean deceleration time of the E wave (DTE), duration of A wave (DA) and the isovolumetric relaxation and contraction time (IVRT and IVCT).

- Blood analysis

Blood was collected by retro-orbital puncture under isoflurane anesthesia after 4 hours fasting on mice at the age of 10 and 30 weeks (sample from one WT female could not be analysed). A complete blood count was performed on an Advia 120 Vet (Siemens). Blood chemistry was performed on an OLYMPUS AU-400 automated laboratory workstation (Olympus France SA, Rungis, France) using commercial reagent (Olympus Diagnostica GmbH, Lismeehan, Ireland). The following parameters were measured: total cholesterol, HDL and LDL cholesterol, triglycerides, free fatty acids, glycerol and glucose. At the age of 30 weeks additional parameters were measured: total proteins, albumin, urea, creatinin, total bilirubin, bile acids, sodium (Na), potassium (K), chloride (Cl), calcium (Ca), phosphorus (P), magnesium (Mg), alanine aminotransferase (ALAT), alpha-amylase, Alkaline Phosphatase (ALP) and lactic dehydrogenase (LDH). Leptin and insulin levels were measured on a BioPlex analyser (BioRad) using Mouse Endocrine LINCOplex kit (MENDO-75K by Millipore). Adiponectin levels were measured by ELISA using the Quantikine Adiponectin/Acrp30 immunoassay kit (MRP300 R&D system).

- Histopathology

Tissues (liver, pancreas, distal ileum and colon, heart, lungs, kidneys, spleen, white paragenital adipose tissue and interscapular brown adipose tissue, and soleus and gastrocnemius muscles) from 3 males and 3 females *Bahd1*^{+/-} and one male and one female *Bahd1*^{+/+} mice were collected, fixed and stored in 10 % formalin and analyzed by hematoxylin and eosin staining.

- Statistical Analysis

All the data are expressed as mean $\pm$ SE. Statistical analysis were performed using a one way or two ways ANOVA and/or ANOVA repeated measure tests followed by a Fischer's PLSD test with significance set as at $p < 0.05$ (*), $p < 0.01$ (**), $p < 0.0001$ (***).

1.2. Phenotyping of *Bahd1*-knockout adults. The study was performed on 5 *Bahd1*^{-/-} mice and 5 *Bahd1*^{+/+} control littermates. Body weights and lengths were recorded at different time point between the age of 7 and 17 months. Body composition was evaluated by quantitative magnetic resonance (QNMR) on vigil mice at the age of 16 months. The method uses the

Minispec+ analyzer (Bruker) by Nuclear Magnetic Resonance (NMR). The test was conducted during light period on conscious fed mice. Blood was collected twice at one year of interval (on 7 months old mice after overnight fasting and on 18 months old mice after 4 hours fasting) by retro orbital puncture under isoflurane anaesthesia for the measurement of blood chemistry and blood endocrine parameters. Blood chemistry was performed on an OLYMPUS AU-400 automated laboratory workstation (Olympus France SA, Rungis, France) using commercial reagent (Olympus Diagnostica GmbH, Lismeehan, Ireland. Wako, enzymatic color test for FFA). The following parameters were measured: glucose, urea, creatinine, total proteins, albumin, total cholesterol, HDL cholesterol, triglycerides, free fatty acids (FFA), glycerol, aspartate amino transferase (ASAT) and alanine amino transferase (ALAT). Blood hormones were measured using commercial kits. Adiponectin levels were measured by ELISA using the Quantikine Adiponectin/Acrp30 immunoassay kit (MRP300 R&D system). Leptin and insulin levels were measured on a BioPlex analyser (BioRad) using Mouse Endocrine LINCOplex kit (MENDO-75K by Millipore). Glucagon, GIP, PYY and PP were measured on a BioPlex analyser (BioRad) using Mouse Gut hormone Panel kit (MGT-78K by Millipore). Statistical analysis was as above.

1.3. Phenotyping of *Bahd1*-knockout embryos. Pregnant females were killed by cervical dislocation. Fetuses were delivered by caesarean section at E16.5 (31 fetuses from 4 pregnant females) and E18.5 (25 fetuses from 3 pregnant females). At E16.5, fetuses were dissected in phosphate buffer saline (PBS). At E18.5, WT fetuses are all already viable: when gently manipulated, they normally start breathing after 5 minutes. The fetuses, kept on the bench under a warm lamp for one hour, were subjected to a brief “viability screen” aimed at determining: if they struggle to breath or remain lethargic, gasp for air or breath regularly, crawl or remain in fetal position, react or not to forceps pinching and if their skin color changes from cyanotic to pink. The body and the placental weights were determined and external defects were recorded. Fetuses were euthanized by a lethal dose of anesthetics (intraperitoneal injection of 30 ml of a ketamine/ xylazine mixture (ketamine: 520 mg/kg; xylazine: 78 mg/kg) and tail biopsies were taken for genotyping by PCR as described in Lebreton et al. (2011). Placenta area and diameter were measured in the Photoshop software (Image analyse menu). For transcriptome analysis at E18.5, the placentas of 25 fetuses were removed and genotypes were performed on tail biopsies of the fetuses (32% *Bahd1*^{-/-}, 50% *Bahd1*^{+/-}, 18% *Bahd1*^{+/+}). The placentas were placed in RNA later at 4°C, frozen in liquid nitrogen and stored at -80°C until RNA extraction. For transcriptome analysis at E16.5, placentas were collected from 57 fetuses and genotypes were performed on tail biopsies of the fetuses (20% *Bahd1*^{-/-}, 60% *Bahd1*^{+/-}, 20% *Bahd1*^{+/+}). The placentas were placed in RNA later at 4°C, frozen in liquid nitrogen and stored at -80°C until RNA extraction. Fetal sex determination was performed by macroscopical observation of the genital organs after liver dissection. For histology, placentas and livers of E16.5 embryos (n=3/genotype) and placentas of E18.5 embryos (n=4/genotype) were collected, fixed and stored in 10 % formalin or Bouin’s fixative until histological processing with hematoxylin & eosin (H&E), or periodic acid Schiff (PAS) staining (Merck, Germany). For PAS staining, 5µm-thick paraffin sections were prepared using standard procedures. Stained sections were digitalized using a slide scanner (Nanozoomer 2.0-HT , Hamamatsu , Japan).

1.4. Isolation of primary fibroblasts. Embryos at E13.5 were beheaded and each scissor-minced carcass was digested with trypsin (GibCO/Invitrogen 25200072) diluted half into PBS during 8 minutes at 37°C under agitation. Each embryo was processed independently. The supernatant was then filtered on 70 µm filter (BD Falcon) and digested again with trypsin

diluted 1/4 to obtain a single cell suspension. About 10 millions of cells were plated per 14 cm plate in fibroblast medium (DMEM 4.5 g glucose/L, 10% FCS, gentamicin). Medium was then renewed every 2 to 3 days. Cells were trypsinized just before reaching confluence and frozen in FCS 10% DMSO. To determine the genotype of the cell lines, part of each embryo head was digested in proteinase K containing buffer, and DNA was isolated with Phenol-chloroform extraction. Genotyping by PCR was as described in Lebreton et al. (2011). Primary MEFs were thawed once, amplified for one passage in order to increase the number of cells and to remove non-dividing contaminant cells then used for RNA extraction.

1.5. Tandem affinity purification of the HPT-BAHD1-associated proteins and DNA. We carried out a double-affinity purification of His₆-Protein-C-tagged BAHD1 (HPC-BAHD1) from HPT-BAHD1 cells, and a negative control purification from HPT-CT control cells, starting from 8 g of frozen cellular pellet per cell line. Two independent biological replicates (R1 and R2) were processed and compared to the results of the previous purification (Lebreton et al. 2011). Based on reproducibility and absence in control samples, only the most consistent hits were kept in the final Table S6.

Preparation of nuclear soluble and chromatin fractions and purification of HPC-BAHD1 associated complexes by two-step affinity chromatography using anti-Protein C Affinity Matrix (HPC4, Roche) for the binding of the protein C epitope and Ni-Sepharose High Performance (GE Healthcare) for the binding of the His₆-tag were as described in Lebreton et al. (2011). After overnight binding to the HPC4 resin, bound complexes were extensively washed, and then eluted with TEGN (TGN, 5 mM EGTA, pH 7.65). 200 μ L of eluted fractions were used for DNA and protein purification, as described below (*HPC4 purification of DNA and proteins*). The remaining eluates were supplemented with 30 mM imidazole and further affinity-purified on Ni-sepharose. 10 μ L of eluates from each purification steps were kept for checking inputs.

- *HPC4 purification of DNA and quantification of enrichment by qPCR.*

DNA was purified by two extractions with equal volumes of phenol:chloroform:isoamylalcohol (25:24:1, pH=8). The phenol phase and interphase from the first extraction were kept for protein extraction. Residual phenol was eliminated from the aqueous phase by extraction with chloroform, then DNA was precipitated by addition of 900 μ L of ethanol, 100 μ L of ammonium acetate 7.5 M and 0.2 μ L of glycogen (20 μ g/ μ L), incubation at -80°C for 30 min and centrifugation at 4°C, 20,000 x g for 15 min. The pellet was washed once in 100 μ L of ethanol, then resuspended in 50 μ L of pure water for inputs, 25 μ L for ChIP samples. ChIP qPCR validation was performed in triplicates on ChIP DNA samples from R1 and R2 purifications. Target enrichments were normalized to the signals obtained with a primer pair hybridizing near *GAPDH*, and to the HPT-control sample.

- *HPC4 purification of proteins.*

Proteins were purified by adding 1.2 ml of pre-chilled methanol, 0.1 M ammonium acetate to each phenolic fraction. After 1 h of precipitation at -80°C, samples were centrifuged 4°C, 20,000 x g for 20. The pellet was washed once in cold methanol-ammonium acetate, once in acetone, dried out and resuspended in 50 μ L Laemmli sample buffer 1x. (Fraction **E1**).

- *Nickel-sepharose purification.*

The second affinity column was processed as described in Lebreton et al. (2011). 10 μ L of sample buffer 4x were added to 30 μ L of eluted fractions (Fraction **E2**).

- *LC-MS-MS*

25 μ L of E1 and E2 samples were loaded on a 4-15% Mini-protean TGX gel for brief electrophoresis (1 cm entry of the dye into the gel). After coloration with colloidal Coomassie staining, the whole complex was excised as a single and sent for analysis by microcapillary LC-MS-MS at the Harvard Medical School Taplin Biological Mass Spectrometry facility (<https://taplin.med.harvard.edu>), as described in Fritsch et al. (2010).

1.6. Quantitative RT-PCR and ChIP-PCR primers

RT-qPCR primers were from Quiagen (mouse *Gapdh*, PPM02946E; mouse *Bahd1*, PPM40834A; human *GAPDH*, PPH00150A; human *BAHD1*, PPH08374A; human *MIER1*, PPH14581B), published studies or designed as follows:

Mouse transcript	Forward sequence	Reverse sequence	Reference
<i>Ywhaz</i>	TAAATGGTCTGTCACCGTCT	GGAAATACTCGGTAGGGTGT	This work
<i>Esr1</i>	CCGCCTTCTACAGGTCTAAT	AGCCAGAGGCATAGTCATTG	This work
<i>Pgr</i>	GCTTGCATGATCTTGTGAAACAGC	GGAAATTCACAGCCAGTGTCC	This work
<i>Vldlr</i>	CCACAGCAGTATCAGAAGTCAGTGT	CACCTACTGCTGCCATCACTAAGA	This work
<i>Crabp2</i>	TCAGCGTCCAGTGTTCTAGTTG	TCCAGTTGCCAGAAAAGTTAGG	This work
<i>Cxcl14</i>	GAAGATGGTTATCGTCACCACC	CGTTCAGGCATTGTACCACT	This work
<i>Lepr</i>	GTCTTCGGGGATGTGAATGTC	ACCTAAGGGTGGATCGGGTTT	This work
<i>Osbpl5</i>	TTCTGGGCTGCGAAAATGAG	GTCAGATCCATTGCATAGCCTG	This work
<i>Runx1</i>	GCAGGCAACGATGAAAACACT	GCAACTTGTGGCGGATTTGTA	This work
<i>Mmp2</i>	ACCTGAACACTTTCTATGGCTG	CTTCCGCATGGTCTCGATG	This work
<i>Lass4</i>	TACCCACATCAGACCCTGAAT	TGAAGTCCTTGCCTTTGACATC	This work
<i>Lpl</i>	GGGAGTTTGGCTCCAGAGTTT	TGTGTCTTCAGGGGTCTTAG	This work
<i>Aldh2</i>	GACGCCGTGAGCAGGAAAA	CGCCAATCGGTACAACAGC	This work
<i>Cxcl16</i>	CCTTGTCTCTTGCCTTCTTCC	TCCAAAGTACCCTGCGGTATC	This work
<i>Hrpt</i>	CAGGCCAGACTTTGTTGGAT	TTGCGCTCATCTTAGGCTTT	[1]
<i>Igf2</i>	CGCTTCAGTTTGTCTGTTTCG	GGGGTGGCACAGTATGTCTC	[1]
<i>H19</i>	TACCTGCCTCAGGAATCTGC	GTTGGCCATGAAGATGGATT	[1]
<i>Cdkn1c</i>	GAAGGACCAGCCTCTCTCG	ACGTTTGGAGAGGGACACC	[1]
<i>Igf2r</i>	GCCTTCAGATTACAGCACA	TCATGCTTCTGTAAGTTGTCTCA	[1]
<i>Dlk1</i>	GAAAGGACTGCCAGCACAAG	CACAGAAGTTGCCTGAGAAGC	[1]
<i>Gtl2</i>	GGACACACGGACACAGACA	TGTCCACAGGAAATGTGCAA	[1]
<i>Zac1</i>	TTCGTACCCCTGGAGAAGTT	GGTCTGGAGGTGGTTCTTCA	[1]
<i>Grb10</i>	GAGCACGAAGTTTCCGCGCA	CTGGTTGGCTTCTTTGTTGTGG	[1]
<i>Peg3</i>	ACTCACCCTCCGTTGGAGAGTTT	TTTCTCTCCCACTTCGGCTCATGT	[1]
<i>Peg10</i>	GTGGCATCGCAGAGGAAT	GTGAGAGGGGCTTCACTCC	[1]
<i>Snrpn</i>	AGGTCGAGGTCCAGGTCAA	AATCCACCACAGGAAGTTGC	[1]
<i>Dcn</i>	GTGTCATCTTCGAGTGGTGC	GTCTAGCAAGGTTGTGTCTGG	This work
<i>Gatm</i>	TGATAGTGGGCAGAGCTGAAA	TCTCTTCGACCTCAGCAACA	This work
<i>Htr3</i>	ATGTGGTGGAGAAGATTGCG	GCACATTCGGGCCAAACA	This work
<i>Tfpi2</i>	TCCGTTCTTGGTCTCACTTCA	ACAAGGTCCTGCGTCCAAG	This work
<i>Gpr1</i>	CGCCCTTCTTCCAGTCTCC	TCCATGATGATCTTGTAGGTGAA	This work
Human transcript	Forward sequence	Reverse sequence	Reference
<i>GAPDH</i>	GTTCGACAGTCAGCCGCATC	GGAATTTGCCATGGGTGGA	This work
<i>YWHAZ</i>	ACTTTTGGTACATTGTGGCTTCAA	CCGCCAGGACAAACCAGTAT	This work
<i>BAHD1</i>	AGTGTGGCCCTGTCTGTTA	GAGAGGAAATTCCAAGTGGC	This work
<i>ESR1</i>	GGAGGGCAGGGGTGAA	GGCCAGGCTGTTCTTCTTAG	[2]
<i>PGR</i>	CGCGCTCTACCCTGCACTC	TGAATCCGGCCTCAGGTAGTT	This work
<i>HMGCS1</i>	CATTAGACCGCTGCTATTCTGTC	TTCAGCAACATCCGAGCTAGA	This work

<i>LDLR</i>	CAAAGTCTGCAACATGGCTAGAGA	GTTGTCCAAGCATTCGTTGGTC	[3]
<i>NSDHL</i>	GCGAGCCAATGAGAGACCAA	GAACCGCACCTGGGGATTAT	This work
<i>CRABP2</i>	AGCAGAAGCTCCTGAAGGGA	CCCATCGTTGGTCAGTTCTCT	This work
<i>LASS4</i>	TCGGTCCTGTACCACGAGTC	GCCTGATTAGCAGTGAGAGGTAG	This work
<i>MIER2</i>	CTCGTGAGAGGTCACAGAT	CCGACATGACCCTAGACAA	This work
<i>MIER3</i>	CTGCATGGACAGAAGAAGAA	ATGCTACACATTCAGCAACT	This work

<i>ChIP-qPCR</i>	Forward sequence	Reverse sequence	Reference
ESR1-E1	GAAATCCTTTTCCCCTCTGG	TGGTGCATAAGTGGGAATCA	[4]
ESR1-E2	ACCAAGGACGCTTGCTCTTA	ATTGAAGCCAACCCACAGTC	[4]
ESR1-E3	GAAACAGCCCCAAATCTCAA	TTGTAGCCAGCAAGCAAATG	[4]
ESR1-B1	CTGTGAAGTATGTCACTGGTAG	GAAGAACTACAAAACCTGCTC	This work
ESR1-B2	GGCTGGGTTACATGGTAATAAG	GTCCTAAAGGTCCATCAATGTC	This work
ESR1-P	GGAGCATTTTGCAGAGGAAG	ATTTAGCAGCTGGGGGAACT	[4]
C6orf211	ACCTGTAATCCCAGCTACTC	GAGTACAACGGCACAATCTC	This work
GAPDH	CGCCTCTCAGCCTTTGAAAGAA	ACGCTTGGATGAAACAGGAGGA	This work

2. Supplementary references

2.1. References for primers

(as indicated in tables above)

1. Radford EJ, Isganaitis E, Jimenez-Chillaron J, Schroeder J, Molla M, Andrews S, et al. An unbiased assessment of the role of imprinted genes in an intergenerational model of developmental programming. *PLoS Genet.* 2012;8(4):e1002605.
2. Ariazi EA, Clark GM, Mertz JE. Estrogen-related receptor alpha and estrogen-related receptor gamma associate with unfavorable and favorable biomarkers, respectively, in human breast cancer. *Cancer Res.* 2002;62(22):6510-8.
3. Plosch T, Gellhaus A, van Straten EM, Wolf N, Huijkman NC, Schmidt M, et al. The liver X receptor (LXR) and its target gene ABCA1 are regulated upon low oxygen in human trophoblast cells: a reason for alterations in preeclampsia? *Placenta.* 2010;31(10):910-8.
4. Carroll JS, Meyer CA, Song J, Li W, Geistlinger TR, Eeckhoutte J, et al. Genome-wide analysis of estrogen receptor binding sites. *Nat Genet.* 2006;38(11):1289-97.

2.2. References supporting a role for ESR1, ESR2, EPAS1 (HIF2 α), PPARG, FOS, TP53 and SP1 in placental development and regulation of genes involved in lipid/steroid metabolism

Albrecht ED, Pepe GJ. Estrogen regulation of placental angiogenesis and fetal ovarian development during primate pregnancy. *Int J Dev Biol.* 2010;54(2-3):397-408.

Barak Y, Sadovsky Y, Shalom-Barak T. PPAR Signaling in Placental Development and Function. *PPAR Res.* 2008;2008:142082.

Bukovsky A, Caudle MR, Cekanova M, Fernando RI, Wimalasena J, Foster JS, et al. Placental expression of estrogen receptor beta and its hormone binding variant--comparison

with estrogen receptor alpha and a role for estrogen receptors in asymmetric division and differentiation of estrogen-dependent cells. *Reprod Biol Endocrinol*. 2003;1:36.

Fujimoto J, Nakagawa Y, Toyoki H, Sakaguchi H, Sato E, Tamaya T. Estrogen-related receptor expression in placenta throughout gestation. *J Steroid Biochem Mol Biol*. 2005;94(1-3):67-9.

Korkmaz C, Sakinci M, Akyol SN, Korgun ET, Ozogul C. Location of Proliferating Cell Nuclear Antigen and p53 Protein in Human First Trimester and Term Placenta. *Anal Quant Cytol*. 2013;35(6):335-43.

Maltepe E, Krampitz GW, Okazaki KM, Red-Horse K, Mak W, Simon MC, et al. Hypoxia-inducible factor-dependent histone deacetylase activity determines stem cell fate in the placenta. *Development*. 2005;132(15):3393-403.

Mauvais-Jarvis F. Estrogen and androgen receptors: regulators of fuel homeostasis and emerging targets for diabetes and obesity. *Trends in endocrinology and metabolism: TEM*. 2011;22(1):24-33.

Rangwala SM, Lazar MA. Peroxisome proliferator-activated receptor gamma in diabetes and metabolism. *Trends Pharmacol Sci*. 2004;25(6):331-6.

Rankin EB, Rha J, Selak MA, Unger TL, Keith B, Liu Q, et al. Hypoxia-inducible factor 2 regulates hepatic lipid metabolism. *Molecular and cellular biology*. 2009;29(16):4527-38.

Renaud SJ, Kubota K, Rumi MA, Soares MJ. The FOS transcription factor family differentially controls trophoblast migration and invasion. *The Journal of biological chemistry*. 2014;289(8):5025-39.

Vaiman D, Calicchio R, Miralles F. Landscape of transcriptional deregulations in the preeclamptic placenta. *PloS one*. 2013;8(6):e65498.

Solomon SS, Majumdar G, Martinez-Hernandez A, Raghow R. A critical role of Sp1 transcription factor in regulating gene expression in response to insulin and other hormones. *Life Sci*. 2008;83(9-10):305-12.

Wang X, Zhao X, Gao X, Mei Y, Wu M. A new role of p53 in regulating lipid metabolism. *J Mol Cell Biol*. 2013;5(2):147-50.

2.3. References for *Mier1*-KO mice phenotypes

- International Mouse Phenotyping Consortium
<http://www.mousephenotype.org/data/genes/MGI:1918398>

- Mouse Genome Informatics
http://www.informatics.jax.org/allele/genoview/MGI:5450019?counter=1#growth_size_body_id

3. Supplementary Results: phenotyping of *Bahd1* heterozygous mice

- General health, sensory-motor and cardiac functions

Bahd1^{+/-} mice had good general health, normal body temperature and no obvious sign of sensory or vestibular function. They also showed normal grip strength. No physiologically relevant differences in cardiac anatomy, systolic function and diastolic function were observed between *Bahd1*^{+/+} and *Bahd1*^{+/-} mice in both genders.

- Body weight and body composition by QNMR

Bahd1^{+/+} (WT “control”) and *Bahd1*^{+/-} (HET “mutant”) mice displayed no significant difference in body weight, body lean and fat content all over the study, both upon CD and HFHCD.

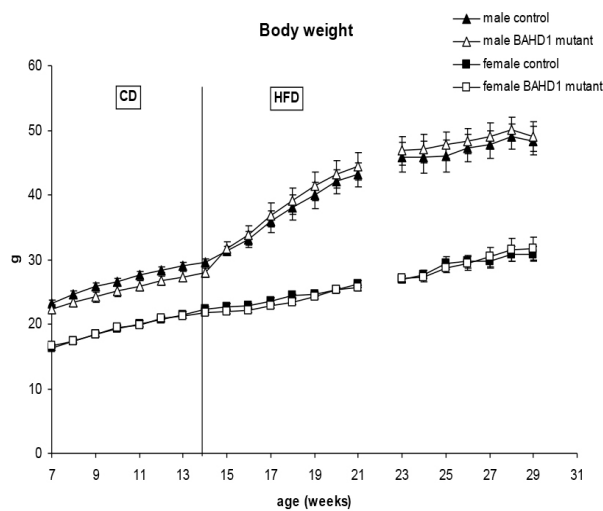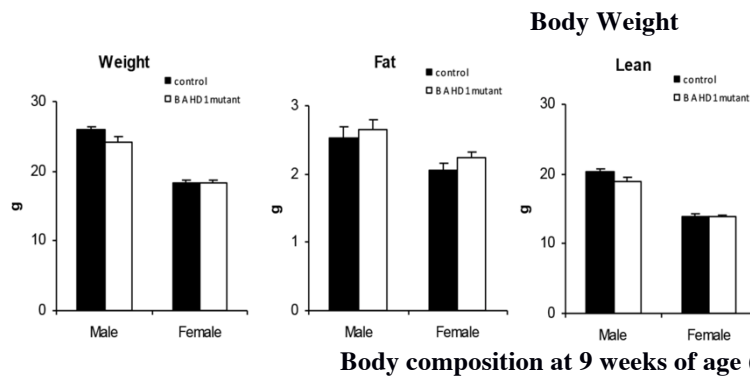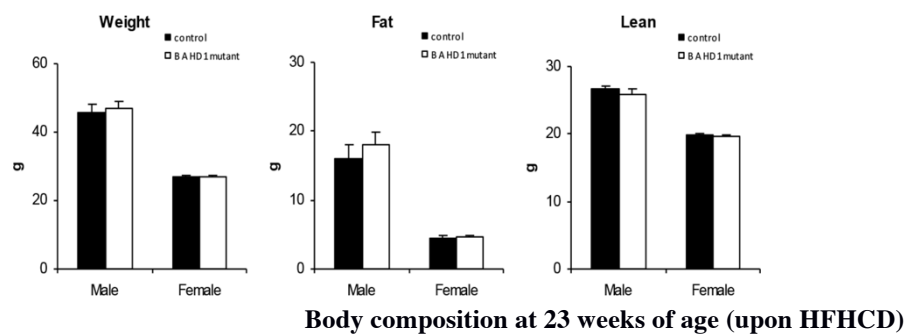

- Dexascan and X-Ray analysis

Body length, bone area and bone mineral density (BMD) were comparable between HET and WT mice. X-Ray analysis did not revealed any morphological abnormality of the skeleton.

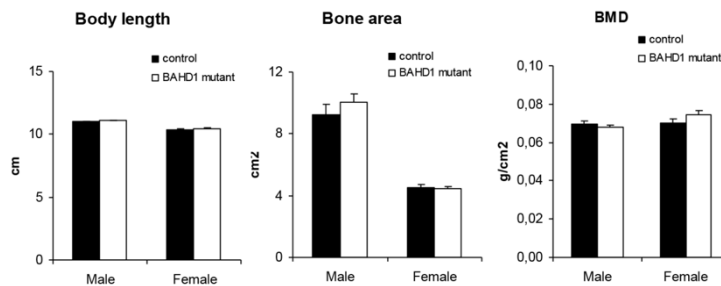

Dexascan analysis at 28 weeks of age

- Blood analysis

At the age of 10 weeks upon CD, male HET mice displayed significantly lower glucose levels than WT mice (see **Fig. 1A**), as well as a slight increase in free fatty acids and in glycerol levels. No change was observed in female HET mice for these parameters. Cholesterol levels were comparable between HET and WT mice (see **Table S2A**).

At the age of 30 weeks, after 26 weeks of HFHCD, most of the clinical chemistry parameters were comparable between HET and WT mice. However, female KO mice displayed lower cholesterol levels and Mg and P levels than the WT mice (see **Fig. 1A, Table S2B**; of note WT #112 and HET #89 samples could not be analyzed).

In addition, insulin, leptin and adiponectin levels in HET and WT were comparable.

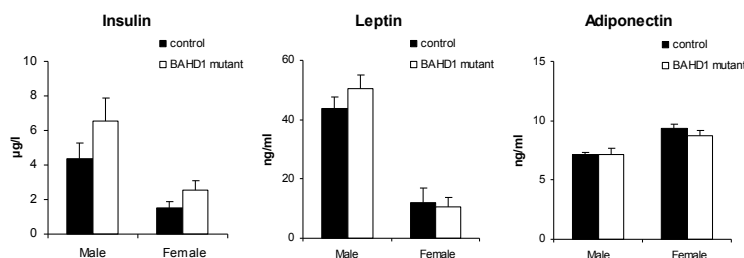

Insulin, leptin and adiponectin at 30 weeks of age.

Whatever the age or the diet, leukocytes, erythrocytes and platelets counts were comparable between HET and WT mice. The percentage of the different leukocytes lineage was not significantly modified in HET mice and no abnormalities were observed in the morphology of leukocytes and erythrocytes.

- Necropsy and histopathology

There was no significant macroscopic lesion between HET and WT mice. WT and HET male mice developed a slight hepatic steatosis in the liver mainly composed of macrovacuolization of mid zonal hepatocytes. The presence of hepatic steatosis in male mice is a normal finding upon high fat diet. Females are usually protected against development of this lesion and they usually display no or very little symptoms. Two females HET mice developed minimal hepatocytes degeneration (vacuolization) that should be interpreted with cautious. One HET mouse developed one minimal focus of inflammation in lungs but the number of animals is too low to be significant. We did not observe any other significant microscopic lesion in these mice. In conclusion, we did not detect any significant lesion in HET mice.

4. Supplementary Discussion on BAHD1 ChIP

Until now, the low expression of endogenous BAHD1 has prevented the validation of a ChIP-grade antibody to study BAHD1 binding sites on mammalian genomes. In a recently published work (Libertini et al. 2015), we present the results of a ChIP-seq analysis of the DNA that is pulled-down with ectopically His₆-ProteinC-tagged BAHD1 during affinity purification of protein partners. The results of this native ChIP-seq show that tagged-BAHD1 mainly binds to regulatory regions distant from promoters, such as interspersed repetitive DNA, satellites, enhancers and introns. This is consistent with our observation that when overexpressed, BAHD1 induces massive chromatin compaction (Bierne et al. 2009). In addition, BAHD1 complexes might promote looping interactions between distal DNA elements and target promoters. When intersecting ChIP-seq data with transcriptome analysis of HEK-BAHD1 cells, we found some BAHD1-occupancy sites mapping in regions on or near several BAHD1 candidate target genes. However, these sites were not at the exact same position in the two independent ChIP-seq replicates. This might be due to spreading of BAHD1 on chromatin. It is thus difficult to precisely map the regions where BAHD1 initially binds, at least in cells overexpressing tagged-BAHD1. We believe that searching for BAHD1 direct targets requires additional optimization steps in order to immunoprecipitate endogenous BAHD1 from formaldehyde-fixed cells.

# Supplementary material for: Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism
**Source:** PLoS Genet. 2016 Mar 3;12(3):e1005898. doi: 10.1371/journal.pgen.1005898
**Supplement:** S1 Table

Table S1. BAHD1 is expressed at a low levels in different tissues.

The NextBio Body Atlas (<https://www.nextbio.com>) provides a rank-ordered analysis of gene expression across all normal tissues available in the Body Atlas biosets are drawn from all available RNA expression studies that used Affymetrix U133 Genechip© Arrays for human studies.

Data corresponding to 128 human tissues were incorporated from 1,067 arrays.

BAHD1 mRNA levels were compared to that of a selection of referenced genes

(either classical housekeeping genes or tissue-specific genes or genes selected because of the range in which they fell).

Gene	Lowest tissue expression observed	Highest tissue expression observed	Fold-Difference
<i>ASCL2</i>	68	138	2
<i>RASAL2</i>	106	638	6
<i>BAHD1</i>	521	1840	3.5
<i>CDC73</i>	160	2330	14.6
<i>HPRT1</i>	433	7870	18.2
<i>VDR</i>	390	10100	25.9
<i>PPIF</i>	652	11800	18.1
<i>NRCAM</i>	184	18700	101.6
<i>RPL32</i>	10100	86100	8.5
<i>ALB</i>	103	111000	1077.7
<i>UBB</i>	21700	166000	7.7
<i>GAPDH</i>	6520	166000	25.5

› database.

# Supplementary material for: Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism
**Source:** PLoS Genet. 2016 Mar 3;12(3):e1005898. doi: 10.1371/journal.pgen.1005898
**Supplement:** S2 Table

Table S2. Blood chemistry in *Bahd1*-haplodeficient mice compared to wild type littermates.

Mean values and significant differences are highlighted in grey and pink boxes, respectively.

(T. Chol.: total cholesterol; HDL.: high-density lipoprotein; LDL.: low-density lipoprotein; TG: triglycerides; FFA: free fatty acids

Na:Sodium; K: potassium; Cl: chloride; Ca: calcium; P: phosphorus; LDH: lactate dehydrogenase;

ALAT: alanine amino transferase; ASAT: aspartate amino transferase; ALP: alkaline phosphatase)

Table S2A. Blood chemistry on 14 week-old <i>Bahd1</i> ^{+/-} and <i>Bahd1</i> ^{+/+} mice fed regular chow diet												
sex and genotype	mouse #	Glucose<br>mmol/l	T. Chol.<br>mmol/l	HDL Chol.<br>mmol/l	LDL Chol.<br>mmol/l	TG<br>mmol/l	FFA<br>μg/l	Glycerol<br>μmol/l	Adiponectin<br>μg/l	Insulin<br>μg/l		
Male<br><i>Bahd1</i> ^{+/-}	77	20.4	2.21	1.52	0.37	0.68	1.12	283	5.23	3.30		
	78	18.0	2.50	1.64	0.42	0.99	1.21	311	4.93	0.53		
	86	17.3	2.72	1.60	0.57	0.77	0.99	252	4.67	2.07		
	87	22.4	2.81	1.69	0.67	1.03	0.97	256	4.96	0.93		
	88	22.4	2.50	1.58	0.48	0.85	1.04	292	7.34	2.03		
	96	22.0	2.20	1.51	0.44	1.15	1.31	363	5.41	6.95		
	106	18.8	2.32	1.47	0.44	1.00	1.30	358	7.20	4.01		
	107	21.3	2.37	1.51	0.47	1.04	1.26	362	5.70	5.47		
Male<br><i>Bahd1</i> ^{+/+}	61	13.2	2.85	1.85	0.48	0.96	1.35	448	6.23	1.18		
	69	14.1	2.17	1.31	0.29	1.15	1.95	524	6.51	3.66		
	75	22.4	2.15	1.38	0.41	0.80	1.21	320	7.16	2.91		
	76	19.3	2.48	1.72	0.41	0.82	1.23	316	6.67	< 0.04		
	84	12.0	2.98	1.80	0.66	1.00	1.29	445	6.17	1.45		
	85	14.6	2.42	1.46	0.51	0.97	1.35	435	7.76	1.44		
	95	15.1	2.53	1.53	0.52	1.00	1.38	409	5.30	2.96		
	114	16.4	2.43	1.60	0.41	0.84	1.22	297	7.54	2.44		
mean Male WT		20.3	2.45	1.57	0.48	0.94	1.15	310	5.68	3.16		
sem Male WT		0.7	0.08	0.03	0.03	0.06	0.05	16	0.36	0.79		
mean Male HET		15.9	2.50	1.58	0.46	0.94	1.37	399	6.67	2.30		
sem Male HET		1.2	0.10	0.07	0.04	0.04	0.09	28	0.28	0.34		
t-test (p)		0.0073	0.7205	0.8305	0.6836	0.9576	0.0408	0.0161	0.0509	0.3616		
Female<br><i>Bahd1</i> ^{+/-}	93	14.5	2.34	1.34	0.62	1.18	1.23	323	9.49	0.72		
	94	15.2	2.10	1.29	0.42	0.76	1.33	406	8.77	1.15		
	99	20.2	2.45	1.43	0.56	0.82	1.16	304	6.61	0.41		
	101	20.5	1.91	1.11	0.40	0.66	1.13	307	9.64	4.48		
	102	12.8	2.32	1.23	0.63	0.76	1.16	352	9.56	2.10		
	103	16.4	2.33	1.34	0.55	0.79	1.07	312	9.22	5.22		
	109	14.5	2.39	1.03	0.66	0.93	1.30	353	7.47	1.07		
	112	16.7	1.98	1.19	0.42	0.84	1.36	382	6.20	1.72		
Female<br><i>Bahd1</i> ^{+/+}	89	15.1	1.86	0.99	0.57	0.67	1.24	354	9.39	3.44		
	90	17.3	2.09	1.15	0.56	0.78	1.01	284	9.25	3.26		
	91	17.6	2.34	1.39	0.50	0.76	1.02	275	10.57	4.78		
	92	13.6	2.11	1.25	0.46	0.79	1.40	417	10.73	< 0.04		
	98	18.6	2.05	1.18	0.99	1.42	0.80	379	8.80	3.77		
	100	16.1	2.18	1.23	0.46	0.71	1.25	357	10.69	2.68		
	104	16.7	2.08	1.24	0.49	0.76	1.19	315	5.43	1.16		
	108	19.5	1.81	1.06	0.43	0.58	1.00	280	9.01	4.49		
Female<br><i>Bahd1</i> ^{+/+}	110	16.3	2.18	1.17	0.58	0.87	1.17	312	6.74	1.45		
	111	19.1	2.31	1.28	0.61	0.70	1.19	315	5.46	1.41		
mean Female WT		16.3	2.23	1.27	0.52	0.77	1.21	342	8.37	2.11		
sem Female WT		1.0	0.07	0.04	0.04	0.03	0.04	13	0.50	0.63		
mean Female HET		17.0	2.10	1.19	0.51	0.76	1.19	329	8.61	2.94		
sem Female HET		0.6	0.05	0.04	0.02	0.04	0.05	15	0.64	0.43		
t-test (p)		0.5586	0.1679	0.1427	0.8662	0.8226	0.7265	0.5159	0.7836	0.2938		

Table S2B. Blood chemistry on 30 week-old *Bahd1*^{+/-} and *Bahd1*^{+/+} mice fed regular chow diet for 14 weeks followed by high fat/high carbohydrate diet for 16 weeks.

sex and genotype	mouse #	Glucose<br>mmol/l	T. Chol.<br>mmol/l	HDL Chol.<br>mmol/l	LDL Chol.<br>mmol/l	TG<br>mmol/l	FFA<br>mEq/l	Glycerol<br>μmol/l	Adiponectin<br>μg/ml	Insulin<br>μg/l	Urea<br>mmol/l	Na<br>mmol/l	K<br>mmol/l	Cl<br>mmol/l	T. proteins<br>g/l	Albumin<br>g/l	Ca<br>mmol/l	P<br>mmol/l	Mg<br>mmol/l	T. bilirubin<br>μmol/l	LDH<br>U/l	ALAT<br>U/l	ALP<br>U/l	a-Amylase<br>U/l	Bile acids<br>μmol/l	Creatinine<br>μmol/l	Leptin<br>ng/ml	
Male<br><i>Bahd1</i> ^{+/-}	77	24.6	5.24	3.64	1.36	0.82	1.05	347	6.81	2.34	6.4	145	4.3	108	50	27	2.25	2.92	0.82	1.8	517	81	56	827	0.9	6.4	42.30	
	78	21.6	7.03	4.52	2.01	0.90	1.26	422	6.93	4.83	7.2	146	5.3	111	54	29	2.29	2.88	0.87	2.0	879	160	73	862	0.9	7.8	41.29	
	86	insufficient	insufficient	insufficient	insufficient	insufficient	insufficient	insufficient	4.31	4.28	insufficient	146	4.3	112	insufficient	insufficient	2.51	insufficient	0.93	insufficient	559	insufficient	insufficient	insufficient	insufficient	insufficient	outlier	
	87	19.4	4.89	3.47	1.26	1.25	1.40	457	7.29	7.61	5.4	146	4.4	108	52	27	2.38	2.90	0.89	1.8	842	89	80	811	1.9	6.9	51.25	
	88	17.0	5.43	3.70	1.41	0.90	1.29	461	7.41	8.22	6.8	146	5.0	110	54	28	2.31	2.58	0.85	1.5	787	112	78	870	5.7	7.4	53.66	
	96	19.1	5.06	3.51	1.24	0.87	1.24	414	8.09	2.55	9.7	142	5.0	106	52	27	2.35	3.37	0.93	1.4	624	78	50	861	4.2	8.8	50.34	
	106	17.1	4.00	2.89	0.93	0.97	1.12	310	7.11	0.94	8.5	147	4.4	112	48	25	2.24	3.02	0.91	2.1	737	53	45	735	9.2	7.2	24.07	
	107	21.3	3.80	2.70	0.78	1.53	1.29	396	6.51	4.01	7.4	146	4.0	111	50	26	2.29	2.86	0.91	2.0	514	41	47	677	2.2	7.5	44.47	
Male<br><i>Bahd1</i> ^{+/+}	61	15.4	5.18	3.71	1.20	0.97	1.24	404	5.86	7.44	6.8	147	4.8	108	51	28	2.35	2.89	0.90	2.0	694	99	51	808	1.2	7.3	59.39	
	69	20.3	4.25	3.07	0.93	1.28	1.17	404	9.20	3.92	6.8	143	4.5	111	49	27	2.31	2.75	0.80	2.2	501	63	38	773	1.0	6.4	60.82	
	75	15.7	5.53	3.78	1.37	1.37	1.72	492	6.59	9.32	6.6	149	4.6	111	51	28	2.30	2.37	0.81	2.5	639	140	57	736	1.9	7.6	63.04	
	76	20.1	6.65	4.34	1.89	1.24	1.40	455	7.48	9.83	5.6	147	4.9	109	53	29	2.32	2.63	0.80	2.0	769	162	77	710	2.4	7.9	46.89	
	84	16.6	5.01	3.48	1.22	0.97	1.33	428	7.42	4.03	6.2	145	4.7	109	50	27	2.34	2.94	0.94	1.6	1185	198	48	822	2.0	7.1	46.83	
	85	21.0	4.77	3.26	1.28	0.88	1.23	376	8.31	1.53	6.9	148	4.2	112	50	26	2.33	2.43	0.88	2.0	426	47	52	2215	7.2	5.9	29.51	
	95	insufficient	3.18	2.25	0.67	0.60	insufficient	insufficient	insufficient	insufficient	insufficient	151	4.9	113	insufficient	insufficient	insufficient	4.00	insufficient	1.5	882	79	42	640	insufficient	10.2	insufficient	
	114	13.1	6.03	3.97	1.62	1.03	1.51	475	5.32	3.92	7.3	149	5.4	109	54	30	2.44	2.89	0.89	1.6	862	142	72	807	1.8	8.8	47.92	
mean Male WT		20.0	5.06	3.49	1.28	1.03	1.24	401	6.81	4.35	7.3	145.50	4.58	109.75	51.43	27.00	2	2.93	0.89	1.8	682.4	87.71	61.29	806.14	3.85	7.43	44	
sem Male WT		1.0	0.40	0.22	0.15	0.10	0.04	21	0.39	0.90	0.5	0.53	0.16	0.27	0.84	0.49	0	0.09	0.01	0.1	52.2	14.92	5.76	27.78	1.07	0.29	4	
mean Male HET		17.4	5.08	3.48	1.27	1.04	1.37	433	7.17	6.57	6.6	147.38	4.75	110.25	51.14	27.86	2	2.99	0.86	1.925	744.8	116.25	54.63	938.88	2.49	7.65	51	
sem Male HET		1.1	0.38	0.23	0.13	0.09	0.07	16	0.51	1.28	0.2	0.89	0.02	0.62	0.67	0.51	0	0.22	0.02	0.12	84.7	18.57	4.83	183.57	0.81	0.48	4	
t-test (p)		0.1199	0.9848	0.9816	0.9538	0.9512	0.1357	0.2430	0.5819	0.1706	0.2177	0.0913	0.4022	0.6217	0.7950	0.2472	0.7126	0.8311	0.2675	0.4473	0.5407	0.2614	0.3880	0.5162	0.3323	0.7068	0.2689	
Female<br><i>Bahd1</i> ^{+/-}	93	15.4	3.08	2.19	0.72	0.67	1.50	398	9.64	0.44	8.8	146	4.2	112	52	30	2.32	3.00	0.94	2.1	487	29	78	588	4.7	9.3	6.04	
	94	16.9	3.53	2.57	0.76	0.62	1.34	381	10.76	0.55	8.6	149	4.2	113	52	30	2.40	3.59	1.00	2.2	363	30	80	732	2.7	9.2	34.59	
	99	16.5	2.71	1.84	0.63	0.94	1.51	458	8.92	2.95	7.0	148	3.6	113	53	29	2.37	2.88	0.83	1.8	524	37	50	580	1.5	9.1	17.93	
	101	12.5	2.60	1.59	0.79	0.22	0.42	168	8.34	0.67	6.6	151	3.6	115	54	25	2.41	3.61	0.92	2.5	426	24	41	444	5.8	10.4	2.66	
	102	16.3	2.95	2.04	0.71	0.55	1.05	332	9.31	1.44	6.5	145	4.0	112	51	29	2.37	2.57	0.84	2.9	598	40	80	582	9.2	8.0	6.37	
	103	13.9	2.76	1.87	0.68	0.30	0.76	243	10.47	1.83	7.7	149	4.4	115	50	28	2.34	3.74	0.97	1.7	699	22	57	504	5.6	10.5	4.67	
	109	16.2	2.76	1.89	0.64	0.62	1.27	329	7.83	2.61	7.7	148	3.6	115	51	27	2.33	2.79	0.96	2.1	418	27	63	563	2.9	9.1	outlier	
	112	out of range	insufficient	insufficient	insufficient	insufficient	insufficient	insufficient	insufficient	insufficient	out of range	out of range	out of range	out of range	out of range	out of range	out of range	out of range	out of range	out of range	out of range	insufficient	insufficient	insufficient	insufficient	out of range	out of range	insufficient
	90	18.9	2.25	1.39	0.61	0.91	1.35	384	6.96	0.94	6.3	143	3.4	111	46	25	2.26	2.50	0.84	2.5	412	33	54	511	2.4	8.4	2.00	
	91	17.2	2.17	1.49	0.46	0.76	1.29	390	6.74	1.43	8.5	147	3.6	114	49	28	2.34	2.57	0.83	1.8	508	38	56	466	4.1	8.3	5.88	
	92	13.5	2.08	1.35	0.45	0.44	1.04	305	insufficient	4.03	7.1	146	4.5	115	50	28	2.33	2.28	0.89	1.5	1600	206	56	507	2.2	9.5	3.84	
	98	17.1	3.37	2.27	0.77	0.83	1.41	388	8.93	0.98	8.3	148	4.0	112	54	30	2.39	2.86	0.86	1.8	404	28	65	527	2.8	8.5	21.62	
100	16.2	2.70	1.65	0.73	0.77	1.34	389	8.92	2.57	6.5	144	4.4	111	53	28	2.34	2.54	0.93	1.4	1851	224	60	475	3.1	9.5	1.33		
104	16.8	2.89	1.80	0.59	0.93	1.33	389	9.59	0.88	5.9	148	3.6	113	53	29	2.37	2.48	0.90	1.4	1517	219	57	402	1.5	17.93	1.57		
108	19.6	2.89	2.08	0.59	1.01	1.55	476	10.00	5.48	7.8	144	3.6	111	53	28	2.39	1.99	0.74	1.8	358	26	69	609	1.5	7.6	20.61		
110	16.7	2.74	1.94	0.63	0.67	1.33	373	9.25	4.35	7.7	146	3.6	114	52	29	2.35	2.02	0.75	2.3	418	19	63	548	1.8	7.6	3.55		
111	13.8	2.64	1.81	0.57	1.10	2.19	583	9.17	2.37	7.8	153	3.9	118	55	30	2.43	2.90	0.83	2.1	427	23	58	522	1.8	9.8	19.50		
mean Female WT		15.4	2.91	2.00	0.70	0.56	1.12	339	9.32	1.50	7.6	146.30	3.95	113.57	51.86	28.29	2	3.17	0.92	2.2	502.14	29.86	64.14	570.43	4.19	9	12.04	
sem Female WT		0.6	0.12	0.09	0.03	0.07	0.37	15	0.39	0.63	0.4	0.76	0.32	0.43	0.76	0.24	0	0.15	0.02	0.04	33.45	4.61	10.19	33.45	0.52	0.19	0.46	
mean Female HET		15.6	2.61	1.75	0.60	0.78	1.43	430	7.23	2.52	7.6	148.33	3.91	113.22	51.33	28.33	2	2.83	0.84	1.9	712.89	68.67	60.00	518.56	2.77	9	10.70	
sem Female HET		0.7	0.13	0.10	0.04	0.07	0.11	26	0.44	0.58	0.3	0.99	0.13	0.78	0.94	0.50	0	0.14	0.02	0.1	192.94	27.76	1.62	14.07	0.42	0	2.96	
t-test (p)		0.2099	0.1190	0.1426	0.0319	0.0652	0.1136	0.0941	0.3404	0.1919	0.9220	0.2226	0.8305	0.7325	0.6640	0.9540	0.9012	0.0113	0.0278	0.1168	0.3623	0.2425	0.4642	0.1423	0.1728	0.0955	0.8089

# Supplementary material for: Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism
**Source:** PLoS Genet. 2016 Mar 3;12(3):e1005898. doi: 10.1371/journal.pgen.1005898
**Supplement:** S3 Table

Table S3: Genes differentially expressed in *Bahd1*-KO placentas compared to *Bahd1*-WT placentas at both E16.5 and E18.5 stages

Up-regulated genes	
GENE_SYMBOL	Name
A2M	alpha-2-macroglobulin
ABP1	amiloride binding protein 1 (amine oxidase, copper-containing)
ACOX3	acyl-Coenzyme A oxidase 3, pristanoyl
ADAMTS2	a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 2
ADAMTS5	similar to a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 5 (aggrecanase-2)
ADM	adrenomedullin
AES	amino-terminal enhancer of split
AIF1L	allograft inflammatory factor 1-like
AMPD3	adenosine monophosphate deaminase 3
ANGPTL2	angiopoietin-like 2
ANO1	anoctamin 1, calcium activated chloride channel
ANTXR1	anthrax toxin receptor 1
ANXA8	annexin A8
ANXA9	annexin A9
APOC3	apolipoprotein C-III
AQP1	aquaporin 1
ARL4D	ADP-ribosylation factor-like 4D; hypothetical protein LOC100044157
ASRGL1	asparaginase like 1
ATP6VOD2	ATPase, H ⁺ transporting, lysosomal V0 subunit D2
ATP8B1	ATPase, class I, type 8B, member 1
B3GALNT1	UDP-GalNAc:betaGlcNAc beta 1,3-galactosaminyltransferase, polypeptide 1
BMP8A	bone morphogenetic protein 8a
BNIP3	BCL2/adenovirus E1B interacting protein 3
BTBD3	BTB (POZ) domain containing 3
C1QA	complement component 1, q subcomponent, alpha polypeptide
CCND2	cyclin D2
CD109	CD109 antigen
CD55	CD55 antigen
CDH13	cadherin 13
CDKN1A	cyclin-dependent kinase inhibitor 1A (P21)
CDO1	cysteine dioxygenase 1, cytosolic
CFLAR	CASP8 and FADD-like apoptosis regulator pseudogene; CASP8 and FADD-like apoptosis regulator
CHST11	carbohydrate sulfotransferase 11
CHST12	carbohydrate sulfotransferase 12
CLDN1	claudin 1
CLDN5	claudin 5
CLEC2D	C-type lectin domain family 2, member d
COCH	coagulation factor C homolog (Limulus polyphemus)
CPE	carboxypeptidase E; similar to carboxypeptidase E
CRABP1	cellular retinoic acid binding protein I
CRABP2	cellular retinoic acid binding protein II
CTSK	cathepsin K
CTSO	cathepsin O
CTSS	cathepsin S
CXCL14	chemokine (C-X-C motif) ligand 14
CYP11A1	cytochrome P450, family 11, subfamily a, polypeptide 1
DCAF4	WD repeat domain 21
DEGS2	degenerative spermatocyte homolog 2 (Drosophila), lipid desaturase
DNAJC18	DnaJ (Hsp40) homolog, subfamily C, member 18
DTNA	dystrobrevin alpha
ECHDC2	enoyl Coenzyme A hydratase domain containing 2
EGLN3	EGL nine homolog 3 (C. elegans)
EMCN	endomucin
EMILIN2	elastin microfibril interfacer 2
EPDR1	ependymin related protein 1 (zebrafish)
ERV3	endogenous retroviral sequence 3
ESR1	estrogen receptor 1 (alpha)
FABP4	fatty acid binding protein 4, adipocyte
FAM135B	family with sequence similarity 135, member B
FAM174B	family with sequence similarity 174, member B
FAM20C	family with sequence similarity 20, member C
FBLN2	fibulin 2
FCER1G	Fc receptor, IgE, high affinity I, gamma polypeptide
FMO2	flavin containing monooxygenase 2
FSTL1	folliculin-like 1
FZD1	frizzled homolog 1 (Drosophila)
GADD45G	growth arrest and DNA-damage-inducible 45 gamma
GALC	galactosylceramidase
GATM	glycine amidinotransferase (L-arginine:glycine amidinotransferase)
GDPD1	glycerophosphodiester phosphodiesterase domain containing 1
GGTA1	glycoprotein galactosyltransferase alpha 1, 3
GJA1	gap junction protein, alpha 1
GKN2	gastrokin 2
GLIPR1	GLI pathogenesis-related 1 (glioma)
GNG11	guanine nucleotide binding protein (G protein), gamma 11
GPIHBP1	GPI-anchored HDL-binding protein 1
GNPMB	glycoprotein (transmembrane) nmb
GPX8	glutathione peroxidase 8 (putative)
GRAMD1B	GRAM domain containing 1B
GRAP	GRB2-related adaptor protein
GSDMD	gasdermin D
GZMC	granzyme C
GZMD	granzyme D
GZMG	granzyme G
H2-Q6	histocompatibility 2, Q region locus 6
H2-T22	histocompatibility 2, T region locus 22
HAND2	heart and neural crest derivatives expressed transcript 2
HBA-X	hemoglobin X, alpha-like embryonic chain in Hba complex
HBB-Y	similar to beta-globin; hemoglobin Y, beta-like embryonic chain
HOXA11	homeo box A11

HOXD10	homeo box D10
HPGD	hydroxyprostaglandin dehydrogenase 15 (NAD)
HPSE	heparanase
HSPB7	heat shock protein family, member 7 (cardiovascular)
HSPB8	heat shock protein 8
HTRA1	HtrA serine peptidase 1
HTRA3	HtrA serine peptidase 3
IFITM3	interferon induced transmembrane protein 3
IGFBP3	insulin-like growth factor binding protein 3
INMT	indolethylamine N-methyltransferase
INPP5A	inositol polyphosphate-5-phosphatase A
INSIG2	insulin induced gene 2
JAM2	junction adhesion molecule 2
KLK15	kallikrein related-peptidase 15
LBP	lipopolysaccharide binding protein
LCN2	lipocalin 2
LY6G6C	lymphocyte antigen 6 complex, locus G6C
MASP1	mannan-binding lectin serine peptidase 1
MATN2	matrilin 2
MFAP5	microfibrillar associated protein 5
MGP	matrix Gla protein
MLPH	melanophilin
MMP11	matrix metallopeptidase 11
MMP14	matrix metallopeptidase 14 (membrane-inserted)
MMP2	matrix metallopeptidase 2
MMP23	matrix metallopeptidase 23
MRGPRG	MAS-related GPR, member G
MUSTN1	musculoskeletal, embryonic nuclear protein 1
MXRA8	matrix-remodelling associated 8
MYO5A	myosin VA
NAMPT	nicotinamide phosphoribosyltransferase
NBL1	neuroblastoma, suppression of tumorigenicity 1
NMB	neuromedin B
NPR2	natriuretic peptide receptor 2
NPY	neuropeptide Y
OSBPL5	oxysterol binding protein-like 5
P2RX4	purinergic receptor P2X, ligand-gated ion channel 4
PADI2	peptidyl arginine deiminase, type II; similar to peptidyl arginine deiminase, type II
PAM	peptidylglycine alpha-amidating monooxygenase
PAMR1	peptidase domain containing associated with muscle regeneration 1
PBX1	pre B-cell leukemia transcription factor 1
PDLIM3	PDZ and LIM domain 3
PGR	progesterone receptor
PHLDA3	pleckstrin homology-like domain, family A, member 3
PI15	peptidase inhibitor 15
PKNOX2	Pbx/knotted 1 homeobox 2
PLA1A	phospholipase A1 member A
PLEKHO1	pleckstrin homology domain containing, family O member 1
PLEKHO2	pleckstrin homology domain containing, family O member 2
PLXND1	plexin D1
PPP2R5A	similar to protein phosphatase 2, regulatory subunit B (B56)
PQLC3	PQ loop repeat containing
PRAP1	proline-rich acidic protein 1
PRL8A2	prolactin family 8, subfamily a, member 2
PRSS35	protease, serine, 35
PSMB9	proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)
PTGS1	prostaglandin-endoperoxide synthase 1
PTRH1	peptidyl-tRNA hydrolase 1 homolog (S. cerevisiae)
QPCT	glutaminyl-peptide cyclotransferase (glutaminyl cyclase)
RAB31	RAB31, member RAS oncogene family
RAB32	RAB32, member RAS oncogene family
RAMP1	receptor (calcitonin) activity modifying protein 1
RAMP3	receptor (calcitonin) activity modifying protein 3; similar to receptor activity modifying protein 3
RASGRP3	RAS, guanyl releasing protein 3
RGS2	regulator of G-protein signaling 2
RHO	rhodopsin
RHOJ	ras homolog gene family, member J
RIMKLB	ribosomal modification protein rimK-like family member B; similar to mKIAA1238 protein
RRM1	ribonucleotide reductase M1
RUNX1	runt related transcription factor 1
S100A4	hippocampus abundant transcript-like 1; S100 calcium binding protein A4
SCGB1A1	secretoglobin, family 1A, member 1 (uteroglobin)
SCMH1	sex comb on midleg homolog 1
SERPING1	serine (or cysteine) peptidase inhibitor, clade G, member 1
SETD7	SET domain containing (lysine methyltransferase) 7
SEZ6L	seizure related 6 homolog like
SFRP4	secreted frizzled-related protein 4
SFRP5	secreted frizzled-related sequence protein 5
SGK1	serum/glucocorticoid regulated kinase 1
SGPL1	sphingosine phosphate lyase 1
SIRPA	signal-regulatory protein alpha
SLC25A29	solute carrier family 25 (mitochondrial carrier, palmitoylcarnitine transporter), member 29
SLC44A1	solute carrier family 44, member 1
SLC6A12	solute carrier family 6 (neurotransmitter transporter, betaine/GABA), member 12
SLC05A1	solute carrier organic anion transporter family, member 5A1
SLPI	secretory leukocyte peptidase inhibitor
SMOC2	SPARC related modular calcium binding 2
SORBS2	sorbin and SH3 domain containing 2
SPHK1	sphingosine kinase 1
SPON1	spondin 1, (f-spondin) extracellular matrix protein
SPP1	secreted phosphoprotein 1
SQRDL	sulfide quinone reductase-like (yeast)
SRGN	serglycin
SWAP70	SWA-70 protein
SYNE2	synaptic nuclear envelope 2
TACC1	transforming, acidic coiled-coil containing protein 1

TCP11L2	t-complex 11 (mouse) like 2
TDO2	tryptophan 2,3-dioxygenase
TFF3	trefoil factor 3, intestinal
TFPI2	tissue factor pathway inhibitor 2
THY1	thymus cell antigen 1, theta
TLR4	toll-like receptor 4
TMEM100	transmembrane protein 100
TMEM150A	transmembrane protein 150
TMEM50A	transmembrane protein 50A
TNFRSF11B	tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin)
TNFRSF1B	tumor necrosis factor receptor superfamily, member 1b
TNFSF9	tumor necrosis factor (ligand) superfamily, member 9
TREM2	triggering receptor expressed on myeloid cells 2
TRPS3INP1	transformation related protein 53 inducible nuclear protein 1
TSPAN5	tetraspanin 5
TXNIP	thioredoxin interacting protein
TYROBP	TYRO protein tyrosine kinase binding protein
UGCG	UDP-glucose ceramide glucosyltransferase
USP1	ubiquitin specific peptidase 1; predicted gene 5841
USP53	ubiquitin specific peptidase 53
VASN	vasorin
VEZF1	vascular endothelial zinc finger 1
VLDLR	very low density lipoprotein receptor
WEE1	WEE 1 homolog 1 (S. pombe)
WT1	similar to Wilms tumor homolog; Wilms tumor 1 homolog
XDH	xanthine dehydrogenase
XPA	xeroderma pigmentosum, complementation group A
ZFP36L1	zinc finger protein 36, C3H type-like 1

Down-regulated genes

GENE_SYMBOL Name

ADA	adenosine deaminase
ALDH1A3	aldehyde dehydrogenase family 1, subfamily A3
BAHD1	Bromo adjacent homology domain protein 1
BHLHE41	basic helix-loop-helix family, member e41
CAR2	carbonic anhydrase 2
CCR1L1	chemokine (C-C motif) receptor 1-like 1
ETS2	E26 avian leukemia oncogene 2, 3' domain
FABP6	fatty acid binding protein 6, ileal (gastrotropin)
FGG	fibrinogen gamma chain
FHL3	four and a half LIM domains 3
FSTL3	folistatin-like 3
GCM1	glial cells missing homolog 1 (Drosophila)
GHRH	growth hormone releasing hormone
GJB5	gap junction protein, beta 5
GPD2	glycerol phosphate dehydrogenase 2, mitochondrial
GPR1	G protein-coupled receptor 1
HGD	homogentisate 1, 2-dioxygenase
HSD17B2	hydroxysteroid (17-beta) dehydrogenase 2
HSD17B7	hydroxysteroid (17-beta) dehydrogenase 7
HSPA5	heat shock protein 5
LEPR	leptin receptor
LGALS9	lectin, galactose binding, soluble 9
MFSD2A	major facilitator superfamily domain containing 2
MUC1	mucin 1, transmembrane
NOSTRIN	nitric oxide synthase trafficker
NPPC	natriuretic peptide precursor type C
NUAK1	NUAK family, SNF1-like kinase, 1
PGA5	pepsinogen 5, group I
PITRM1	pitrilysin metallopeptidase 1
PKLR	pyruvate kinase liver and red blood cell
PLAT	plasminogen activator, tissue
PRL3C1	prolactin family 3, subfamily c, member 1
PRL7A1	prolactin family 7, subfamily a, member 1
PRL7C1	prolactin family 7, subfamily c, member 1; predicted gene 2544
PSTPIP1	proline-serine-threonine phosphatase-interacting protein 1
PYGL	liver glycogen phosphorylase
SERPINB9C	serine (or cysteine) peptidase inhibitor, clade B, member 9c
SH3KBP1	SH3-domain kinase binding protein 1
ST6GAL1	beta galactoside alpha 2,6 sialyltransferase 1
STRA6	stimulated by retinoic acid gene 6
TFR3	transferrin receptor
TMEM54	transmembrane protein 54
TNFRSF9	tumor necrosis factor receptor superfamily, member 9
TUBB3	tubulin, beta 3; tubulin, beta 3, pseudogene 1
UBA6	ubiquitin-like modifier activating enzyme 6
UPP1	uridine phosphorylase 1

# Supplementary material for: Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism
**Source:** PLoS Genet. 2016 Mar 3;12(3):e1005898. doi: 10.1371/journal.pgen.1005898
**Supplement:** S4 Table

Table S4. Biological processes associated with genes deregulated in *Bahd1*-KO murine placentae, *Bahd1*-KO MEFs and in human HEK-BAHD1 cells.

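S4C Table groups the genes up-regulated in Bahd1-KO MEFs by gene ontology terms found with DAVID. Beside the sterol groups it holds 16 genes of morphogenesis of a branching structure, 23 of regulation of phosphorylation, 12 of gland morphogenesis and 21 of positive regulation of cell proliferation. All were higher in Bahd1-KO MEFs, with median log2 differences of 0.59, 0.53, 0.51 and 0.67 in that order. Il6, an interleukin listed under all 4 terms, was at 6.43 ± 0.23 (SD, n = 3) in Bahd1-KO and 5.18 ± 0.40 (SD, n = 3) in Bahd1-WT MEFs (limma's adjusted p = 0.277). Tnfsf15, a TNF family cytokine, was higher by 1.19 (standard error 0.12, adjusted p = 0.222) and the X-linked gene Bex1 by 1.13 (standard error 0.14, adjusted p = 0.222). Csf1, the macrophage growth factor, was higher by 0.67 (standard error 0.12, adjusted p = 0.273). When adjusted over each list alone, 15, 21, 12 and 19 genes passed in limma, which is not independent evidence because the study chose the lists on these arrays, and 0 passed over all clusters.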

Analysis of clustering of differentially expressed genes into GO (Biological processes) with the DAVID program version 6.7 2015 (<http://david.abcc.ncifcrf.gov>)

The 10 most significant biological functions and associated group of genes are shown.

Genes involved in steroid/lipid metabolism are highlighted in yellow

A- Functional clustering of genes deregulated in *Bahd1*-KO murine placentas at E16.5

GO	Term	P Value	- Log10 (P value)	Count	Genes	FDR
GO:0008202	steroid metabolic process	1.47E-06	5.83	16	OSBPL5, HSD17B2, CYP11A1, LDLR, LEPR, HMGCS1, CYP17A1, HMGCS2, INSIG2, APOE, APOC3, ATP8B1, PBX1, HSD17B7, VLDLR, FABP6	2.49E-03
GO:0006979	response to oxidative stress	1.94E-06	5.71	12	TXNIP, XPA, GCLC, CYP11A1, GATM, APOE, PTGS1, GPX3, CLU, GPX8, MMP14, PRNP	3.29E-03
GO:0001501	skeletal system development	9.26E-06	5.03	20	SGPL1, HEXA, HOXA11, TCFAP2A, MGP, NPR2, MMP14, MMP2, HOXD10, AHSG, AES, INSIG2, CHST11, HOXA10, PBX1, RUNX1, GPNMB, IGFBP3, SPP1, BMP8A	1.57E-02
GO:0008203	cholesterol metabolic process	1.47E-05	4.83	10	LDLR, INSIG2, HMGCS2, CYP11A1, APOE, LEPR, APOC3, HMGCS1, HSD17B7, VLDLR	2.49E-02
GO:0001568	blood vessel development	1.56E-05	4.81	18	SGPL1, EMCN, CDX2, LEPR, SPHK1, GJA1, ANPEP, MMP14, MMP2, WT1, THY1, ZFP36L1, MYO18B, HAND2, APOE, LOX, VEZF1, PLXND1	2.64E-02
GO:0001944	vasculature development	2.13E-05	4.67	18	SGPL1, EMCN, CDX2, LEPR, SPHK1, GJA1, ANPEP, MMP14, MMP2, WT1, THY1, ZFP36L1, MYO18B, HAND2, APOE, LOX, VEZF1, PLXND1	3.62E-02
GO:0016125	sterol metabolic process	3.21E-05	4.49	10	LDLR, INSIG2, HMGCS2, CYP11A1, APOE, LEPR, APOC3, HMGCS1, HSD17B7, VLDLR	5.44E-02
GO:0019835	cytolysis	9.67E-05	4.01	6	LYZ2, GZMD, GZME, GZMC, GZMF, GZMG	1.64E-01
GO:0006508	proteolysis	1.19E-04	3.93	41	MASP1, PAMR1, UBA6, ANPEP, MMP23, MMP2, USP53, HTRA1, PITRM1, LONRF3, PGA5, HTRA3, PRSS35, KLK15, SRGN, PLAT, CFLAR, SPSB1, USP1, GZMD, GZME, SERPING1, GZMC, CTSS, MMP14, GZMF, MMP11, PSMB9, GZMG, QPCT, C1QA, CD55, CTSK, RNF7, CPE, CTSS, ZRANB1, PAPP2, ADAMTS2, PMEPA1, ADAMTS5	2.01E-01
GO:0008219	cell death	1.75E-04	3.76	25	CLU, EGLN3, BNIP3, TNFRSF11B, TNFRSF1B, BOK, HAND2, TRP53INP1, PHLDA3, SRGN, CFLAR, SGPL1, SGK1, LYZ2, GZMD, FAM188A, GZME, GZMC, GZMF, GZMG, TNS4, RNF130, RNF7, GADD45G, SH3KBP1	2.97E-01

B- Functional clustering of genes deregulated in *Bahd1*-KO murine placentas at both E16.5 and E18.5 stages

GO	Term	P Value	- Log10 (P value)	Count	Genes	FDR
GO:0001501	skeletal system development	2.35E-05	4.63	16	SGPL1, HOXA11, MGP, NPR2, MMP14, MMP2, HOXD10, AES, INSIG2, CHST11, PBX1, RUNX1, GPNMB, IGFBP3, SPP1, BMP8A	3.96E-02
GO:0008202	steroid metabolic process	2.85E-05	4.55	11	OSBPL5, INSIG2, CYP11A1, HSD17B2, LEPR, APOC3, ATP8B1, PBX1, HSD17B7, FABP6, VLDLR	4.79E-02
GO:0051605	protein maturation by peptide bond cleavage	4.85E-05	4.31	8	C1QA, CD55, MASP1, CPE, SERPING1, MMP14, ADAMTS2, SRGN	8.15E-02
GO:0060348	bone development	6.56E-05	4.18	10	INSIG2, HOXA11, MGP, NPR2, GPNMB, MMP14, IGFBP3, MMP2, BMP8A, SPP1	1.10E-01
GO:0048584	positive regulation of response to stimulus	1.06E-04	3.98	12	C1QA, CD55, NPY, MASP1, FCER1G, FABP4, TLR4, SERPING1, LBP, H2-Q6, ADA, THY1	1.78E-01
GO:0006508	proteolysis	1.35E-04	3.87	32	MASP1, PAMR1, UBA6, MMP23, MMP2, USP53, HTRA1, PITRM1, HTRA3, PGA5, PRSS35, KLK15, SRGN, PLAT, CFLAR, USP1, GZMD, SERPING1, GZMC, CTSS, MMP14, MMP11, PSMB9, GZMG, QPCT, C1QA, CD55, CTSK, CPE, CTSS, ADAMTS2, ADAMTS5	2.26E-01
GO:0032101	regulation of response to external stimulus	1.48E-04	3.83	9	TNFRSF1B, NPY, FCER1G, FABP4, TLR4, SERPING1, LBP, SCGB1A1, ADA	2.48E-01
GO:0050727	regulation of inflammatory response	1.93E-04	3.71	7	TNFRSF1B, FCER1G, FABP4, SERPING1, LBP, SCGB1A1, ADA	3.25E-01
GO:0050778	positive regulation of immune response	1.95E-04	3.71	10	C1QA, CD55, MASP1, FCER1G, TLR4, SERPING1, LBP, H2-Q6, ADA, THY1	3.28E-01
GO:0001568	blood vessel development	2.91E-04	3.54	13	SGPL1, EMCN, LEPR, SPHK1, GJA1, MMP14, MMP2, WT1, THY1, ZFP36L1, HAND2, PLXND1, VEZF1	4.88E-01

C- Functional clustering of genes up-regulated in *Bahd1*-KO mouse embryonic fibroblasts

GO	Term	P Value	- Log10 (P value)	Count	Genes	FDR
GO:0016125	sterol metabolic process	3.65E-09	8.44	14	SOAT1, SC5D, LDLR, MVD, HMGCR, CH25H, PCTP, HMGCS1, PMVK, HSD17B7, DHCR24, SREBF2, SC4MOL, NSDHL	6.23E-06
GO:0016126	sterol biosynthetic process	4.48E-09	8.35	10	SC5D, MVD, HMGCR, CH25H, HMGCS1, PMVK, HSD17B7, SC4MOL, NSDHL, DHCR24	7.64E-06
GO:0001763	morphogenesis of a branching structure	2.86E-08	7.54	16	BMP4, IL6, FGF7, NRP1, FLT1, PLXNA1, CSF1, NPNT, EDN1, SRF, CCL11, NOTCH1, SFRP1, ADM, BCL2, AREG	4.87E-05
GO:0042325	regulation of phosphorylation	8.87E-08	7.05	23	BMP4, BCL10, CAV1, IL6, LYN, PDGFA, HMGCR, CSF1, EDN1, MET, TNFSF15, HGF, LATS2, SPRY4, TRIB1, LIF, PRKAR2B, PRKAR2A, EREG, BCL2, SPRED3, PPP1R14A, HTR2A	1.51E-04
GO:0008203	cholesterol metabolic process	1.28E-07	6.89	12	SOAT1, LDLR, MVD, HMGCR, CH25H, PCTP, HMGCS1, PMVK, HSD17B7, SREBF2, NSDHL, DHCR24	2.19E-04
GO:0051174	regulation of phosphorus metabolic process	1.70E-07	6.77	23	BMP4, BCL10, CAV1, IL6, LYN, PDGFA, HMGCR, CSF1, EDN1, MET, TNFSF15, HGF, LATS2, SPRY4, TRIB1, LIF, PRKAR2B, PRKAR2A, EREG, BCL2, SPRED3, PPP1R14A, HTR2A	2.91E-04
GO:0019220	regulation of phosphate metabolic process	1.70E-07	6.77	23	BMP4, BCL10, CAV1, IL6, LYN, PDGFA, HMGCR, CSF1, EDN1, MET, TNFSF15, HGF, LATS2, SPRY4, TRIB1, LIF, PRKAR2B, PRKAR2A, EREG, BCL2, SPRED3, PPP1R14A, HTR2A	2.91E-04
GO:0022612	gland morphogenesis	8.61E-07	6.07	12	CCL11, BMP4, NOTCH1, IL6, CAV1, FGF7, NRP1, PLXNA1, SFRP1, BCL2, CSF1, AREG	1.47E-03
GO:0008284	positive regulation of cell proliferation	1.13E-06	5.95	21	KLF5, IL6, FGF7, CCL2, LYN, PDGFA, CSF1, CLU, EDN1, BEX1, LIFR, LIF, CD38, NOTCH1, EREG, ADM, BCL2, HIPK2, HBEGF, MYC, HTR2A	1.93E-03
GO:0006694	steroid biosynthetic process	1.38E-06	5.86	11	SC5D, MVD, HMGCR, CH25H, HMGCS1, LSS, PMVK, HSD17B7, SC4MOL, NSDHL, DHCR24	2.35E-03

D- Functional clustering of genes down-regulated in human cells overexpressing BAHD1 (HEK-BAHD1)

GO	Term	P Value	- Log10 (P value)	Count	Genes	FDR
GO:0055114	oxidation reduction	1.57E-08	7.81	74	STEAP3, SEPX1, CYP24A1, PXDN, LDHA, CYP2J2, CYP2S1, PYROXD1, SNCA, PRDX4, ALDH1L2, HIBADH, GLDC, SC4MOL, FDF1, PLOD3, AKR7A2, SRD5A3, LOX, DHTKD1, SARDH, DUS1L, LOXL1, NQO2, DHCR24, CTBP1, PCYOX1L, ACOXL, MICAL2, CYB5A, CBR4, MOSC1, GRHPR, DECR1, GMPR, MOXD1, PYCR1, PYCR2, SQLE, ALDH1B1, ASPHD2, HSD11B2, MECR, MDH2, ME1, ACADSB, SORD, ALDH18A1, CYP51A1, GLUD1, IFI30, RSAD1, GPD1L, ALDH1A2, ALDH1A3, DHCR7, IDH2, FASN, DHODH, PNPO, HSD17B4, NSDHL, CHDH, PTGR1, SCD, MAOB, BCKDHB, FADS2, MSRB2, BLVRA, CYBA, AKR1B1, ALDH2, PHGDH	2.84E-05
GO:0016125	sterol metabolic process	2.54E-07	6.60	22	SREBF1, EBP, LIPA, LDLR, CYP51A1, RXRA, HMGCS1, ABCA2, LDLRAP1, SREBF2, SC4MOL, FDF1, SQLE, APOE, DHCR7, INSIG1, SCARB1, IDI1, MBTPS1, DHCR24, NSDHL, CLN6	4.61E-04
GO:0008203	cholesterol metabolic process	1.05E-06	5.98	20	SREBF1, EBP, LDLR, CYP51A1, RXRA, HMGCS1, ABCA2, LDLRAP1, SREBF2, FDF1, SQLE, APOE, DHCR7, INSIG1, SCARB1, IDI1, MBTPS1, DHCR24, NSDHL, CLN6	1.90E-03
GO:0006631	fatty acid metabolic process	1.20E-06	5.92	31	ACADSB, CPT2, CYP2J2, SNCA, PEX5, MIF, SC4MOL, PRKAR2B, ACSL1, ELOVL5, ELOVL2, FASN, GNPAT, ELOVL7, HSD17B4, ACSL4, LPL, PTGR1, LIPA, ACOXL, PDPN, SCD, EPHX2, FADS2, LYPLA2, DECR1, PEI, CPT1A, ACSM3, LTA4H, MECR	2.18E-03
GO:0008610	lipid biosynthetic process	4.46E-06	5.35	41	CYP51A1, HMGCS1, MIF, FDF1, SC4MOL, ALDH1A2, B3GNT5, ELOVL5, DHCR7, PIGH, ELOVL2, PEMT, FASN, ELOVL7, SCARB1, ETNK2, PCYT2, AGPAT2, DHCR24, NSDHL, B4GALNT1, LPL, EBP, SCD, FADS2, ACLY, CDS1, LPCAT2, LPCAT3, PIGO, LPCAT4, ACSM3, LASS4, SQLE, CD81, MBOAT2, HSD11B2, DPM3, LTA4H, IDI1, MECR	8.09E-03
GO:0031344	regulation of cell projection organization	1.16E-05	4.93	18	LZTS1, PTPRF, MAP1B, ITGA2, RHOQ, CDH4, SLIT2, EPHB2, NRCAM, PRKCQ, LINGO1, SEMA4F, APOE, ROBO2, NEFL, DBN1, ARHGDIA, NEFM	2.11E-02
GO:0044271	nitrogen compound biosynthetic process	1.24E-05	4.91	40	ATP5D, MOCOS, ME1, BCAT1, ADCY1, ALDH18A1, SRM, ADCY7, ASS1, GLUD1, SNCA, UROS, RSAD1, ATP5G1, TGFB1, ADA, GOT2, AKT1, SRR, ATP8B1, DHODH, CDA, SULT1A2, ETNK2, PRTFDC1, PCBD1, PADI2, CPS1, ATP13A2, MMAB, APRT, NME4, PYCR1, ATP6V1C2, PYCR2, GLUL, ATP9A, PHGDH, SLC25A15, PRPS2	2.24E-02
GO:0019318	hexose metabolic process	1.66E-05	4.78	28	PHKA2, LDHA, SORD, PFKFB3, SLC37A4, HK2, HIBADH, AKT1, PPP1R1A, DHTKD1, MYC, PDK1, PDK2, GMDS, PDK3, PFKP, GYG1, PFKM, CPS1, CPT1A, GPI, SLC25A10, GFPT2, PGM1, GAA, POFUT1, MDH2	3.02E-02
GO:0010033	response to organic substance	2.37E-05	4.62	70	ADCY1, LDLR, ADCY7, SNCA, RHOQ, TGFB1, GOT2, AKT1, PRKAR2B, CCNE1, GSTM3, AES, CD44, GSN, APOE, LOX, GNG4, MYC, EGFR, KCNMA1, RXRA, MFGE8, PTPRU, LPIN1, CDK5, GNAL, PRKCQ, GLUL, KRT19, CCND1, SDC1, GRB10, CCND2, SQLE, HSPB1, HSD11B2, ABAT, RYR2, CTSC, GNB4, CA2, LY6G6D, ME1, ENPP1, HMGCS1, UROS, ABCA2, CDH1, COMT, GNG12, AK3L1, TRIB1, ALDH1A2, ACSL1, TAP2, PEMT, SRR, SCARB1, NEFL, MAP1B, BCKDHB, ITGA2, CPS1, SREBF2, RERG, CXCL16, PLCG2, ALDH2, IGFBP2, BMP7	4.31E-02
GO:0016053	organic acid biosynthetic process	2.92E-05	4.53	24	BCAT1, LPL, ALDH18A1, ASS1, GLUD1, SCD, UROS, FADS2, MIF, SC4MOL, ACSM3, GOT2, PYCR1, PYCR2, GLUL, ELOVL5, ELOVL2, SRR, FASN, PHGDH, LTA4H, ELOVL7, MECR, AGPAT2	5.30E-02

E- Functional clustering of genes down-regulated in human cells overexpressing BAHD1 (HEK-BAHD1) and up-regulated in *Bahd1*-KO placentas at E18.5

GO	Term	P Value	- Log10 (P value)	Count	Genes	FDR
GO:0010817	regulation of hormone levels	2.85E-04	3.54	7	SLC16A2, ALDH1A2, LY6E, BACE2, CAMK2G, CRABP2, SCARB1	4.57E-01
GO:0008610	lipid biosynthetic process	6.85E-04	3.16	9	LPL, ALDH1A2, EBP, LASS4, CD81, ELOVL7, SCARB1, LTA4H, LPCAT2	1.09E+00
GO:0001655	urogenital system development	4.26E-03	2.37	5	SGPL1, ALDH1A2, SFRP1, HOXA11, ADAMTS1	6.62E+00
GO:0048705	skeletal system morphogenesis	4.54E-03	2.34	5	SGPL1, HOXA11, PRRX1, MMP2, TGFB1	7.05E+00
GO:0006631	fatty acid metabolic process	6.66E-03	2.18	6	LPL, PRKAR2B, PTGR1, ELOVL7, LTA4H, CPT1A	1.02E+01
GO:0006643	membrane lipid metabolic process	1.26E-02	1.90	4	SGPL1, ST6GALNAC4, LASS4, CERK	1.84E+01
GO:0035113	embryonic appendage morphogenesis	1.53E-02	1.82	4	ALDH1A2, HOXA11, CRABP2, PRRX1	2.19E+01
GO:0030326	embryonic limb morphogenesis	1.53E-02	1.82	4	ALDH1A2, HOXA11, CRABP2, PRRX1	2.19E+01
GO:0040008	regulation of growth	1.64E-02	1.79	7	NOV, SGPL1, HTRA2, HTRA1, CXCL16, GAS6, TGFB1	2.33E+01
GO:0001822	kidney development	1.98E-02	1.70	4	SGPL1, ALDH1A2, HOXA11, ADAMTS1	2.75E+01

F- Functional clustering of genes down-regulated in human cells overexpressing BAHD1 (HEK-BAHD1) and up-regulated in *Bahd1*-KO MEFs

GO	Term	P Value	- Log10 (P value)	Count	Genes	FDR
GO:0016125	sterol metabolic process	5.71E-06	5.24	6	LDLR, HMGCS1, DHCR24, SREBF2, SC4MOL, NSDHL	8.39E-03
GO:0008203	cholesterol metabolic process	8.93E-05	4.05	5	LDLR, HMGCS1, DHCR24, SREBF2, NSDHL	1.31E-01
GO:0016126	sterol biosynthetic process	9.81E-05	4.01	4	HMGCS1, DHCR24, SC4MOL, NSDHL	1.44E-01
GO:0008202	steroid metabolic process	1.59E-04	3.80	6	LDLR, HMGCS1, DHCR24, SREBF2, SC4MOL, NSDHL	2.34E-01
GO:0006694	steroid biosynthetic process	1.36E-03	2.87	4	HMGCS1, DHCR24, SC4MOL, NSDHL	1.97E+00
GO:0006695	cholesterol biosynthetic process	2.03E-03	2.69	3	HMGCS1, DHCR24, NSDHL	2.95E+00
GO:0055114	oxidation reduction	5.46E-03	2.26	7	PCYOX1L, MICAL2, ALDH1A3, ASPHD2, DHCR24, SC4MOL, NSDHL	7.73E+00
GO:0010033	response to organic substance	9.69E-03	2.01	7	PRKAR2B, KRT19, LDLR, HMGCS1, MYC, TRIB1, SREBF2	1.33E+01
GO:0019318	hexose metabolic process	1.32E-02	1.88	4	PFKFB3, GFPT2, HK2, MYC	1.77E+01
GO:0005996	monosaccharide metabolic process	1.94E-02	1.71	4	PFKFB3, GFPT2, HK2, MYC	2.50E+01
GO:0009719	response to endogenous stimulus	1.99E-02	1.70	5	PRKAR2B, KRT19, LDLR, HMGCS1, SREBF2	2.56E+01
GO:0051146	striated muscle cell differentiation	2.17E-02	1.66	3	TNNT2, KRT19, ADAM12	2.75E+01

# Supplementary material for: Role of the BAHD1 Chromatin-Repressive Complex in Placental Development and Regulation of Steroid Metabolism
**Source:** PLoS Genet. 2016 Mar 3;12(3):e1005898. doi: 10.1371/journal.pgen.1005898
**Supplement:** S5 Table

Table S5. Overlap between transcriptome datasets from *Bahd1*-KO MEFs, *Bahd1*-KO placentas (E18.5) and human HEK-BAHD1 cells.

How the deposited data were processed for this re-analysis (not part of the article)

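Gene expression was measured in primary MEFs from 3 Bahd1-KO and 3 Bahd1-WT embryos at E13.5, with 1 Mouse Exon 1.0 ST array per embryo. The placenta and HEK-BAHD1 arrays of the study belong to other deposits and were not available. The authors made the deposited log2 values with RMA, which corrects the background, normalizes between arrays and summarises probes to transcript clusters at the gene core level, for 23332 clusters. The version of the software is not stated. The authors also deposited a comparison table of 491 clusters with gene symbols, log2 values, a score that is the SD of the 3 values of each genotype, a signed fold change of the group medians, and a p-value from the LPE test, adjusted by Benjamini-Hochberg. Its log2 values equal those of the value table, and its largest adjusted p is 0.0498. The methods give a p-value under 0.05 as the criterion for expression and state that unknown and EST annotations were dropped. The deposited adjusted p-values are spaced as 10123 tested clusters would give, of which 507 pass, 16 more than the table lists. At that number of tests 84.5% of the table's p-values with a z-score under 7 have ranks within 0.01 of a whole number. The direction of every difference is Bahd1-KO minus Bahd1-WT. The scale is log2 from the methods and the range of the values, and no centring of genes was found.

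The test set before the data were examined was limma (version 3.58.1, in R 4.3.3) with lmFit and eBayes on the deposited log2 values of all 23332 clusters, with a two-sided p, Benjamini-Hochberg adjustment over all clusters and a threshold of 0.05. No filter and no further normalization were applied. The alternatives set at the same time were a trended and robust prior, an LPE test rebuilt from its description, only the clusters above the median brightness, a second quantile normalization, centring of each array on its median, array weights, the replicate number as a block, each array left out in turn, and a fold change of at least 1.5. In the rebuilt LPE test, the variance of the differences within a genotype was taken in bins of 1% of the clusters by brightness and smoothed with a spline of 10 degrees of freedom, and that of a median of 3 values as 1.57 times that of their mean. Its scaling, and the restriction to clusters numbered in the range of the authors' table (16755) or to the 10123 brightest of these, were settled after the authors' table had been seen and several scalings and subsets had been compared with it. So was a fit with the level of the Y-linked genes as a covariate.

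Genes were named only through the authors' table, which names 491 of the 23332 clusters, each with 1 symbol. RefSeq genes of assembly GRCm38.p6 served for Entrez IDs, which were found for 489 symbols, and for the order of genes around Bahd1, and none of their coordinates are given, since the build of the array annotation is not named. Because the files used do not name the other 22841 clusters, several planned steps were not run. These are the camera and fry tests of gene lists and of Reactome pathways, the X-linked genes against all others, the settings limited to named or autosomal clusters or to any cluster of a gene, the level of Bahd1 and of the control genes Ywhaz, Gapdh, Hprt, Actb and Tuba1a, and the share of called genes that were higher, for which limma gave no calls. The genes on each side of Bahd1 were counted among RefSeq protein-coding genes in place of measured genes.

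In their place, chosen after the data were seen, the study's calls in each list were counted and compared with a one-sided hypergeometric test against a background of 10123 clusters, in which every member of a list was taken as tested. A background of 9804, lowered by the share of calls dropped for their annotation, was the alternative. The 34 lists not drawn from these arrays gave 68 tests in both directions, adjusted together by Benjamini-Hochberg. This test rests on the study's LPE calls and treats genes as independent. Of the lists, 29 were written from textbook knowledge before the data were examined and 5 come from the study's tables for other arrays. Lists that the study drew from these arrays were described and not tested. Reactome sets with 10 to 300 members, from fgsea version 1.28.0, were tested in the same way. Names that S3 and S7 Tables misspell, or write otherwise than the authors' table, were matched by the tables' descriptions and RefSeq synonyms after the data were seen. For a list alone, limma's p-values were adjusted over all its members, with those not named in the files taken as unchanged, at the largest p there is. Only genes that the study had called on these arrays could pass in this way, so passing over a list alone is not independent evidence.

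The rule for named genes, written before the data were examined, takes Bahd1, the genes the paper names for MEFs, the members of its S4C sterol lists and S5C list, the 10 largest rises and falls past the threshold, up to 4 members of each described list with the smallest p, the factors of S7 Table and the control genes. Values in the paper's tables had been seen by then. No gene passed the threshold, and 45 genes named under the rule were followed through every setting. Genes named outside the rule were chosen after their values were seen.

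The tests were run on simulated data built from these arrays with 200 changed clusters, all drawn from those above the median brightness. Limma above the median brightness therefore lost no changed cluster by construction, so its gain here does not carry over to dim genes. Each cluster kept its own SD from these arrays as its true spread. The LPE test takes clusters of similar brightness to share 1 spread, so its false calls depend on this setting and do not measure those in the real data. With changes of 1.4-fold, limma over all clusters recovered 0% of them, and above the median brightness 37% with 6 false calls among 80. The rebuilt LPE test recovered 23.5% with 156 false calls among 203. With changes of 2-fold, limma over all clusters recovered 77.5% with 9 false calls, limma above the median brightness 89.5% with 11, and the rebuilt LPE test 90.5% with 210 false calls among 391. Shares carry exact binomial intervals at 95%. The number of arrays limits the precision of every value.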

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

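The hypergeometric tests, the test of the Y-linked genes and the counts of other groupings by limma were chosen after their results had been seen, while the tests of a single array, of array scaling, of embryo sex in the other genes and of other groupings by the rebuilt LPE test were set before theirs.

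Apart from the sterol and steroid terms, 6 textbook lists hold more of the study's calls than chance would place there, and a further list holds sex-specific transcripts. Of 30 ERK pathway target and feedback genes, 13 are up-regulated in the study's table and none down-regulated (1 expected, adjusted p = 4.2e-10). Dusp4 was higher by 0.97 (standard error 0.12), Areg by 0.95, Ier3 by 0.57 and Fosl1 by 0.69, and Myc, Dusp6, Hbegf, Phlda1, Ereg, Spry4, Egr2, Ier2 and Spred3 were higher too. In all 13 the arrays of the genotypes were apart, and 10 passed in limma when adjusted over the list alone. Of 28 inflammatory cytokines and NF-kB targets, 11 are up-regulated and none down-regulated (0.97 expected, adjusted p = 2.2e-08). Ccl7 was higher by 0.88 (standard error 0.11), Bcl3 by 0.76, Ccl2 by 0.72 and Csf1 by 0.67. All 11 passed when adjusted over the list alone, and 6 to 11 with any 1 array left out, the lowest without KO replicate 3. Of 23 SRF and actin cytoskeleton genes, 7 are up-regulated (0.8 expected, adjusted p = 0.00012), Srf itself by 0.38 (standard error 0.11), with Fhl1, Lmod1, Cnn1 and Vcl past the threshold over the list alone, where 0 pass with any 1 array left out except WT replicate 2. Of 16 YAP and TAZ targets, 4 are up-regulated (0.56 expected, adjusted p = 0.014), namely Ankrd1, Axl, Lats2 and Cyr61. Limma called 0 genes of any of these lists over all clusters at an adjusted p under 0.05, and every named gene had an unadjusted p under 0.05. The study's S4C, S5B or S7 Tables already hold 10 of the 13 ERK genes, 9 of the 11 inflammatory genes, 6 of the 7 SRF genes and 2 of the 4 YAP genes, under other terms. The lists were written with those tables already seen and the tests use the study's own calls, so the excess is not independent evidence.

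The 31 genes of the ERK, inflammatory and SRF lists had a median log2 difference of 0.66. Whether a single deviating array is its cause stays open. The lowest median with 1 array left out was 0.537, without KO replicate 3, which keeps a share of 0.808, but the study had called all these genes on the same arrays by the medians of the groups, which 1 array moves little, so this was nearly fixed by the choice. Bahd1-WT MEFs 3 stands apart on the first principal component, and the ERK genes past the threshold over the list alone fell from 10 to 2 without WT replicate 3 and also without KO replicate 3. The median difference of the ERK genes was 0.547 and 0.537 in these fits, against 0.664 with all arrays. A fit has the same degrees of freedom whichever array is left out, and without KO replicate 1 the count stayed at 10. Fewer degrees of freedom alone therefore do not account for the lost calls. Whether these arrays deviate cannot be told from these fits. Array scaling is argued against, since the median of the 12042 clusters of like brightness was 0.03, a share of 0.041. What moves these genes stays open. The methods describe the same medium with serum and a single passage for all cultures. Density and the time since the last change of medium could move these genes together and are not recorded per culture, and the scaling value of 0.041 says nothing about them. Growth factor signalling that rises with loss of BAHD1 may be an alternative to a difference in culture state, and neither was tested. Of the markers of other cell types, the study's table holds 3 of 15 epithelial, 2 of 17 skeletal muscle, 1 of 13 endothelial and 1 of 14 macrophage and haematopoietic genes, all higher, and 1 of 12 neuronal genes, which was lower. None of these lists passed the hypergeometric test. A different share of other cells in the cultures was not tested and stays open.

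The Hox genes went the other way. Of 39, 7 are down-regulated in the study's table and none up-regulated (0.54 expected, adjusted p = 1.4e-05). Hoxa5 had a log2 difference of -0.81 (standard error 0.10), Hoxa6 of -0.76, Hoxa4 of -0.55 and Hoxa7 of -0.43, and Hoxa2, Hoxc4 and Hoxa9 were lower too. All 7 had the arrays of the genotypes apart, 3 (Hoxa4, Hoxa5 and Hoxa6) passed when adjusted over the list alone (0 or 1 with any 1 array left out except KO replicate 1) and 0 over all clusters. Of the 7, 6 lie in the Hoxa cluster, so they are not independent. The study had called all 7 on the same arrays, so passing over the list alone is not independent evidence. No explanation was tested. The glycolysis and hypoxia list was in excess among the down-regulated genes (Pdk1, Bnip3, Car9 and Aldoc, adjusted p = 0.0046), while 4 other members were higher. These 4 (Hk2, Slc2a1, Pfkfb3 and Adm) are already in the study's S4C, S5B or S7 Tables.

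Ddx3y, Eif2s3y and Kdm5d, Y-linked genes, are among the study's up-regulated genes (3 of 5 sex-specific transcripts, adjusted p = 0.0038), with the paper's fold changes at 39.3, 30.2 and 10.8. Their mean log2 value was 7.06 in Bahd1-KO MEFs 2, 7.03 in Bahd1-KO MEFs 3 and 7.19 in Bahd1-WT MEFs 2, and 2.36 to 2.38 in the other 3 arrays. The gap of 4.64 between the 2 sets of arrays is what different numbers of male embryos in the 2 groups would give, 2 among the Bahd1-KO and 1 among the Bahd1-WT cultures. In limma the 3 genes had adjusted p-values of 0.80, 0.83 and 0.80. For the other 488 genes of the table, this difference in sex is argued against as a general cause. With the Y-linked level in the fit, their median difference in the study's direction was 0.48 against 0.51 without it, a share of 0.941, and 3 genes changed sign. Of the 17 X-linked genes of the table, 0 changed sign. A median over all these genes does not tell whether single ones, X-linked genes among them, differ because of sex.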

How the results depend on the processing

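Limma called no cluster over all 23332 with the trended and robust prior, a second quantile normalization, median centring, array weights, the 1.5-fold threshold, any 1 array left out, or the Y-linked covariate, nor over the 16755 clusters numbered as in the authors' table (these last 2 chosen after seeing the data). Other settings gave calls. Among the brighter clusters, those above the median brightness, 29 were higher and 7 lower, and by the rebuilt LPE test, its scaling chosen after seeing the data, 192 and 160. With settings chosen after seeing the data, limma on the brightest numbered clusters gave 116 and 12, and the rebuilt LPE test on these 278 and 102. The smaller number of clusters tested is part of the construction of both limma settings, and the cause was not tested for the LPE counts. None of the 45 named genes changed direction in any setting. Of them, 5 passed in the brighter clusters, 25 by the rebuilt LPE test, 15 on the brightest numbered clusters and 38 by the rebuilt LPE test on these.

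At an unadjusted p under 0.05, where 1527 clusters were higher and 898 lower, the rebuilt LPE test gave 938 higher, the 1.5-fold threshold 318 higher and 290 lower, the brighter clusters 591 lower, the brightest numbered clusters 504 lower, and the rebuilt LPE test on these 813 higher and 363 lower. Leaving out 1 array gave 1203 to 1384 higher and 651 to 1000 lower. The share of higher clusters, 63%, was 55.2% by the rebuilt LPE test, 70.2% in the brighter clusters, 55% after quantile normalization, 58.7% after median centring, 59.5% with the block, 52.3% at 1.5-fold, 69.5% on the numbered clusters, 73.7% on the brightest of them and 69.1% by the rebuilt LPE test on these, and 56.7 to 64.9% without 1 array. The cause was not tested.

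Counts of list members past the threshold over the list alone moved more. For cholesterol biosynthesis, 0 became 9 with the trended and robust prior and in the brighter clusters, 10 by the rebuilt LPE test, on the brightest numbered clusters and by both together, and 8 on the numbered clusters, with 0 to 5 without 1 array (5 without KO replicate 1). For the SRF list, 4 became 7 with the trended and robust prior, by the rebuilt LPE test, in the brighter clusters and on each of the numbered sets, and 0 with the Y-linked covariate, with 0 to 4 without 1 array (4 only without WT replicate 2). For the Hox list, 3 became 6 by the rebuilt LPE test and 7 by it on the brightest numbered clusters, and 1 with the Y-linked covariate, with 0 to 3 without 1 array. For the ERK and inflammatory lists, 10 and 11 became 4 and 7 with the Y-linked covariate, with 2 to 10 and 6 to 11 without 1 array, the lowest both without KO replicate 3, and for ERK also without WT replicate 3. For the imprinted list, 0 became 2 by the rebuilt LPE test and 4 by it on the brightest numbered clusters, with 0 to 2 without 1 array. For glycolysis and hypoxia, 5 became 8 by the rebuilt LPE test on the brightest numbered clusters, with 4 to 7 without 1 array. A covariate or a missing array leaves fewer degrees of freedom, and the other causes were not tested. Only genes called by the study's LPE test could be counted, which favours the rebuilt LPE test, so its higher counts are no support. The median differences of 6 lists kept their sign with any 1 array left out, at 0.334 to 0.489 for cholesterol biosynthesis, 0.537 to 0.738 for ERK, 0.614 to 0.736 for inflammatory, 0.307 to 0.473 for SRF, -0.682 to -0.518 for Hox and -0.601 to -0.376 for imprinted genes. With the background of 9804, the hypergeometric tests kept every list on its side of the threshold. For the genes up-regulated in placentas (S3 Table), the adjusted p among the study's down-regulated genes was 0.019, and 0.063 with names only as the table spells them, a setting chosen after seeing the data, in which 8 genes were lower in place of 9.

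The replicate numbers do not pair the samples. Same-numbered arrays deviated from their group means with r of -0.00052, 0.027 and 0.00022 across clusters. With the replicate block, limma again called 0 clusters in each direction, and the members past the threshold over the list alone were 0 for glycolysis and hypoxia, 2 for ERK, 7 for inflammatory, 0 for SRF and 0 for Hox. The planned tests with an estimated correlation, fry, named clusters only, autosomal genes only and any cluster were not run, because the files used do not name most clusters. The files hold no background signal, so the limit it sets on dim clusters is not known. The lowest mean log2 value of a gene in the authors' table was 4.17, and 484 of its 491 genes lie in the brighter clusters.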

Differences from the paper's values

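The paper's count of up-regulated genes in Bahd1-KO MEFs is 353, and limma over all clusters gave 0 at the same adjusted p under 0.05. Of the alternatives set before the data were examined, none came within 1.5 times the paper's count: the rebuilt LPE test, whose scaling was settled after the authors' table had been seen, gave 192, the clusters above the median brightness 29, and the trended and robust prior, quantile normalization, median centring, array weights, the replicate block, the 1.5-fold threshold and each array left out gave 0. The rebuilt LPE test on the 10123 brightest numbered clusters gave 278, a setting chosen after seeing the values, and it called 360 of the 487 table genes it tested. The authors' deposited table holds 352 up-regulated genes. The paper's count of down-regulated genes is 139, and limma over all clusters gave 0. The rebuilt LPE test over all clusters, planned before the data were examined but with its scaling chosen after seeing the values, gave 160, within 1.5 times the paper's count, and over the 10123 brightest numbered clusters, chosen after seeing the values, it gave 102. Those above the median brightness gave 7, and the other alternatives set before the data were examined gave 0. Over all clusters the rebuilt LPE test called 192 of the 491 table genes, in both directions together.

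The paper states that no imprinted gene was found, in a paragraph on the overlap of the MEF genes with other arrays. In the overlap, 0 genes of the imprinted list are in S5B or S5C Table. In the authors' MEF table, Meg3, Rtl1 and Dlk1 are down-regulated and Ddc is up-regulated, with log2 differences of -0.75, -0.50, -0.47 and 0.61 here, none of which passed in limma over all clusters.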

Other observations

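The test of the genes around Bahd1 was planned, but was read with the genes already seen, and the window of 10 genes and the choice of Chst14, Dnajc17 and Gpr176 were made after their values were seen. Chst14, which encodes a dermatan sulfotransferase and is the protein-coding gene next to Bahd1 in the RefSeq order, had the smallest p in limma of all 23332 clusters. It was at 7.47 ± 0.09 (SD, n = 3) in Bahd1-KO and 8.29 ± 0.06 (SD, n = 3) in Bahd1-WT MEFs, a log2 difference of -0.82 (standard error 0.08, adjusted p = 0.222 over all clusters and 0.0484 over the clusters above the median brightness). Dnajc17, 8 genes away, had a log2 difference of -0.92 (standard error 0.22, adjusted p = 0.326), and Gpr176, on the other side, was higher by 0.51. The paper does not report on these genes. A change over the region around Bahd1 may be a candidate explanation. Among the 100 genes on each side, 4 of 200 are in the study's table against 481 of 21699 elsewhere (Fisher's exact test, two-sided, p = 1, odds ratio 0.9 with a 95% interval of 0.242 to 2.36). The p was 0.49 for 50 genes on each side and 0.072 for 10, where 2 of 20 are in the table. These counts are too few to tell a regional change from none. An effect of the targeted allele on the adjacent gene, sequence of another strain under the probes, and an effect of the loss of BAHD1 itself stay open and were not tested, because neither a second allele nor probe values are in the files.

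The test of 10 splits of the 6 arrays into 3 and 3 cannot give a share under 0.05. In limma over all clusters the real split gave 0 calls and the highest other split 4, and all 10 splits reach the real count, as any split reaches 0. In limma above the median brightness the real split gave 36 calls and the highest other 0, and 1 split reaches the real count. At an unadjusted p under 0.05 the real split gave 2425 clusters and the highest other 1281, so that 1 split reaches the real count. By the rebuilt LPE test over all clusters the real split gave 352 calls and the highest other 117, and 1 split again reaches it. The first principal component, with 26.8% of the variance, set Bahd1-WT MEFs 3 apart at 44.9, where the other 5 arrays lay between -22.7 and 4.84.

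The marker lists of other cell types gave few genes in the study's table. Of 15 epithelial markers, Krt18, Krt19 and Krt20 are up-regulated (adjusted p = 0.084). Of 17 skeletal muscle markers, Acta1 was higher by 0.58 (standard error 0.08) and Des by 0.80 (standard error 0.14), with an adjusted p of 0.42 for the list. Emcn is the only gene of 13 endothelial markers, Csf1r of 14 macrophage and haematopoietic markers and Stmn2 of 12 neuronal markers. The study called 0 of 12 erythroid, 0 of 14 chondrocyte, 0 of 10 Schwann cell and melanoblast, 0 of 10 adipocyte and 0 of 11 hepatocyte markers, 0 of 30 interferon-stimulated genes and 0 of 22 BAHD1-associated proteins. Chance would place at most about 1 higher and 0.41 lower genes in any of these lists. Genes not called could not be looked up, so the counts of 0 do not show that these genes are unchanged. Of 28 cell cycle genes Prc1 is in the table, and of 28 genes of the fibroblast extracellular matrix Lum, which was lower. In limma, Krt18 and Krt19 (adjusted p = 0.00246 and 0.00328), Acta1 and Des (0.00798 and 0.0117) and Emcn (0.00638) passed when adjusted over their lists alone, and 0 passed over all clusters. Only genes the study had called on these arrays could pass in this way, so it is not independent evidence for these markers. None of these lists had an adjusted p under 0.05 in the hypergeometric test.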
